# Systematic identification and characterization of repressive domains in *Drosophila* transcription factors

**DOI:** 10.15252/embj.2022112100

**Published:** 2022-12-22

**Authors:** Loni Klaus, Bernardo P de Almeida, Anna Vlasova, Filip Nemčko, Alexander Schleiffer, Katharina Bergauer, Lorena Hofbauer, Martina Rath, Alexander Stark

**Keywords:** co‐repressors, high‐throughput screening, repressive domains, short linear motifs, transcription, Chromatin, Transcription & Genomics, Methods & Resources

## Abstract

All multicellular life relies on differential gene expression, determined by regulatory DNA elements and DNA‐binding transcription factors that mediate activation and repression via cofactor recruitment. While activators have been extensively characterized, repressors are less well studied: the identities and properties of their repressive domains (RDs) are typically unknown and the specific co‐repressors (CoRs) they recruit have not been determined. Here, we develop a high‐throughput, next‐generation sequencing‐based screening method, repressive‐domain (RD)‐seq, to systematically identify RDs in complex DNA‐fragment libraries. Screening more than 200,000 fragments covering the coding sequences of all transcription‐related proteins in *Drosophila melanogaster*, we identify 195 RDs in known repressors and in proteins not previously associated with repression. Many RDs contain recurrent short peptide motifs, which are conserved between fly and human and are required for RD function, as demonstrated by motif mutagenesis. Moreover, we show that RDs that contain one of five distinct repressive motifs interact with and depend on different CoRs, such as Groucho, CtBP, Sin3A, or Smrter. These findings advance our understanding of repressors, their sequences, and the functional impact of sequence‐altering mutations and should provide a valuable resource for further studies.

## Introduction

Higher organisms consist of many morphologically different cell types and organs that carry out different functions in the body. Almost all cells possess the same genetic information, yet still only express certain subsets of genes. Hence, a precise regulation of gene expression must take place. The first level of regulation is transcription—the copying of DNA into an RNA transcript by RNA polymerase II. Transcription is regulated by an intricate interplay between regulatory DNA elements, transcription factor (TF) and cofactor proteins, and the RNA polymerase II machinery: TFs bind in a sequence‐specific manner to regulatory DNA and recruit non‐DNA‐binding cofactors, that is, co‐activator or co‐repressor (CoR) proteins, that mediate transcription activating or repressing cues (Reiter *et al*, 2017; Shlyueva *et al*, 2014).

TFs are modular proteins, consisting of a DNA‐binding domain (DBD) and an effector domain. The effector domain can be an activating domain (AD, also called tAD) or a repressive domain (RD) and can function independently of the full‐length TF (Brent & Ptashne, 1985; Lambert *et al*, 2018; Soto *et al*, 2022). Short RDs of, for example, 31 (Kruppel‐RD; Hanna‐Rose *et al*, 1997) or 55 (Engrailed‐RD; Han & Manley, 1993a) amino acids (AA) can be sufficient to mediate repression when tethered to DNA through a heterologous DBD like the DBD of the yeast transcription factor Gal4 (Gal4‐DBD; Fig 1A). Such tethering assays have allowed the identification of RDs of various repressive TFs such as Engrailed, Snail, Cabut, and others (Han & Manley, 1993b; Fisher *et al*, 1996; Hanna‐Rose *et al*, 1997; Tolkunova *et al*, 1998; Nibu *et al*, 1998b; Belacortu *et al*, 2012; Soto *et al*, 2022).

In addition to the identification of tADs and RDs for individual TFs, pooled screening methods have been developed to systematically identify protein effector domains (reviewed in Soto *et al*, 2022). Examples of such approaches include the identification of tADs within yeast, fly, and human transcription factors or in random peptides (Staller *et al*, 2018; Sanborn *et al*, 2021; Staller *et al*, 2022; Erijman *et al*, 2020; Arnold *et al*, 2018; Alerasool *et al*, 2022; Ravarani *et al*, 2018) or activating and repressing domains among Pfam‐annotated domains (Alerasool *et al*, 2020; Tycko *et al*, 2020). However, no systematic screen for RDs within the TF proteome of any species has been published to date.

The sufficiency of RDs to repress transcription implies that these short domains can specifically interact with and recruit CoRs such as Groucho (Gro), CtBP, and Sin3A (Chinnadurai, 2002; Jennings & Ish‐Horowicz, 2008; Chaubal & Pile, 2018). Interestingly, some known RDs contain short peptide motifs, which are required for RD function and are crucial for the interaction with specific CoRs. For instance, Engrailed and other repressors contain the approximately 10 AA‐long *engrailed homology‐1* (EH1) motif that interacts with the CoR Gro (Logan *et al*, 1992; Smith & Jaynes, 1996; Tolkunova *et al*, 1998). Similarly, the 5 AA short PxDLS motif occurs in the repressive TFs Snail and Knirps and recruits CtBP (Nibu *et al*, 1998a). Yet, how many RDs are explained by these motifs and whether there are other peptide motifs that mediate repression and/or recruit different CoRs remains elusive.

In this study, we established *repressive‐domain‐sequencing* (RD‐seq) to identify short 50 AA‐long RDs across all annotated transcription‐related proteins in *Drosophila melanogaster (Dmel)*. We recovered known and uncovered novel RDs in known repressors and in unannotated proteins. We further identified specific short peptide motifs—conserved from fly to human—and showed that RD function depends on these motifs. In addition, we used immunoprecipitation coupled to mass spectrometry and RNA‐interference (RNAi)‐mediated CoR depletion to link RDs and peptide motifs to specific CoRs, revealing RD‐CoR interactions and functional dependencies.

Our work provides a resource for *Drosophila* RDs as well as, the first step in building a systematic dictionary for repressors, their RDs and interacting CoRs—a valuable tool to comprehend the diverse mechanisms of transcriptional repression.

## Results

### RD‐seq identifies RDs of known and novel transcriptional repressors

To systematically identify RDs, we established RD‐seq, a next‐generation sequencing (NGS)‐based approach to identify RDs from a comprehensive pool of candidate fragments (Fig 1B). For this purpose, we adapted the tAD‐seq protocol (Arnold *et al*, 2018) and combined it with a synthetic candidate library and reporter cell lines that constitutively express GFP.

We generated a Gal4‐DBD‐fused candidate library consisting of over 200,000 150‐bp‐long DNA fragments coding for 50 AA. The candidates were designed to cover the protein‐coding open‐reading frames of 1,133 transcription‐related *Dmel* genes in a tiled fashion with steps of 6–15 bp, corresponding to 2–5 AA (Fig 1B; Dataset EV1, see library design in Material and Methods). 

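The deposited tables list 209495 candidate fragments of 150 nt, each encoding 50 AA, under 1133 FlyBase gene identifiers. Of these candidates, 83452 were tiled in steps of 6 nt and 125784 in steps of 15 nt along 1372 transcripts with candidates of their own. Neighbouring candidates (tiles) therefore share most of their sequence, and the tiles of one stretch of protein are not independent measurements.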

Using CRISPR/Cas9, we created a *Dmel* S2 cell line with an integrated GFP‐expressing reporter‐gene cassette containing UAS sites to allow Gal4‐DBD‐mediated tethering of the candidates. Three days after transfection of the reporter cell line with the candidate library, we separated cells into GFP‐positive and GFP‐negative cells via fluorescent‐activated cell sorting (FACS), followed by NGS‐based quantification of the candidate mRNAs in GFP‐positive and GFP‐negative cells. Since GFP‐negative cells should contain candidates that repress transcription, we determined the enrichment of candidates in GFP‐negative over GFP‐positive cells, called RDs by their significant enrichment (*P* ≤ 1 × 10^−5^; FC ≥ 1.5; Fig 1B), and for subsequent analyses only considered RDs that were detected in two of two replicates (e.g., Fig 1C–E, see Material and Methods).

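The deposited RD-seq data comprise 4 screens in S2 cells, a cultured line derived from Drosophila embryos, with 2 replicates for each of 2 integrated GFP reporters. The zfh1-DSCP reporter combines the zfh1 enhancer with the Drosophila synthetic core promoter, and the ent1-rps12 reporter combines the ent1 enhancer with the rps12 core promoter. In each screen, candidate mRNAs were sequenced from the sorted GFP-negative and GFP-positive cells. The authors mapped the read pairs to the candidate library with Bowtie, allowed unique alignments only, and collapsed read pairs that shared a unique molecular identifier (UMI). Their tables give for each tile the number of distinct molecules (UMI counts), the count scaled to the library total (RPM), a log2 ratio of GFP-negative over GFP-positive cells and a hypergeometric p-value. The GFP-negative libraries of replicates 1 and 2 hold 5684579 and 4360624 UMI counts with zfh1-DSCP and 2241956 and 2419721 with ent1-rps12. The GFP-positive libraries hold 8928471 and 8992771 with zfh1-DSCP and 7121032 and 7170514 with ent1-rps12. A tile had a median of 18 and 13 UMI counts in the GFP-negative libraries of zfh1-DSCP and of 5 and 6 in those of ent1-rps12, where 27.1% and 26.4% of tiles had no count. From the UMI counts, the log2 fold change (log2FC) of each tile was computed in each screen as the log2 ratio of the GFP-negative over the GFP-positive count, after a pseudocount of 1 and division by the library total. The region log2FC is the mean over the tiles that share at least 50% of the shorter of tile and region, and it is given as mean ± SD of the 2 replicate screens. A tile without counts in either library gets the log2 ratio of the library totals, 0.65 and 1.04 in the zfh1-DSCP screens and 1.67 and 1.57 in the ent1-rps12 screens. The pseudocount pulls tiles with few counts toward these values, which are above 0 and higher with ent1-rps12. Single tiles were weakly related between replicates, with a Pearson r of their log2FC of 0.0849 with zfh1-DSCP and 0.0987 with ent1-rps12 across the 209495 tiles. The Spearman rho of the UMI counts themselves was 0.712 and 0.468 between GFP-negative libraries and 0.886 and 0.839 between GFP-positive libraries of the same reporter.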

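The authors deposited the regions called in each screen, listed per transcript isoform. Counted once per stretch of protein, there were 247 calls in 207 proteins and 450 calls in 335 proteins in the zfh1-DSCP replicates, and 873 calls in 572 proteins and 866 calls in 554 proteins in the ent1-rps12 replicates. With an overlap of at least 50% of the shorter region, matched across isoforms by shared words of 10 residues, 132 (53.4%) and 130 (28.9%) of the zfh1-DSCP calls were matched by a call in the other replicate, compared with 145 (16.6%) and 143 (16.5%) of the ent1-rps12 calls. For a comparison with chance, matches were counted by position on the same transcript, which gave 130 replicate 1 calls with zfh1-DSCP and 148 with ent1-rps12. When the replicate 1 calls were placed at random along their own tiled transcripts 1000 times and counted in the same way, the mean was 27.5 with zfh1-DSCP and 70.3 with ent1-rps12, and no placement reached the observed number. In the authors' deposited table, calls found in both replicates had a median summit log2FC of 2.25 and 2.12 with zfh1-DSCP and of 1.93 and 1.69 with ent1-rps12, and calls found in a single replicate had medians from 0.91 to 1.09. A test that uses the spread between replicates, edgeR's quasi-likelihood test on the UMI counts of each tile with the screen as a block, found 909 of 170180 tested tiles enriched in GFP-negative cells with zfh1-DSCP and 319 of 146620 with ent1-rps12 (Benjamini-Hochberg adjusted p under 0.05 and fold change of at least 1.5). Leaving out the block for the screen moved the zfh1-DSCP number most, to 585 tiles, and gave 0 tiles with ent1-rps12, where 3588 had an unadjusted p under 0.05 in that direction. Keeping only tiles with at least 10 counts in every library moved the ent1-rps12 number most, to 978 tiles. The pairing of GFP-negative and GFP-positive libraries of one screen was checked by correlating their replicate 1 minus replicate 2 differences across tiles, which gave r = −0.0012 with zfh1-DSCP and r = −0.0011 with ent1-rps12, so the pairing rests on the sample labels.

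**Figure D1:**
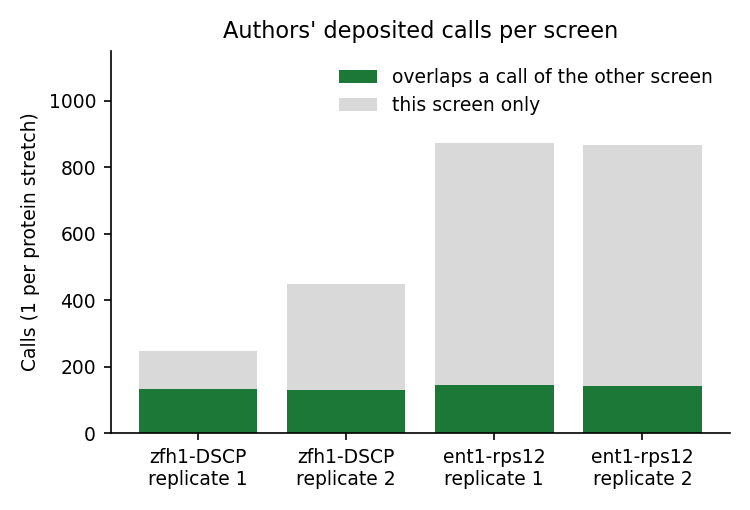
Number of regions the authors called in each of the 4 screens (vertical axis, counted once per protein stretch), divided into calls that overlap a call of the other replicate (green) and calls of this screen only (grey). The matched calls number 132 and 130 with zfh1-DSCP and 145 and 143 with ent1-rps12, while the calls of a single screen are more numerous with ent1-rps12.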

To capture different RDs, we performed RD‐seq screens with two different reporter cell lines in which GFP expression was driven by distinct enhancer‐promoter pairs, namely zfh1‐DSCP and ent1‐rps12 (Dataset EV2). 

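Intersecting the deposited calls of the 2 replicates gave 130 RD regions in 120 proteins with zfh1-DSCP and 147 in 135 proteins with ent1-rps12. Merging regions of both reporters that overlap by at least 50% of the shorter one left 195 regions in 172 proteins. Of these, 82 were found with both reporters, 48 with zfh1-DSCP only and 65 with ent1-rps12 only. The thresholds of the calling moved these numbers most. Recomputing the calls from the UMI counts with a hypergeometric p of at most 0.001 and a fold of at least 1.2 gave 639 regions, and a p of at most 1e-10 with a fold of at least 2 gave 107, while recomputing with the thresholds of the methods gave 226. The overlap rule changed the total less, from 174 regions with at least 80% of the shorter region to 217 with any overlap of 1 bp. Values of single RDs are given for 193 RD regions of Dataset EV3, of which 83 were called with both reporters, 47 with zfh1-DSCP only and 63 with ent1-rps12 only. Their median length was 65 AA. Their median region log2FC was 0.50 with zfh1-DSCP and 0.43 with ent1-rps12, with a root mean square SD between replicates of 0.29 and 0.43. Taking only tiles that lie fully inside the region moved the zfh1-DSCP median most, to 1.63, over the 169 regions that hold such a tile. Across the 193 regions, replicates were related with a Pearson r of 0.815 with zfh1-DSCP and 0.606 with ent1-rps12, and 137 and 115 regions had a region log2FC above 0 in both replicates. In edgeR's quasi-likelihood test on the UMI counts summed over the tiles of each region, 137 regions with zfh1-DSCP and 154 with ent1-rps12 were enriched in GFP-negative cells (adjusted p under 0.05). The regions were called for this enrichment in the same UMI counts, so these numbers are not independent support for the calls.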

We performed two replicates per cell line and collectively, the screens in the two cell lines resulted in a total of 195 unique RDs in 175 proteins (Dataset EV3). 114 of the RD‐seq hits (58%) are within known or putative repressors (references in Dataset EV3), including the known RDs in the well‐characterized repressive TFs Engrailed (En), Snail (Sna), and Cabut (Cbt; Tolkunova *et al*, 1998; Nibu *et al*, 1998a; Belacortu *et al*, 2012; Fig 1C). 

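By the classes of Dataset EV3, 113 of the 193 RD regions (58.6%) lay in 101 known or putative repressors. Of these, 61 were called with both reporters, 23 with zfh1-DSCP only and 29 with ent1-rps12 only, and their median region log2FC was 0.66 with zfh1-DSCP and 0.49 with ent1-rps12. Their mean was 0.27 higher than that of the other 80 RD regions with zfh1-DSCP (two-sided permutation test, p = 0.00404, adjusted p = 0.0121 over 6 comparisons of RD classes that were chosen after first results were seen) and 0.17 higher with ent1-rps12 (permutation test, p = 0.0542, adjusted p = 0.0813). The RD regions in these comparisons are not independent replicates, since some lie in one protein or share a motif. Regions called with ent1-rps12 only tend to be low with zfh1-DSCP. They made up 25.7% of the RD regions in known or putative repressors and 42.5% of the others. The zfh1-DSCP difference cannot be told apart from this selection. The RD region of en (FBgn0000577, residues 123 to 218) had a region log2FC of 1.98 ± 0.08 (SD, n = 2 screens) with zfh1-DSCP and 1.56 ± 0.18 with ent1-rps12. For sna (FBgn0003448, residues 1 to 82), it was 1.50 ± 0.21 with zfh1-DSCP and 0.28 ± 0.26 with ent1-rps12. For cbt (FBgn0043364, residues 66 to 200), it was 1.25 ± 0.01 with zfh1-DSCP and 0.72 ± 0.06 with ent1-rps12. In each of these RD regions, the enrichment over summed UMI counts passed an adjusted p of 0.05 with both reporters in edgeR's quasi-likelihood test, on the same UMI counts from which they were called.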

In the case of En, the peak summit of candidate enrichment coincided with the EH1 motif, known to be essential for the repressive activity (Tolkunova *et al*, 1998; Fig 1C blue bar in left panel). 

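The EH1 motif of en was located at residues 172 to 181 (SLAFSISNIL). The summit was taken from the log2 ratio of UMI counts summed over the tiles that cover each position, which is another measure than the mean tile log2FC. It lay at residues 179 to 180 in all 4 screens, with summit values of 4.41 and 4.40 in the zfh1-DSCP replicates and 3.90 and 3.89 in the ent1-rps12 replicates. In comparisons of tiles with and without a motif, here and below, the tiles of an RD region are all tiles that touch it. Some of these tiles lie mostly outside the region. The 20 tiles of this RD region that contain the whole motif had a mean log2FC of 4.84 with zfh1-DSCP, and the other tiles had a mean of −0.12. With ent1-rps12, these means were 3.75 and −0.20.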

79 RDs are in known or putative repressive TFs for which no RD had been mapped before (references in Dataset EV3). Moreover, we also found 81 RDs (42% of hits) in proteins that have not been implicated in repression so far, for example, RDs within 18 previously uncharacterized *Dmel* proteins such as the putative Zn‐finger TF CG5245 (Fig 1D). 

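In the 193 RD regions, 78 lay in 69 known or putative repressors for which no RD had been described before, of which 35 were called with both reporters, 15 with zfh1-DSCP only and 28 with ent1-rps12 only. Their median region log2FC was 0.54 with zfh1-DSCP and 0.46 with ent1-rps12. The 35 RD regions described before had medians of 0.88 and 0.62, and 26 of them were called with both reporters. With zfh1-DSCP, the mean of these 35 RD regions was 0.48 higher than that of the other 158 (two-sided permutation test, p = 9e-05, adjusted p = 0.00054 over the 6 comparisons of RD classes). With ent1-rps12, the difference of 0.06 was not distinguishable from 0 (permutation test, p = 0.574). Only 1 of the 35 was called with ent1-rps12 only, against 28 of the 78 and 34 of the 80 RD regions in proteins not implicated in repression. Regions not called with zfh1-DSCP tend to be low there, so the zfh1-DSCP difference cannot be told apart from this selection.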

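Of the 193 RD regions, 80 (41.5%) lay in 72 proteins not implicated in repression. Among these, 22 were called with both reporters, 24 with zfh1-DSCP only and 34 with ent1-rps12 only, and the median region log2FC was 0.38 with zfh1-DSCP and 0.28 with ent1-rps12. RDs in known or putative repressors were found with both reporters rather than with ent1-rps12 only more often than RDs in these proteins (61 and 29 against 22 and 34, odds ratio 3.25, Fisher's exact test, two-sided, p = 0.00104). A total of 22 of the 80 RD regions lay in 17 proteins named only by a CG number, and 14 of these 22 were called with ent1-rps12 only. The RD region of CG5245 (FBgn0038047, residues 1 to 125) had a region log2FC of 0.20 ± 0.01 (SD, n = 2 screens) with zfh1-DSCP and 0.40 ± 0.33 with ent1-rps12. Over its summed UMI counts, the enrichment was a log2FC of 1.14 with zfh1-DSCP (adjusted p = 6.1e-07) and 1.62 with ent1-rps12 (adjusted p = 3.5e-10) in edgeR's quasi-likelihood test across the 193 RD regions. The region was called from these same UMI counts. From the RDs mapped in known repressors and in proteins without such a role, the paper concludes that RD-seq characterizes repressor proteins of both kinds and maps their RDs.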

Interestingly, some proteins have multiple RDs, for example, Schnurri (Shn), for which several repressive regions have been described before (Cai & Laughon, 2009), but also CHES‐1‐like and Capicua (Cic) for which we identify three RDs each (Fig 1E). 

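Of the 173 proteins with the 193 RD regions, 158 had a single RD region, 11 had 2, 3 had 3 and 1 had 4. The 4 RD regions of shn (FBgn0003396) lay at residues 213 to 294, 555 to 638, 1165 to 1246 and 1870 to 1934. With zfh1-DSCP, their region log2FC was 0.97 ± 0.04, 0.98 ± 0.05, 1.19 ± 0.04 and 0.61 ± 0.10 (SD, n = 2 screens each), and with ent1-rps12 it was 0.76 ± 0.57, 0.92 ± 0.13, 0.62 ± 0.18 and 1.51 ± 0.12. The fourth shn RD was more enriched with ent1-rps12 than with zfh1-DSCP and the third less (adjusted p = 8.5e-15 and adjusted p = 0.0115, edgeR's quasi-likelihood test of the interaction of fraction and reporter across the 193 RD regions). In CHES-1-like (FBgn0029504), the RD regions at residues 306 to 440, 956 to 1005 and 1066 to 1120 had a region log2FC of 1.15 ± 0.34, 0.57 ± 0.19 and 0.69 ± 0.09 with zfh1-DSCP and 0.34 ± 0.07, 0.77 ± 0.22 and 1.07 ± 0.04 with ent1-rps12. In cic (FBgn0262582), the RD regions at residues 76 to 165, 736 to 800 and 911 to 960 had a region log2FC of 1.51 ± 0.02, 0.50 ± 0.16 and 0.46 ± 0.33 with zfh1-DSCP and 1.18 ± 0.39, 1.78 ± 0.74 and −0.22 ± 0.37 with ent1-rps12. The third cic RD was called with zfh1-DSCP only. Over summed UMI counts, edgeR's quasi-likelihood test also found it enriched with ent1-rps12 (log2FC 0.48, adjusted p = 0.033), without a difference between the reporters (adjusted p = 0.405).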

Overall, RD‐seq characterizes known as well as novel repressor proteins and maps RDs for both (Dataset EV3).

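The 83 RD regions called with both reporters had a median region log2FC of 1.08 with zfh1-DSCP and 0.84 with ent1-rps12, and 77 and 68 of them were above 0 in both replicates. The 47 regions called with zfh1-DSCP only had medians of 0.53 with that reporter and −0.11 with ent1-rps12. For the 63 regions called with ent1-rps12 only, the median was 0.43 with that reporter and −0.002 with zfh1-DSCP. Among the 26 RDs of Dataset EV4, the region log2FC ranged from 0.08 to 2.72 with zfh1-DSCP and from −0.09 to 2.23 with ent1-rps12, and 24 and 23 of them were above 0 in both replicates. The highest zfh1-DSCP values belonged to CG15269 (2.72 ± 0.27, SD, n = 2 screens) and ash1 (2.04).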

To validate RD‐seq hits and assess the method's specificity, we selected 26 of the 83 RDs that were detected in both reporter cell lines, including both strong and weak RDs from rank 1 to rank 82. We cloned a 150‐bp (50 AA) fragment per RD (Dataset EV4), individually recruited the 26 RDs to the integrated zfh1‐DSCP GFP reporter via the Gal4‐DBD and assessed changes in GFP expression through flow cytometry in comparison with a control condition (Gal4‐DBD alone; three independent replicates per RD and control). As a measure of the repressive strength of the RD, we calculated the fold change (FC) repression as the median GFP signal of cells with the Gal4‐DBD control versus cells with the Gal4‐DBD‐RD (Fig EV1A). 

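The region log2FC of the 26 individually tested RDs in the zfh1-DSCP screens was set against the FC repression that the paper reports for each RD in that reporter line, which ranges from 1.30 to 20.4 in the paper's values. The Pearson r was 0.797 and the Spearman rho 0.811, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give (adjusted p = 2e-05 over the 4 coefficients computed for the 2 reporters). Without the 2 RDs farthest from the median region log2FC, CG15269 and ash1, r was 0.801. The alternative that moved r most upward was the log2 ratio of UMI counts summed over the tiles of a region in place of the mean of tile log2FC, with r = 0.858, and using only tiles with at least 10 GFP-positive UMI counts gave r = 0.759. The RDs were matched by name, although the listed sequences of cic-RD1 and CHES-1-like-RD2 lie in the regions of cic-RD2 and CHES-1-like-RD1. Matching the RDs by their listed sequence, a setting chosen after the values were seen, gave r = 0.754. The coefficient is taken across RDs, which are not independent replicates. Between replicate screens, the region log2FC of the 26 RDs had r = 0.873 and a root mean square SD of 0.24.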

In the zfh1‐DSCP reporter cell line, this validated all 26 hits (Student's *t*‐test *P* ≤ 0.05; FC > 1; Fig 1F; Dataset EV4) and their repressive strengths in the validation experiments correlated well with the RD‐seq enrichments (Pearson correlation coefficient (PCC) = 0.86, Fig 1G). Similarly, all 26 hits were validated in the ent1‐rps12 reporter cell line (Fig EV1B; Dataset EV4), yet the dynamic range was narrower, compressing the quantitative agreement to PCC = 0.38 (Fig EV1C). 

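In the ent1-rps12 reporter line, the paper's values of FC repression for the 26 RDs range from 2.04 to 4.20. Their relation to the region log2FC of the ent1-rps12 screens had a Pearson r of 0.252 (two-sided permutation test, p = 0.215, adjusted p = 0.229) and a Spearman rho of 0.243 (permutation test, p = 0.229). Without the 2 RDs farthest from the median, CG15269 and Eip75B, r was 0.313. The log2 ratio of summed UMI counts gave r = 0.393 (permutation p = 0.0473), the only alternative set with a p under 0.05. Matching by listed sequence, chosen after the values were seen, gave r = 0.280 (permutation p = 0.167). Replicate screens of ent1-rps12 were related with r = 0.804 across these RDs, with a root mean square SD of 0.29, so the spread of region log2FC from −0.09 to 2.23 was larger than the replicate error. The difference of 0.545 between the coefficients of the 2 reporters had a permutation p of 0.00271, a test chosen after the coefficients were seen. From the narrower range of FC repression with ent1-rps12, the paper reasons that the quantitative relation was compressed, and it uses the zfh1-DSCP reporter line for the analyses that follow.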

We therefore chose to use the zfh1‐DSCP reporter cell line for all subsequent analyses. Overall, these results validate RD‐seq as a high‐throughput method to identify RDs and assess their repressive strength quantitatively.

**Figure 1:**
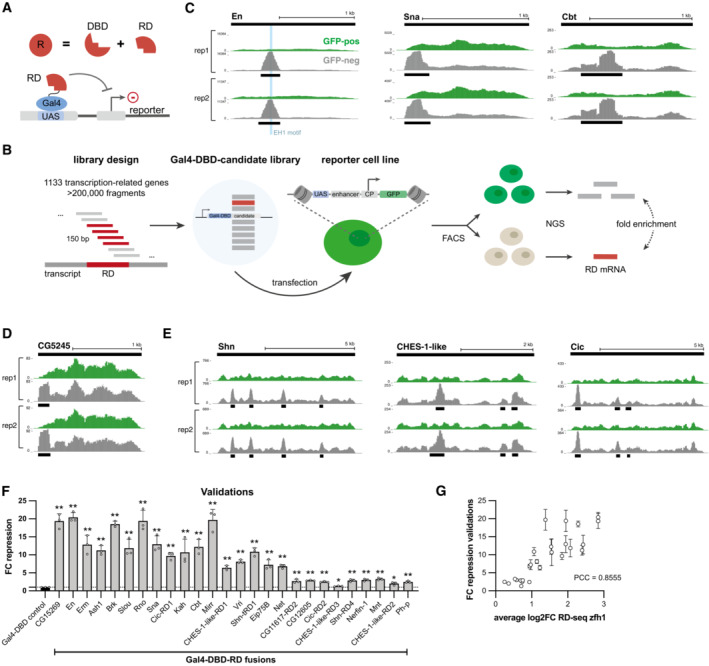
Repressive‐domain‐sequencing (RD‐seq) identifies RDs from a comprehensive pool of candidate fragments ARepressive TFs (R) consist of a DNA‐binding domain (DBD) and a repressive domain (RD), which is sufficient to repress transcription when tethered to a reporter, for example, via the Gal‐UAS system.BSchematic of the RD‐seq pipeline including the candidate library design, the reporter cell line and the RD‐seq workflow (CP: core promoter, FACS: fluorescence‐activated cell sorting, NGS: next‐generation sequencing).C–EUCSC genome browser tracks for two biological replicates of RD‐seq screens with the zfh1‐DSCP reporter cell line. Black bars on the top indicate the entire coding sequence of the respective factor. Shown is the normalized candidate fragment coverage from the fractions of GFP‐negative and GFP‐positive cells and small black bars indicating the detected RD region.FValidations of RD‐seq hits in comparison with the Gal4‐DBD control in the zfh1‐DSCP reporter cell line (mean fold change (FC) repression and individual values of 3 biological replicates, error bars: s.d., two‐tailed paired Student's *t*‐tests comparing to Gal4‐DBD control with * for *P* ≤ 0.05, ** for *P* ≤ 0.01).GComparison between validation FC repression values and average log2 FC in RD‐seq for each RD region in the zfh1‐DSCP reporter cell line (PCC: Pearson correlation coefficient; error bars: s.d. of 3 biological replicates of validations). Source data are available online for this figure.

**Figure EV1:**
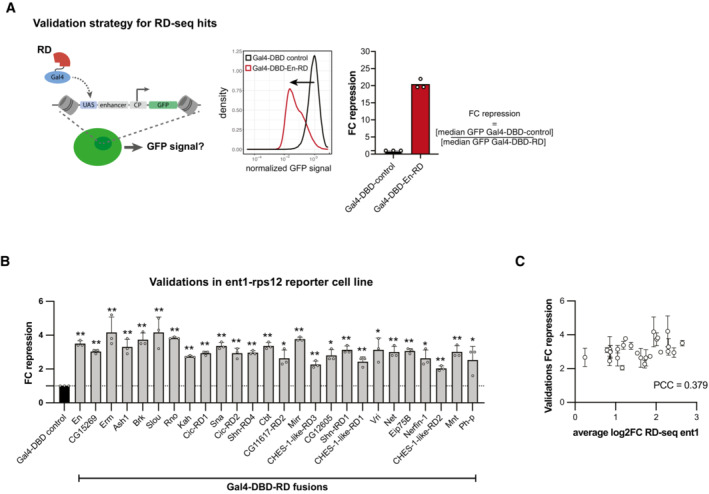
Validations of RD‐seq hits Validation strategy for RD‐seq hits. The reporter cell line is transfected with either the Gal4‐DBD‐fused RD or a Gal4‐DBD construct as a control, followed by assessment of the GFP signal by flow cytometry (left). The density distribution shows the normalized GFP signal of cells expressing either the Gal4‐DBD control or the Gal4‐DBD‐En‐RD construct (middle). The fold change (FC) repression is calculated as the ratio of the median GFP intensity of the Gal4‐DBD control and the Gal4‐DBD‐RD condition (mean FC repression and individual values of 3 biological replicates; right).Validations of RD‐seq hits in comparison with the Gal4‐DBD control in the ent1‐rps12 reporter cell line (mean FC repression and individual values of 3 biological replicates, error bars: s.d., two‐tailed, paired Student's *t*‐tests comparing to Gal4‐DBD control with * for *P* ≤ 0.05, ** for *P* ≤ 0.01).Comparison between validation FC repression values and average log2 FC in RD‐seq for each RD region in the ent1‐rps12 reporter cell line (PCC: Pearson correlation coefficient; error bars: s.d. of 3 biological replicates of validations). Source data are available online for this figure.

### RDs overlap both, IDRs and DBDs, and show a preference toward N‐terminal positions within a TF

Having identified and validated many RDs, we next wondered where within the TFs' protein sequences they typically occur and analyzed the 195 RDs' positions relative to the proteins' N‐ and C‐termini. As illustrated by the RDs in CG5245, Shn, CHES‐1‐like and Cic above (Fig 1D and E), RDs occur at different positions within the full‐length proteins. Interestingly, however, they occur more frequently toward the N‐termini of TFs compared with the C‐termini or more intermediate positions (Fig 2A). 

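The centre of 58 of the 193 RD regions (30.1%) lay in the first 20% of the protein. When each RD region was placed at random among the tiled positions of its own protein in 10000 draws, a mean of 16.2% lay there, with 95% of draws between 11.4% and 21.8% (p = 0.0001 in this permutation, the smallest that the draws can give). The 5 equal parts from the N- to the C-terminus held 58, 37, 20, 39 and 39 RD regions, against random means of 31.4, 43.8, 43.8, 43.7 and 30.4. In the first 10% of the protein, the share was 16.6% against 5.39% in the random placements. The share in the last 20%, 20.2% against 15.7%, was within the range of the random placements (permutation p = 0.0916). The share in the first 20% was 38.6% for RD regions called with both reporters (random mean 14.9%), 23.4% for zfh1-DSCP only (permutation p = 0.24) and 23.8% for ent1-rps12 only (permutation p = 0.183).

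**Figure D2:**
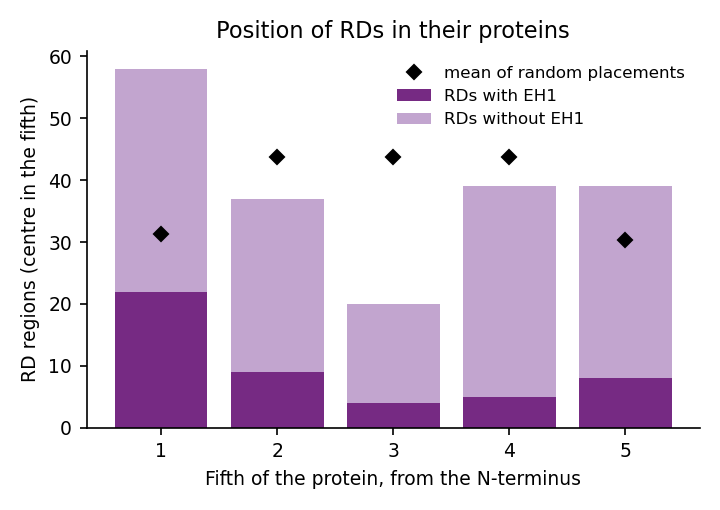
Number of RD regions (vertical axis) whose centre lies in each of 5 equal parts of the protein, counted from the N-terminus (horizontal axis), with RD regions that contain an EH1 motif in dark and those without in light purple, and the mean of 10000 random placements as black diamonds. The first part holds 58 RD regions against a random mean of 31.4.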

While the functional significance of the N‐terminal positions remains unclear, the TFs' DBDs show the opposite trend with a preference toward the C‐termini of the proteins (Fig EV2A). These opposing trends suggest that RDs and DBDs are typically separate and nonoverlapping. Indeed, only 3% of RDs overlap with DBDs (Fig 2B), for example, the RD of the repressor Hang. In addition, 3% of RDs overlap with other annotated protein domains (Pfam and ProSitePatterns databases, for example, the Parp catalytic domain in Parp‐RD), 53% overlap with intrinsically disordered regions (IDRs; MobiDB‐lite database), while 41% fall into unannotated regions (Fig 2B; Dataset EV5). 

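By the annotation of Dataset EV5, 6 of the 193 RD regions (3.11%) overlapped a DBD. Their median region log2FC was −0.02 with zfh1-DSCP, with a range from −0.33 to 0.47, and 0.17 with ent1-rps12. Those of CG12054, CG12071, MBD-R2 and osa were called with ent1-rps12 only, so a zfh1-DSCP median near 0 goes with the selection. The RD region of hang (FBgn0026575, residues 1391 to 1450) was called with zfh1-DSCP only and had a region log2FC of 0.47 ± 0.05 (SD, n = 2 screens) with zfh1-DSCP and −0.13 ± 0.35 with ent1-rps12.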

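Other annotated domains overlapped 6 RD regions, 101 RD regions (52.3%) overlapped IDRs and 80 had no annotation. The median region log2FC of these 3 groups was −0.05, 0.66 and 0.43 with zfh1-DSCP and 0.37, 0.49 and 0.36 with ent1-rps12. Among the 6 with other domains, those of CG14183-RD2, GNBP-like3, Parp and Stat92E were called with ent1-rps12 only, so their low zfh1-DSCP median also goes with the selection. RD regions with IDRs had a mean 0.21 higher than RD regions without annotation with zfh1-DSCP (two-sided permutation test, p = 0.031, adjusted p = 0.0619 over the 6 comparisons of RD classes) and 0.15 higher with ent1-rps12 (permutation test, p = 0.0988, adjusted p = 0.119), so neither difference held after adjustment. The RD region of Parp (FBgn0010247, residues 866 to 940) was called with ent1-rps12 only, with a region log2FC of 0.66 ± 0.30 (SD, n = 2 screens) there and 0.04 ± 0.34 with zfh1-DSCP.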

The large overlap of RDs and IDRs suggests an important role of these regions for repressive TFs, particularly because only 36% of all *Dmel* transcription‐related proteins and 28% of all *Dmel* proteins overlap with IDRs. The relevance of IDRs in repressors could be similar to the one reported for activating TFs (Boija *et al*, 2018; Chong *et al*, 2018; Sabari *et al*, 2018; Basu *et al*, 2020; Brodsky *et al*, 2020). Still, many RDs do not overlap with any known protein domains or other annotated protein features, emphasizing the need for better characterization of RDs and the protein sequence contexts in which they can function.

**Figure 2:**
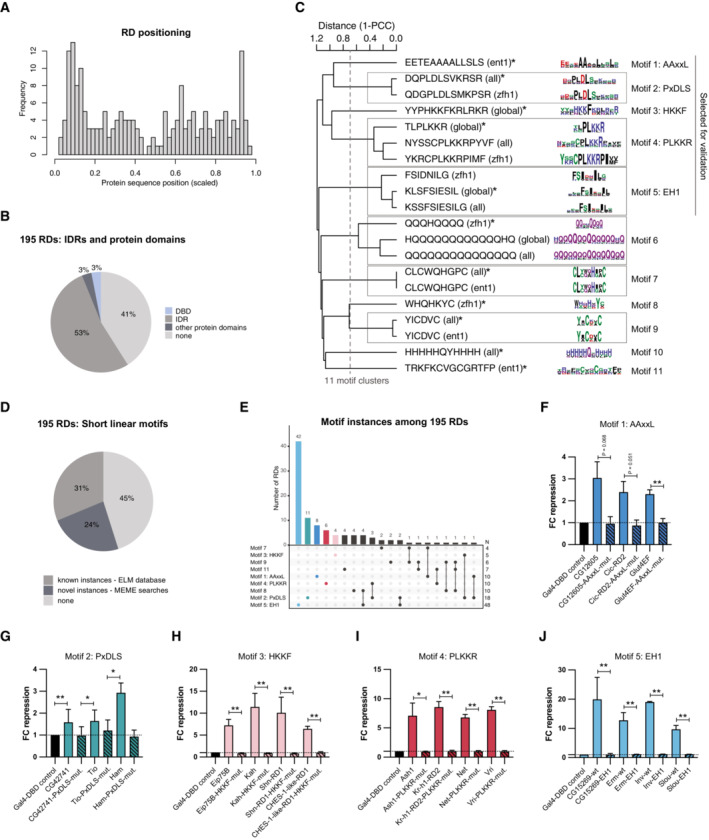
Characterization of RDs and RD dependency on short linear motifs AFrequency histogram of the position of the center of the 50 AA RD within its full‐length protein for all 195 RDs. Positions are scaled over the length of the respective protein sequences.BPie chart showing the overlap between RDs and intrinsically disordered regions (IDRs) according to the MobiDB‐lite database, DNA‐binding domains (DBDs), and other annotated protein domains from the Pfam or ProSitePatterns databases.CHierarchical clustering of MEME *de novo* motif discovery motif hits with distinct subsets of RDs (all, global, zfh1, and ent1). The tree was cut at height 0.7, resulting in 11 nonredundant distinct motifs (* motif versions used for FIMO searches).DPie chart showing ELM database CoR‐interacting motifs and MEME motif instances among the 195 RDs.ENumber of instances of 9 MEME motifs (excluding motif 6 and 10) among the 195 RDs and co‐occurrence of these motifs (N: total number of RDs with that motif).F–JValidation results for wild‐type and mutated RDs in the zfh1‐DSCP reporter cell line with the following conserved motifs: (F) Motif 1—AAxxL, (G) Motif 2—PxDLS, (H) Motif 3—HKKF, (I) Motif 4—PLKKR, (J) Motif 5—EH1 (mean FC repression values of 3 biological replicates, error bars: s.d., two‐tailed paired Student's *t*‐tests comparing RD wt vs. mutant with * for *P* ≤ 0.05, ** for *P* ≤ 0.01, or exact *P*‐value when not significant). Source data are available online for this figure.

**Figure EV2:**
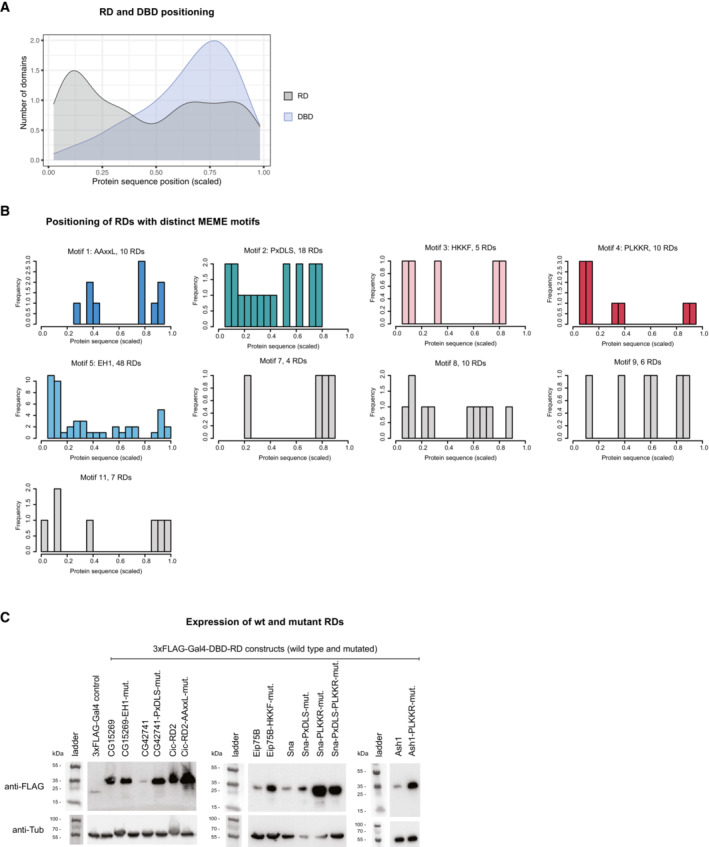
RD and DBD positioning and expression of mutated RDs Positioning of RDs and DBDs. Density distribution of the position of the center of the 50 AA RD or the DBD regions within their full‐length protein. Positions are scaled over the length of the respective protein sequences.Positioning of RDs with distinct motifs from MEME *de novo* motif searches. Shown are frequency histograms of the position of the center of the 50 AA RD within its full‐length protein for all RDs containing each motif type. Positions are scaled over the length of the respective protein sequences.Western blots for FLAG‐Gal4‐DBD‐tagged wild‐type and motif mutant RDs expressed in the zfh1‐DSCP reporter cell line (anti‐Tubulin as loading control). Source data are available online for this figure.

### RDs contain recurring short linear peptide motifs

As RDs can contain short peptide motifs that mediate repressor‐CoR interactions (Tolkunova *et al*, 1998; Nibu *et al*, 1998b), we sought to identify recurrent peptide motifs that could explain the RDs' repressive functions. We performed *de novo* motif discovery using MEME (Bailey *et al*, 2015) for all 195 RD‐seq hits and subsets (see Material and Methods), followed by clustering of similar motifs to obtain 11 distinct short peptide motifs (Fig 2C; Dataset EV6).

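The MEME subsets of the paper rest on the preference of each RD for one reporter, defined in Dataset EV3 by a fold of 1.3 between the reporters. With the mean region log2FC, 38 of the 193 RD regions were higher with ent1-rps12 by more than this fold, 76 were higher with zfh1-DSCP and 79 were higher with neither. The alternative that moved this division most was a fold of 2 in place of 1.3, with 7, 19 and 167 regions. At a fold of 1.3, a pseudocount of 0.1 gave 19, 112 and 62 regions and a pseudocount of 5 gave 67, 21 and 105. Using a single pair of replicate screens at a time, 101 of the 193 regions (52.3%) fell in the same class with replicate 1 and replicate 2, and 12 had the opposite preference. The difference between reporters was tested on summed UMI counts with edgeR's quasi-likelihood test of the interaction of fraction and reporter with the screen as a block, in which 75 regions passed an adjusted p of 0.05, 37 with the higher enrichment in ent1-rps12 and 38 in zfh1-DSCP. With the replicate number by fraction term added as a further block, 56 of these regions passed, although the replicate 1 minus replicate 2 differences of the 2 reporters were hardly related (r = 0.025), so that replicate numbers are not shown to pair screens of different reporters. Of the 83 regions called with both reporters, 17 passed. Of those called with one reporter only, 27 of 47 with zfh1-DSCP and 31 of 63 with ent1-rps12 passed, each with the higher enrichment in the reporter of the call, which rests on the same UMI counts. Of the 62 and 42 regions that Dataset EV3 assigns to ent1-rps12 and zfh1-DSCP, 37 and 30 passed the interaction test. The 5 largest differences in region log2FC toward ent1-rps12 belonged to pho (1.31), l(1)sc (1.30), cic-RD2 (1.28), YL-1 (1.10) and PHDP (1.06). Toward zfh1-DSCP, they belonged to dmrt11E (−2.51), hkb (−2.41), Eip93F (−1.47), CG11122-RD1 (−1.41) and NK7.1 (−1.34). The dmrt11E region rests on 3 tiles, and its ent1-rps12 replicates were −2.11 and 0.05.

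**Figure D3:**
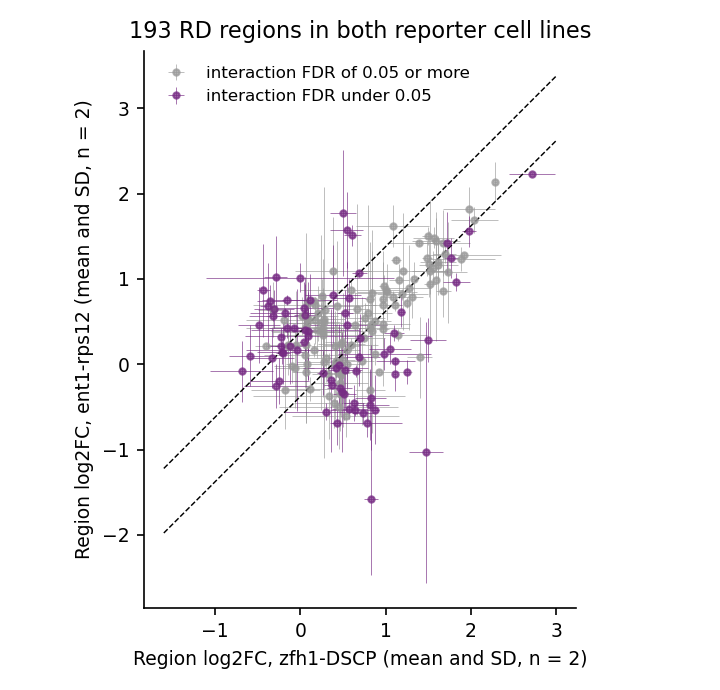
Region log2FC of the 193 RD regions with zfh1-DSCP (horizontal axis) and ent1-rps12 (vertical axis), as mean and SD of 2 screens, coloured by whether the interaction test passed an adjusted p of 0.05. Dashed lines mark a fold of 1.3 between the reporters, and 75 regions passed the test.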

Among these, we found previously annotated short linear motifs (SLiMs) known to be important for repression and interaction with CoRs, such as AAxxL, PxDLS, and EH1 (Dataset EV7). The AAxxL motif resembles the Sin3A‐interacting domain (SID), which recruits the CoR Sin3A (Ayer *et al*, 1995, 1996; Kasten *et al*, 1996; Belacortu *et al*, 2012). The SID in the *Dmel* protein Cabut, for example, is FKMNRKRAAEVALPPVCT containing an AAXXL‐like motif (Belacortu *et al*, 2012). The PxDLS motif, for instance, PMDLS in Knirps is known to facilitate the recruitment of CtBP (Nibu *et al*, 1998a; Quinlan *et al*, 2006), while the EH1 (engrailed homology‐1) motif, for example, LAFSISNILSD in Engrailed is known to mediate the interaction with the CoR Groucho (Gro; Tolkunova *et al*, 1998; Copley, 2005). Motif 8 resembles the HCF‐1‐binding motif, which mediates interaction with the host cell factor‐1 (Hcf in *Dmel*) that has been implicated in both transcriptional activation and repression (Wysocka *et al*, 2003; Zargar & Tyagi, 2012).

In addition, motifs 7, 9, and 11 resemble zinc finger domains from the Pfam or ProSitePatterns databases, a domain type known to mediate DNA‐binding, protein–protein interactions (reviewed in Brayer & Segal, 2008), but also transcriptional repression (Tapia‐Ramírez *et al*, 1997; Lee *et al*, 2005). Two additional motifs were of low sequence complexity with multiple glutamine (motif 6) or histidine residues (motif 10), which have been observed in activating and repressing TFs (Salichs *et al*, 2009; Atanesyan *et al*, 2012; Ramazzotti *et al*, 2012). Hence, to avoid studying compositional biases of transcriptional regulators in general, we excluded the Q and H repeat motifs from further analysis and instead focused on the other 9 MEME motifs.

We also found two novel, previously unannotated motifs, motifs 3 and 4, that we termed PLKKR and HKKF, respectively. The two motifs are potentially novel SLiMs and both are positively charged, consistent with the positive charges in recently identified repressive domains (Tycko *et al*, 2020).

We next mapped the positions of all instances of the 9 main motifs within the 195 RDs (Dataset EV6), as well as instances of CoR‐interacting motifs from the ELM database (Dataset EV8). Of all 195 RDs, 55% contain at least one instance of these motif types, of which 24% could only be identified with the *de novo* defined motifs (Fig 2D). 

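Instances of the 5 motifs EH1, PxDLS, PLKKR, HKKF and AAxxL at the stringent cutoff of Dataset EV6 were present in 84 of the 193 RD regions (43.5%). The share was 71.1% of the RD regions called with both reporters (95% Wilson interval from 60.6% to 79.7%), 34.0% of those called with zfh1-DSCP only (22.2% to 48.3%) and 14.3% of those called with ent1-rps12 only (7.7% to 25.0%). RD regions with at least 1 of the 5 motifs had a mean region log2FC of 0.97 ± 0.63 (SD across RD regions) with zfh1-DSCP, and those without had 0.32 ± 0.50 (two-sided permutation test, p = 1e-05, the smallest that the resamples can give). With ent1-rps12, the means were 0.61 ± 0.72 and 0.30 ± 0.47 (permutation test, p = 0.0003). The reporter of the call enters these differences, since motifs were rarest in the RD regions called with ent1-rps12 only, which tend to be low with zfh1-DSCP. Within RD regions, tiles that contain a whole motif were compared with the other tiles of the same RD region, a comparison chosen after first results were seen. The mean difference in log2FC with zfh1-DSCP was 2.95 ± 1.25 (SD across RD regions) over 48 RD regions with EH1, 1.40 ± 0.97 over 18 with PxDLS, 2.23 ± 2.02 over 10 with PLKKR, 2.21 ± 1.49 over 5 with HKKF and 1.10 ± 0.82 over 10 with AAxxL. Tiles at the centre of an RD region are higher by the way the regions are called, so the comparison was repeated with a window of the motif's length placed at random in each RD region. The random means were 1.04, 0.79, 1.03, 0.74 and 0.67, and 0, 4, 0, 0 and 10 of 1000 draws were as large as the value with the motif. With ent1-rps12, the differences were 2.63, 0.69, 1.94, 1.96 and 2.57 in the same order, and for PxDLS 94 of the 1000 random draws were as large. The 3 largest of the 18 ent1-rps12 differences for PxDLS belonged to cbt (3.23), fd96Ca (2.42) and scrt (2.04), where the PxDLS match overlaps a match of another motif. For HKKF, the exact sign-flip test over 5 RD regions cannot go below p = 0.0625, which is the value found with each reporter.

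**Figure D4:**
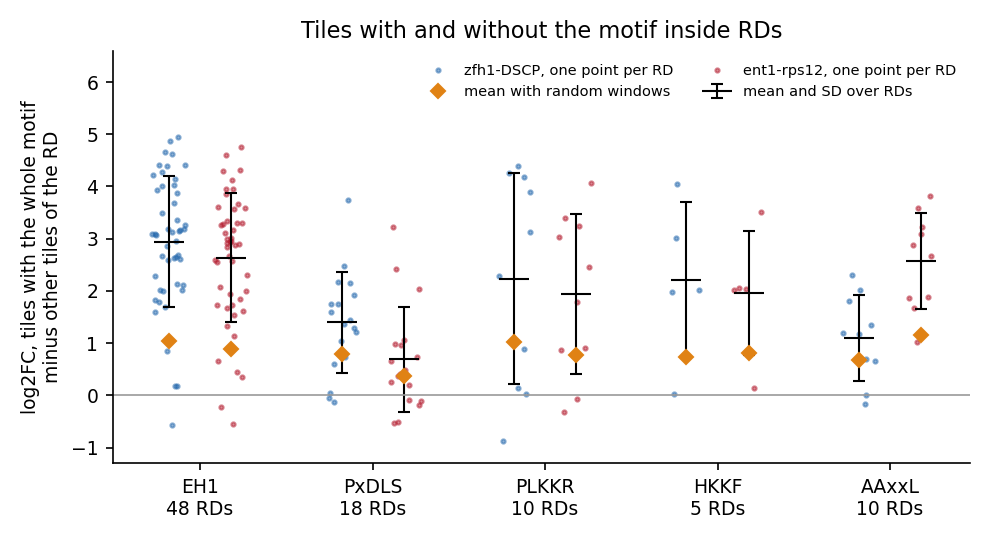
Difference in log2FC between the tiles of an RD region that contain the whole motif and its other tiles (vertical axis), one point per RD region, for each motif (horizontal axis) and reporter (colours), with the mean and SD over RD regions in black and the mean for randomly placed windows as orange diamonds. The mean for EH1 is 2.95 with zfh1-DSCP against 1.04 for random windows.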

For the AAxxL motif, we find multiple novel instances, for example, in the RDs of Glut4EF, CG12605 and Cic (Dataset EV6). 

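At the stringent cutoff, AAxxL was present in 10 RD regions, of which 7 were called with both reporters and 3 with ent1-rps12 only. Compared with all other RD regions, their mean region log2FC differed by −0.06 with zfh1-DSCP (two-sided permutation test, p = 0.795) and by 0.50 with ent1-rps12 (permutation test, p = 0.0117, adjusted p = 0.0292 over 10 comparisons of motifs and reporters). In Glut4EF (FBgn0267336), the motif lies at residues 261 to 273 of an RD region at residues 231 to 305, which was called with ent1-rps12 only and had a region log2FC of 0.09 ± 0.17 (SD, n = 2 screens) with zfh1-DSCP and 0.39 ± 0.57 with ent1-rps12. In CG12605 (FBgn0035481), it lies at residues 243 to 255 of an RD region at residues 221 to 280 with a region log2FC of 0.54 ± 0.20 and 1.57 ± 0.44. In cic, it lies at residues 752 to 764 of the second RD region. The interaction of fraction and reporter, on the log2 scale of summed UMI counts, was 0.79 for Glut4EF (adjusted p = 0.0205), 1.01 for CG12605 (adjusted p = 0.0046) and 1.85 for cic-RD2 (adjusted p = 3.3e-11) in edgeR's quasi-likelihood test. With the replicate number as a further block, the adjusted p of Glut4EF was 0.0914 in the same edgeR test. The AAxxL matrix itself was derived by the paper from RDs that prefer ent1-rps12.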

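Dataset EV6 lists EH1 in 48 of the 193 RD regions at the stringent cutoff and in 53 at the lenient cutoff, and the other motifs in 18 (29 lenient) for PxDLS, 10 (20) for PLKKR, 5 (11) for HKKF and 10 (20) for AAxxL. A total of 40 of the 48 RD regions with EH1 were called with both reporters. Their mean region log2FC was 1.12 ± 0.64 (SD across RD regions) with zfh1-DSCP, 0.69 higher than in the 145 other RD regions, and 0.77 ± 0.68 with ent1-rps12, 0.45 higher (two-sided permutation tests, p = 1e-05 each, the smallest that the resamples can give, adjusted p = 5e-05 over 10 comparisons). RD regions with PxDLS differed from the others by 0.30 with zfh1-DSCP (permutation test, p = 0.0599) and by −0.44 with ent1-rps12 (permutation test, p = 0.00315, adjusted p = 0.0105). With the lenient cutoff, these PxDLS values were 0.28 and −0.045. The log2 ratio of summed UMI counts moved the EH1 differences most, to 1.22 with zfh1-DSCP and 0.86 with ent1-rps12. In a test chosen after first results were seen, the summit of the log2 ratio of summed UMI counts was located in each RD region. It fell inside the EH1 motif in 26 and 29 of the 48 RD regions in the zfh1-DSCP replicates and in 26 and 23 in the ent1-rps12 replicates. With the motif placed at random in its RD region, means of 7.5 to 7.87 zfh1-DSCP summits fell inside it (p = 0.0001 in 10000 permutation draws in each screen, the smallest they can give). The motifs were derived from the most repressive fragment of each RD, and random placement does not remove that selection. For the other motifs, the same test passed an unadjusted p of 0.05 in some screens only. PxDLS did so in 1 zfh1-DSCP replicate (10 of 18 RD regions, permutation p = 0.0009), PLKKR in 1 (5 of 10, permutation p = 0.0121), and AAxxL in 1 zfh1-DSCP replicate and both ent1-rps12 replicates (6, 6 and 7 of 10, permutation p = 0.0182, 0.0178 and 0.0063). HKKF did so in none (permutation p from 0.0883 to 0.648), and with ent1-rps12 PxDLS had 3 of 18 in each replicate against random means of 2.63 and 3.08.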

Interestingly, EH1 was the most abundant motif, present in 48 different RDs (Fig 2E). This large group of EH1 motif‐containing RDs is the main driver of the positional bias of RDs toward the N‐termini of the full‐length TFs (Figs 2A and EV2B). Moreover, some RDs contain combinations of peptide motifs, such as the RDs of Sna, Esg, and Wor that all contain both, the PxDLS and the PLKKR motif (Fig 2E).

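Of the 48 RD regions with EH1, 22 (45.8%) had their centre in the first 20% of the protein, against 14.2% in random placements of these regions (permutation p = 0.0001). The 145 RD regions without EH1 had 24.8% there against 16.9% in random placements (permutation p = 0.0172), with 95% of the placements between 11.0% and 23.4%. The mean relative centre, from 0 at the N-terminus to 1 at the C-terminus, was 0.37 for RD regions with EH1 and 0.492 for those without, compared with 0.497 and 0.498 in the random placements (permutation p = 0.0002 and p = 0.771). In the first 10% of the protein, RD regions without EH1 had 14.5% against 6.12% at random (permutation p = 0.0003).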

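A total of 7 RD regions contained 2 or more of the 5 motifs at the stringent cutoff, namely those of cbt, esg, fd3F, fd96Ca, scrt, sna and wor. In 4 of them the matches overlap, so that one stretch counts for 2 motifs. These are cbt (HKKF at residues 155 to 167 and PxDLS at 154 to 165), fd3F (EH1 and PxDLS), fd96Ca (EH1 at 219 to 228 and PxDLS at 211 to 222) and scrt (AAxxL at 267 to 279 and PxDLS at 273 to 284). In sna, PLKKR lies at residues 7 to 13 and PxDLS at residues 39 to 50. In esg (FBgn0001981, RD region at residues 1 to 62), they lie at residues 15 to 21 and 38 to 49, and in wor (FBgn0001983, RD region at residues 1 to 55) at residues 8 to 14 and 31 to 42. The region log2FC was 1.73 ± 0.22 (SD, n = 2 screens) for esg and 1.40 ± 0.15 for wor with zfh1-DSCP, and 1.08 ± 0.59 and 0.08 ± 0.47 with ent1-rps12. Tiles that contain the whole PLKKR motif had a mean zfh1-DSCP log2FC of 4.82 in sna (4 tiles), 3.87 in esg (8 tiles) and 4.44 in wor (2 tiles), and the other tiles of these RD regions had means of 0.64, −0.01 and 0.18. Tiles that contain the whole PxDLS motif had means of 2.14, 1.73 and 1.40, against −0.00, −0.19 and 0.19 for the tiles without it. With ent1-rps12, the means of the tiles with PLKKR were 4.03, 3.21 and 2.30, and those of the tiles with PxDLS were 0.70, 1.08 and 0.08. Every tile that contains the whole PLKKR motif in these RD regions also contains the whole PxDLS motif. The means of the tiles with PLKKR are therefore those of both motifs together. The PxDLS means include these tiles, so the values of the 2 motifs are not separate measurements. Other tiles contain the whole PxDLS motif but not the whole PLKKR motif, and they were not averaged by themselves. With zfh1-DSCP, they were lower than most tiles with both motifs in all 3 RD regions, and in sna many were still above 0.

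**Figure D5:**
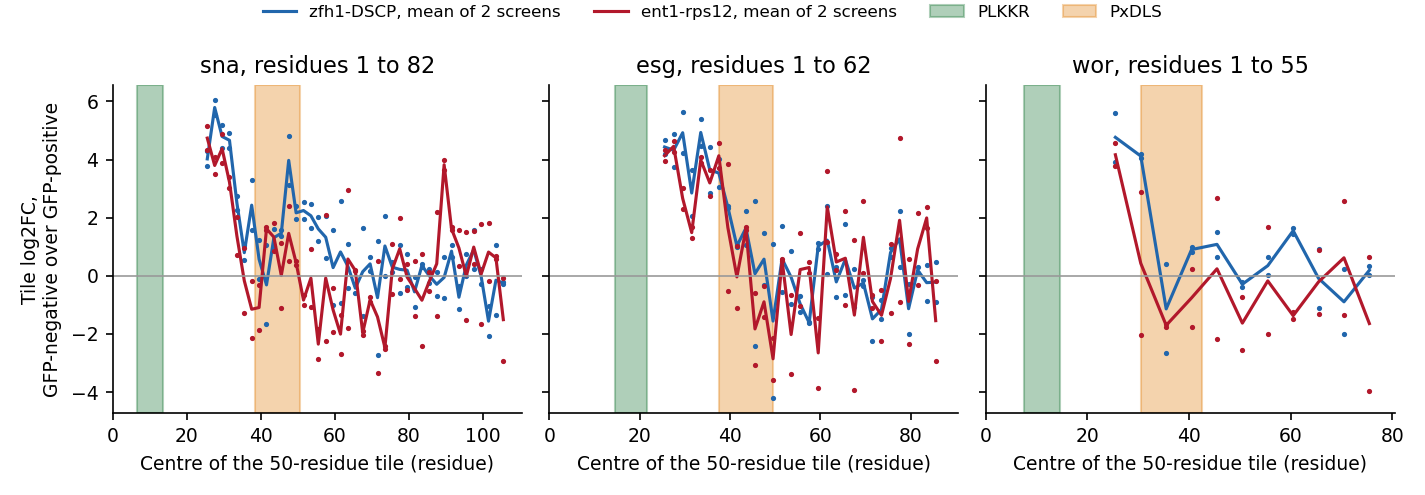
Log2FC of each 50 AA tile (vertical axis) against the residue at its centre (horizontal axis) in the RD regions of sna, esg and wor, with points for the 2 screens of each reporter, lines for their mean and shaded bars for the PLKKR and PxDLS motifs. The tiles that contain PLKKR, all of which also contain PxDLS, reach means of 4.82, 3.87 and 4.44 with zfh1-DSCP.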

### Short peptide motifs are required for RD function

Next, we assessed the necessity of five of the known and novel peptide motifs for the repressive activity of RDs by mutating the motifs to Alanine residues. We selected motif types 1 through 5 (i.e., AAxxL, PxDLS, HKKF, PLKKR, and EH1) and mutated between three and four different RDs per motif type (Dataset EV4 with all AA sequences). We first confirmed that the mutated RDs were still expressed at least to equal levels compared with the wild‐type RDs, such that changes in the repressive activity are not caused by impaired protein stability (Fig EV2C). Interestingly, many of the mutated RDs are present at even higher levels than the wild‐type RDs, suggesting that repressive function of RDs might be coupled to protein destabilization as has been reported for trans‐activating domains (Salghetti *et al*, 2000; Geng *et al*, 2012). For all instances of all motif types, we observed a loss of repressive activity upon motif mutation, rendering the mutated RD variants as ineffective as a Gal4‐DBD control (Fig 2F–J; Dataset EV4). For two AAxxL motif‐containing RDs, the loss of repression was not significant but still noticeable (Fig 2F). The results so far reveal known as well as novel short peptide motifs and show that RDs rely on such motifs to repress transcription.

### RDs with different peptide motifs bind distinct CoRs

Some of the recurrent peptide motifs that are essential for RD function have been described previously to facilitate the interaction between repressors and CoRs (Ayer *et al*, 1996; Tolkunova *et al*, 1998; Nibu *et al*, 1998a). After validating the motifs' necessity for RD function, we wanted to explore their mechanism of action, specifically the CoR proteins they might recruit. To determine the interactors of RDs with different motifs, we performed immunoprecipitations of RDs containing PxDLS, AAxxL, PLKKR, and HKKF motifs followed by quantitative mass spectrometry (IP‐MS). We excluded EH1 motif‐containing RDs, since this motif and its interaction with Gro have been studied extensively (Logan *et al*, 1992; Tolkunova *et al*, 1998; Copley, 2005; Jennings *et al*, 2006). IPs were performed using an anti‐FLAG antibody and nuclear lysate of *Dmel* S2 cells overexpressing 3xFLAG‐Gal4‐DBD‐tagged RDs with a specific peptide motif or 3xFLAG‐Gal4‐DBD as negative control. To ensure that each motif is in the sequence context of a functional RD, while also ensuring that binding partners of the motif rather than any individual RDs are characterized, we performed immunoprecipitation experiments with pools of four RDs that share the motif of interest and contained none of the other motifs at stringent thresholds. Some baits contained subthreshold motifs, which however differed substantially from the consensus (see Dataset EV9), and the pooling should dilute their possible contributions. In addition, mutations of the primary motifs within the baits rendered all of the tested ones inactive (Fig 2F–I), making it unlikely that other low‐scoring motifs contribute to the repressive activity or the IP‐MS results.

As expected, RDs containing the PxDLS motif enriched for the CoR CtBP (Nibu *et al*, 1998a; Fig 3A) and AAxxL motif‐containing RDs enriched for the Sin3A CoR complex members Sin3A, HDAC1, and CG14220 (Ayer *et al*, 1996; Brubaker *et al*, 2000; Belacortu *et al*, 2012; Fig 3B). RDs with the PLKKR motif interacted with four subunits of the Smrter CoR complex (orthologous to human NCoR/SMRT), namely Smr, CG17002, Ebi, and HDAC3 (Fig 3C). While the PLKKR motif has not been described as a CoR‐interacting SLiM, our IP‐MS results are consistent with two studies describing the interaction of *Dmel* Snail with the Smrter subunit Ebi through a YxxCPLKKRP sequence (Qi *et al*, 2008) and the human MeCP2 protein with the Ebi ortholog TBLR1 through an extended domain that contains a PIKKR sequence (Lyst *et al*, 2013; Kruusvee *et al*, 2017). Our data suggest that the PLKKR motif is a recurrent SLiM utilized by various repressive TFs, which likely mediate transcriptional repression through the Smrter CoR complex.

Interestingly, RDs with the HKKF motif also enriched for the Smrter complex (Fig 3D), consistent with a report that the repressive TF Shn interacted with Smrter via a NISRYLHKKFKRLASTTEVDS sequence (Cai & Laughon, 2009). This sequence not only contains an HKKF motif but also coincides with the first of four RDs we find within Shn (Figs 1E and 2H). Hence, similar to PLKKR, the HKKF motif is a SLiM likely utilized by various repressors to interact with the Smrter complex.

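The 21 residues of Shn that the paper quotes lie at residues 252 to 272, within the first RD region at residues 213 to 294. The HKKF match covers residues 255 to 267 (RYLHKKFKRLAST). The summit of the log2 ratio of summed UMI counts fell at residues 261 to 262 in all 4 screens, with summit values of 2.21 and 2.08 in the zfh1-DSCP replicates and 2.19 and 1.95 in the ent1-rps12 replicates. The 19 tiles of this RD region that contain the whole motif had a mean log2FC of 1.97 with zfh1-DSCP and 1.77 with ent1-rps12, and the other tiles had means of −0.04 and −0.30.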

### RDs with distinct peptide motifs depend on different CoRs

We set out to corroborate the results of the IP‐MS experiments by assessing CoR requirements for RD function. We designed dsRNAs for the RNAi‐mediated depletion of four different CoRs by dsRNA transfection in *Drosophila* S2 cells. RT–qPCRs showed the successful depletion of Gro, CtBP, and Sin3A mRNAs through treatment with two distinct dsRNAs each (Fig EV3A). However, we could not sufficiently strongly deplete the transcripts of Smr or Ebi despite the use of two different dsRNA constructs each and therefore could not follow up on the dependency of RDs on the Smrter complex.

**Figure 3:**
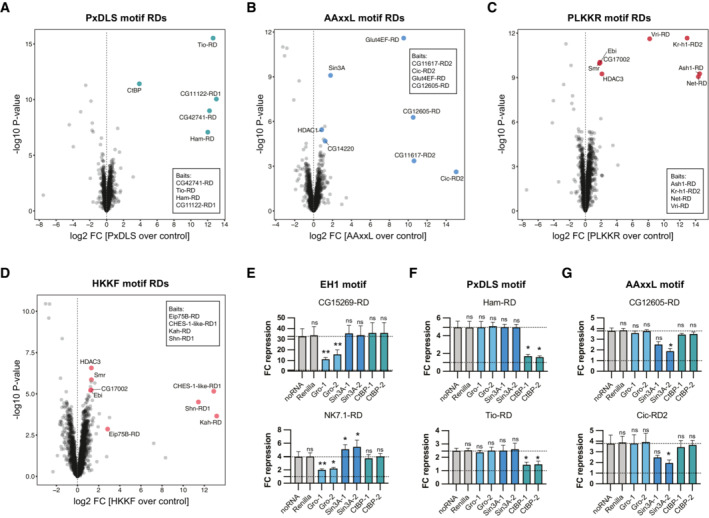
RD–CoR interactions and dependencies A–DVolcano plots showing results of immunoprecipitations followed by mass spectrometry (IP‐MS; 3 biological replicates) for pools of RDs with specific repressive motifs: (A) PxDLS, (B) AAxxL, (C) PLKKR, (D) HKKF. Highlighted are FLAG‐Gal4‐DBD‐tagged RDs used as baits (specified in insets) and their CoR interactors. Strongly de‐enriched proteins are unrelated to transcriptional regulation (e.g., the lysosomal protein CP1 Cysteine proteinase‐1).E–GValidations of RDs upon RNAi‐mediated depletion of CoRs in the zfh1‐DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two‐tailed paired Student's *t*‐tests comparing to noRNA control with * for *P* ≤ 0.05, ** for *P* ≤ 0.01, or ns for *P* > 0.05). The targeted CoR is shown on the x‐axis (2 different dsRNA constructs per CoR). The repressive motifs contained in the tested RDs are indicated above the panels. Source data are available online for this figure.

**Figure EV3:**
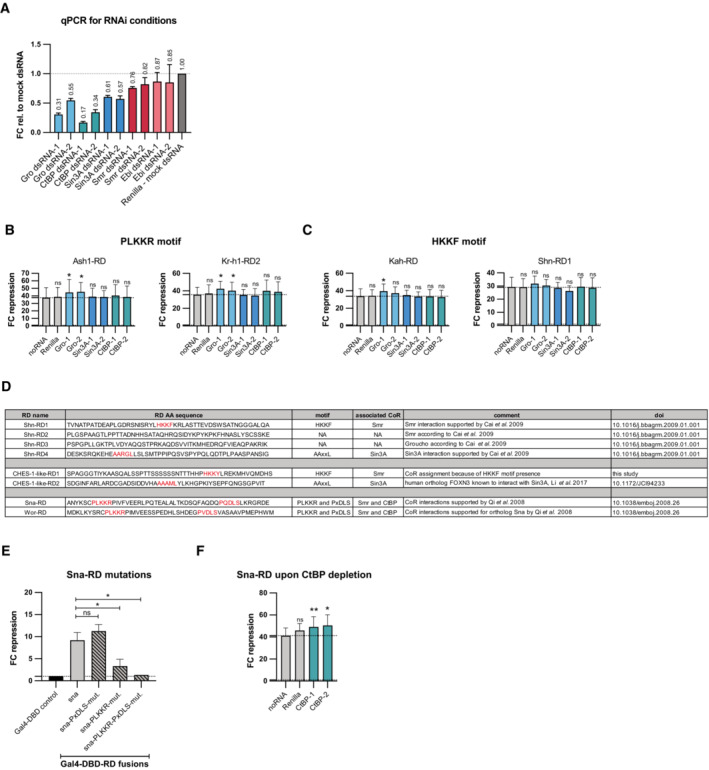
RNAi‐mediated co‐repressor depletion and repressors with multiple RDs and repressive motifs AAssessment of depletion of CoR mRNA with RNAi through reverse transcription quantitative PCR (RT–qPCR). Each CoR was targeted with 2 different dsRNA constructs (x‐axis). A dsRNA targeting Renilla was used as a negative control. Shown is the fold change (FC) relative to the control condition calculated with the Delta–Delta Ct Method (3 technical replicates, error bars: s.d.).B, CValidations of RDs upon RNAi‐mediated depletion of CoRs in the zfh1‐DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two‐tailed, paired Student's *t*‐tests comparing to noRNA control with * for *P* ≤ 0.05, ** for *P* ≤ 0.01, or ns for *P* > 0.05). Each CoR was targeted for depletion with 2 different dsRNA constructs (x‐axis). The repressive motif contained in the tested RD is indicated above the panels.DExamples of repressors with multiple RDs and RDs with multiple repressive motifs. Shown are RD sequences, presence of repressive motifs, their associated interacting CoRs and literature references.EValidation of wild‐type and mutant Sna‐RD in the zfh1‐DSCP reporter cell line (mean FC repression of 3 biological replicates, error bars: s.d., two‐tailed, paired Student's *t*‐tests comparing RD wt vs. mutant with * for *P* ≤ 0.05 or ns for *P* > 0.05).FValidation of Sna‐RD upon RNAi‐mediated depletion of CtBP in the zfh1‐DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two‐tailed paired Student's *t*‐tests comparing to noRNA control with * for *P* ≤ 0.05, ** for *P* ≤ 0.01, or ns for *P* > 0.05). CtBP was targeted for depletion with 2 different dsRNA constructs (x‐axis). Source data are available online for this figure.

RNAi‐mediated CoR depletion revealed that EH1 motif‐containing RDs specifically depended on Gro but not on CtBP or Sin3A (Fig 3E). The depletion of Sin3A resulted in an increase in repressive activity for the NK7.1‐RD, which might be due to secondary effects of the loss of this CoR. PxDLS motif‐containing RDs depended on CtBP but not Gro or Sin3A (Fig 3F) and AAxxL motif‐containing RDs required Sin3A but not the other two CoRs (Fig 3G). Each of these dependencies was consistent with literature reports (Kasten *et al*, 1996; Nibu *et al*, 1998a; Jennings *et al*, 2006) or the IP‐MS results for the different motifs (Fig 3A and B). Interestingly, RDs with PLKKR or HKKF motifs maintained their repressive function in the absence of each of these 3 CoRs (Fig EV3B and C), which indicates that these motifs are independent of Gro, CtBP, and Sin3A, in line with their likely dependence on the Smrter CoR complex (Fig 3C and D). The RDs of Ash1, Kr‐h1, and Kah showed a slight increase in repression upon the loss of Gro, which might result from secondary effects of Gro depletion (Fig EV3B and C).

Overall, our experiments suggest that repressors mediate repression through short, conserved peptide motifs, which are required for the interaction with certain CoRs. Interestingly, some repressors contain multiple RDs that recruit different types of CoRs, for example, Schnurri with RDs for Gro, Sin3A, and Smrter, and CHES‐1‐like with RDs for Smrter and Sin3A (Figs 1E and EV3D). There are also cases in which RDs contain two distinct peptide motifs, such as PLKKR and PxDLS within the RD of Snail (Figs 2E and EV3D). Investigating different Snail‐RD mutants showed that both motifs contribute to the RD's repressive activity: Mutating the PxDLS motif alone did not impair RD function, and while mutating the PLKKR motif deceased RD function, only the simultaneous mutation of both motifs abolished it (Fig EV3E). Consistently, the RD of Sna remained functional when CtBP was depleted by RNAi and even showed slightly higher repressive activity (Fig EV3F), presumably because it was still able to recruit the Smrter complex via its PLKKR motif. These observations of proteins with multiple RDs and likely different interacting CoRs have interesting implications for how even single transcriptional repressors could act in different ways to achieve gene silencing.

### Fly RD motifs are conserved across species and predict human repressors

Some of the RD motifs and their interactions with CoRs are known to be conserved across species as distant as flies and mammals. This includes the EH1, PxDLS, and AAxxL motifs and their interaction with the human orthologs of Gro, CtBP, and Sin3A, which have been described for individual human proteins (Logan *et al*, 1992; Cook *et al*, 1999; Quinlan *et al*, 2006; Spittau *et al*, 2007; Belacortu *et al*, 2012).

To illustrate the deep conservation of individual instances of these motifs, we created sequence alignments for repressive TFs from *Dmel* containing repressive peptide motifs and the TFs' orthologs in different species over a wide phylogenetic range (Figs 4A and B, and EV4A and B). The alignment of Mid and its orthologs illustrates the conservation of the EH1 motif from insects to mammals (Fig 4A), as does the alignment of Eip93F and its orthologs for the PxDLS motif (Fig EV4A). 

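The EH1 motif of mid (FBgn0261963) lies at residues 38 to 47 of an RD region at residues 1 to 80, with a region log2FC of 1.61 ± 0.21 (SD, n = 2 screens) with zfh1-DSCP and 1.20 ± 0.23 with ent1-rps12. In H15 (FBgn0016660), it lies at residues 78 to 87 of an RD region at residues 51 to 120, with a region log2FC of 1.20 ± 0.51 and 1.09 ± 0.69. The 8 tiles with the whole motif had a mean zfh1-DSCP log2FC of 2.82 in mid and 2.50 in H15, and the other tiles of these RD regions had means of −0.35 and −0.16.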

The alignment of Glut4EF containing the AAxxL motif shows the strong conservation not only of the core AAxxL motif but also of the flanking sequences, suggesting that this motif might in fact be longer (Fig 4B). Lastly, also the PLKKR motif within Vri is strongly conserved in Vri's orthologs (Fig EV4B).

**Figure 4:**
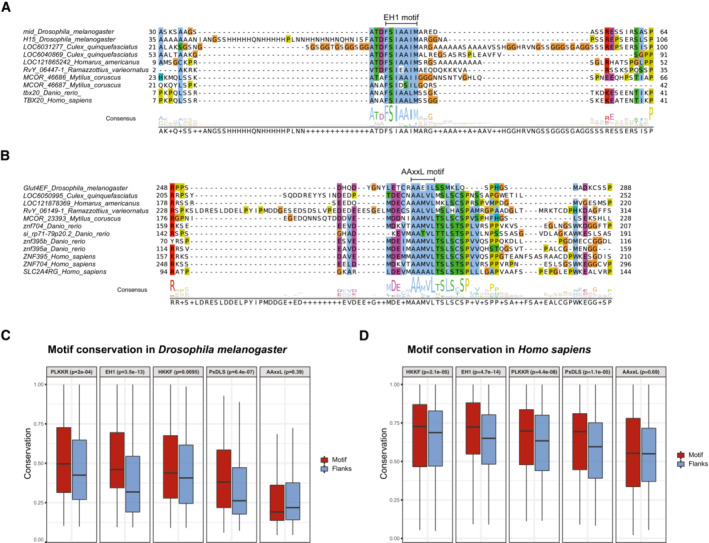
RDs and repressive peptide motifs are conserved across species A, BSequence alignment for a region of *Dmel* TFs (A) Mid and H15 containing the EH1 motif or (B) Glut4EF containing the AAxxL motif and the respective orthologous sequences from different species. Numbers on the left and right indicate the range of amino acids shown referring to the full‐length proteins. Consensus sequences are indicated at the bottom.C, DConservation of repressive motifs over their flanking regions for motif instances from all (C) *Dmel* and (D) human transcription‐related genes. Shown are box plots with average conservation scores of motif instances (red) and respective flanking regions (blue) for each motif type. N of instances for fly: 166 AAxxL, 127 EH1, 112 HKKF, 89 PLKKR, 117 PxDLS. N of instances for human: 261 AAxxL, 235 EH1, 256 HKKF, 208 PLKKR, 200 PxDLS. The box plots mark the median, upper and lower quartiles and 1.5× interquartile range (whiskers). Motif types are indicated on the top together with FDR‐corrected *P*‐values from two‐sided, paired Wilcoxon signed rank tests comparing the conservation of motif instances and their flanking regions.

**Figure EV4:**
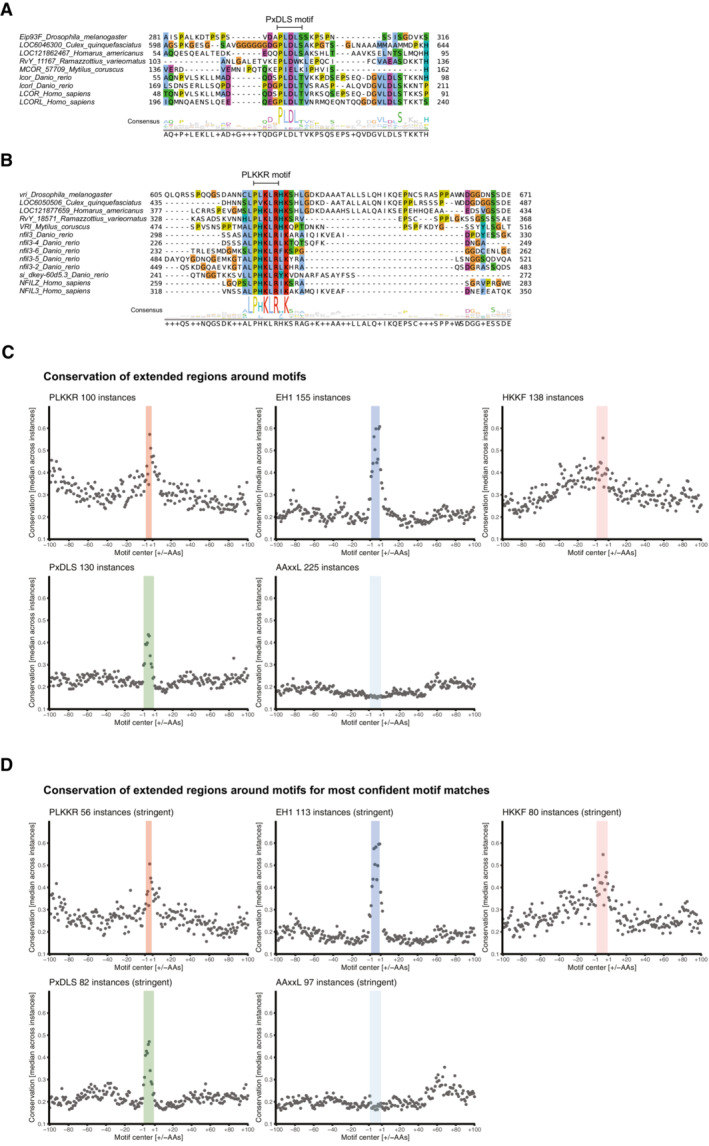
Sequence alignments of RDs and conservation of regions around repressive motifs A, BSequence alignments for a region of *Dmel* TFs (A) Eip93F containing the PxDLS motif and (B) Vri containing the PLKKR motif and the respective orthologous sequences from different species. Numbers on the left and right indicate the range of amino acids shown referring to the full‐length proteins. Consensus sequences are indicated at the bottom.C, DMetaplots showing the median conservation scores of positions within repressive motifs (highlighted in color) and ± 100 flanking amino acids for motif instances among fly transcription‐related proteins resulting from standard (C) and stringent (D) FIMO searches. See also Fig 4C and D for summary analyses.

If instances of the repressive motifs EH1, AAxxL, PxDLS, PLKKR, and HKKF were indeed functional in fly and human TFs, they would on average be more highly conserved than expected in closely related insect or vertebrate species, respectively. This reasoning has previously been applied to short microRNA‐binding‐site sequences in flies and mammals (Brennecke *et al*, 2005; Lewis *et al*, 2005) or TF‐binding sites (e.g., Stark *et al*, 2007) and benefits from the better alignability of sequences between closely related species rather than distal ones. Following this reasoning, we created multiple protein sequence alignments of *Dmel* and human transcription‐related proteins within insect and vertebrate orthogroups, respectively. We next calculated conservation scores for each AA position of these transcription‐related proteins from *Dmel* (the same proteins as covered in the RD‐seq library, Dataset EV1) and human (based on Vaquerizas *et al*, 2009; Lambert *et al*, 2018; Dataset EV10) and assessed the conservation of the 5 different peptide motifs (Fig 4C and D) compared with immediately flanking sequences. In both insects and vertebrates, we observed significantly higher conservation of the EH1, PLKKR, PxDLS and HKKF motifs in comparison with their flanking regions (Fig EV4C and D). For HKKF motifs and—to a lesser extent PLKKR motifs—sequence conservation extends beyond the core motifs, albeit in a broad pattern that likely results from overall more highly conserved protein regions or lower sequence complexity rather than longer motifs.

Overall, the conservation of the RD motifs compared with the flanking sequences (Fig 4C and D) suggests that at least EH1, PxDLS, PLKKR, and HKKF are under purifying selection in both insects and vertebrates and thus likely functionally relevant. The AAxxL motif was not significantly more highly conserved than its flanks for both, insects, and vertebrates (Fig 4C and D). While this might be due to the motif being longer and extending into the flanks, as exemplified by Glut4EF (Fig 4B), this does not seem to be the case in general: across all motif instances, both the motif and the flanking regions show only background‐level conservation below the conservation seen for the other motifs (Fig EV4C), even when only considering highly stringent motif matches (Fig EV4D). Indeed, while some Sin3A‐interacting peptides found in the literature match the AAxxL motif, others only resemble AAxxL but do not strictly follow the pattern (Ayer *et al*, 1996; Cook *et al*, 1999; Brubaker *et al*, 2000; Belacortu *et al*, 2012; Chandru *et al*, 2018). For example, the Sin3A‐interacting domain of the *Dmel* repressor Cabut contains an AAEVAL core, which does not strictly follow the AAxxL pattern (Belacortu *et al*, 2012). Similarly, the Sin3A‐interacting domains of the human TIEG2 and TET1 contain EAVEAL and AIEAL sequences, respectively (Cook *et al*, 1999; Chandru *et al*, 2018). Therefore, even though the AAxxL motif validated experimentally and AAxxL motif‐containing RDs interacted with and depended on Sin3A (Figs 2F and 3B and G), its function is not reflected by increased conservation, presumably because the Sin3A‐interacting motif is more flexible.

Among the human transcription‐related proteins that contained repressor motifs (Datasets EV10 and EV11) were indeed many known repressors: For example, among the 30 highest scoring PxDLS motif matches, we found 19 proteins known to repress transcription through CtBP, for example, MECOM (also EVI1), ZFPM1, and PRDM16 (Izutsu *et al*, 2001; Katz *et al*, 2002; Kajimura *et al*, 2008; additional references in Dataset EV11). The highest scoring PLKKR matches include MeCP2, known to contain a PIKKR sequence and to interact with NCoR/SMRT (Kruusvee *et al*, 2017), and other proteins that have been implicated in repression but not been associated with any CoR, such as NSD2 and ASH1L (Nimura *et al*, 2009; Tanaka *et al*, 2011; Dataset EV11). Similar to the situation in *Dmel* (see Fig EV3D), some human proteins like BCL3 contain both the PxDLS and PLKKR motifs, suggesting that they recruit both, the CtBP and the NCoR/SMRT CoR complexes.

These analyses not only highlight the deep evolutionary conservation of repressive peptide motifs but also provide both, an annotation of human repressive TFs that contain such motifs and a resource to study human TF sequences and assess the potential functional impact of mutations in these proteins.

## Discussion

Transcriptional activation and repression are both crucial for gene regulatory programs in different cell types and under changing environmental conditions. Yet, while transcriptional activators and trans‐activating domains (tADs) have been studied extensively (Arnold *et al*, 2018; Ravarani *et al*, 2018; Staller *et al*, 2018, 2022; Erijman *et al*, 2020; Sanborn *et al*, 2021; Alerasool *et al*, 2022), our knowledge on transcriptional repressors, their RDs, and interacting CoRs remained limited. Here, we developed the high‐throughput assay RD‐seq, to systematically map RDs throughout the sequences of all transcription‐related proteins in *Dmel* (Fig 1). This identified 195 unique RDs in known repressors and proteins that have not been implicated in repression, providing the first comprehensive screen for RDs and a resource for RD–CoR associations.

We find that RDs contain short recurring peptide motifs required for the RDs' repressive functions (Fig 2), and these motifs recruit specific CoRs as demonstrated by IP‐MS and functional RD‐CoR dependencies (Fig 3). These include known examples, such as the well‐established EH1‐Gro and PxDLS‐CtBP interactions (Tolkunova *et al*, 1998; Nibu *et al*, 1998b; Ryu & Arnosti, 2003; Jennings *et al*, 2006) and the less well‐studied interaction of AAxxL and Sin3A (Ayer *et al*, 1996; Zhang *et al*, 2001; Belacortu *et al*, 2012). Furthermore, our study reveals two new recurrent SLiMs, PLKKR and HKKF, found in RDs that bind the Smrter CoR complex (Figs 2 and 3). This finding is consistent with two studies reporting the interaction between extended fly or human protein domains with the Smrter or NCoR/SMRT complex, respectively (Qi *et al*, 2008; Cai & Laughon, 2009; Kruusvee *et al*, 2017). Our results refine these studies to pinpoint PLKKR‐ and HKKF‐like motifs in these domains. Indeed, point mutations within MeCP2 that lead to the Rett syndrome (Lyst *et al*, 2013; Kruusvee *et al*, 2017) map to the PIKKR motif, highlighting the importance and potential disease association of RDs.

The lack of systematic annotations of RDs in fly TFs makes it difficult to evaluate the specificity and sensitivity of RD‐seq against an independent benchmark dataset. However, the candidate library contained fragments covering 438 TFs whose regulatory activity was assessed in a previous study (Stampfel *et al*, 2015). 

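Dataset EV18 lists the sum of repression scores of 438 TFs over the contexts of Stampfel et al. Of these, 78 contained one of the 195 RD regions obtained from the deposited calls. A total of 49 of the 78 TFs (62.8%) had a summed score under −20, compared with 35.6% of the 438 TFs. In addition, 60 (76.9%) were at least weakly repressive and 72 (92.3%) were not activators, against 79% of the 438 TFs that were not activators. With regions called in the zfh1-DSCP screens alone, 43 of 58 TFs with an RD (74.1%) were repressive, and with those of ent1-rps12 alone 42 of 64 (65.6%).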

We found RDs in 79 of these TFs, of which 50 (63%) are repressors, which increases to 61 (77%) for TFs that are at least weakly repressive and 73 (92%) for TFs that are not activators (see Material and Methods). In addition, we recover a variety of RDs that have been mapped in studies on individual repressive TFs (Tolkunova *et al*, 1998; Hemavathy *et al*, 2004; Cai & Laughon, 2009; more references in Dataset EV3). These results suggest that RD‐seq is highly specific, consistent with the validation rate of 26 out of 26 RDs (Fig 1F). Of the 156 repressive TFs derived from Stampfel *et al* (2015), we found RDs for 50 (32%), and for the 43 strongly repressive TFs, we found RDs in 22 (51%). 

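Of the 156 repressive TFs, 49 (31.4%) contained an RD region, compared with 29 of the 282 other TFs (10.3%; odds ratio 4.00, Fisher's exact test, two-sided, p = 9.0e-08). Among the 43 TFs with a summed score under −35, 21 (48.8%) contained an RD region, against 57 of the 395 others (14.4%; odds ratio 5.66, Fisher's exact test, p = 7.0e-07). TFs related by descent are not independent in these tests. From the share of repressive TFs among those with an RD, the recovery of RDs mapped in earlier studies and the 26 individually tested RDs, the paper proposes that RD-seq is highly specific.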

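Calls were recomputed from the UMI counts with a hypergeometric p of at most 0.001 and a fold of at least 1.2 and intersected between replicates. They lay in 80 of the 156 repressive TFs (51.3%) and in 87 of the 282 other TFs (30.9%), so that the odds ratio was 2.36 (Fisher's exact test, two-sided, p = 3.7e-05). Among the 43 strongly repressive TFs, 29 (67.4%) contained such a region. At this threshold, 47.9% of the 167 TFs with an RD were repressive.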

The recovery of RDs in these sets of TFs increased to 66 (42%) and 27 (63%), respectively, when calling RDs with a more lenient threshold in RD‐seq (see Material and Methods). The remaining repressors might require specific cellular or regulatory contexts to function or contain RDs that are too weak to be detected by RD‐seq, are bipartite, and/or are longer than the 50 AA fragments we screened.

Interestingly, EH1, AAxxL, PxDLS, PLKKR, and HKKF motifs also occurred in candidate fragments that were not called as RDs. This might be due to different reasons: either these candidate fragments were repressive but did not pass the stringent threshold in RD‐seq, or the motifs occur in sequence contexts not permissive for function. 

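The motif matrices of Dataset EV6 were scanned along all tiled proteins with a match p under 0.0001. The scan found 246 instances of EH1, of which 51 touched an RD region. For PxDLS, 20 of 134 instances touched an RD region, for PLKKR 15 of 153, for HKKF 10 of 213 and for AAxxL 20 of 195. A total of 5465 of the 209495 tiles (2.61%) touched an RD region, and 204030 lay outside.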

Assessing the raw RD‐seq signals prior to thresholding, we observed that non‐RD tiles with repressive motifs had only background‐level signals similar to all other candidate fragments (Fig EV5A). This suggests that not all matches to repressive motifs function in any given sequence context. 

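Outside RD regions, the 2023 tiles with a whole EH1 match had a mean zfh1-DSCP log2FC of −0.17 ± 0.84 (SD across tiles), and the 202007 tiles without had −0.16 ± 0.82, a difference of −0.01 (two-sided permutation test, p = 0.611). The differences were 0.05 for PxDLS (permutation p = 0.0228), −0.00 for PLKKR (permutation p = 0.89), −0.04 for HKKF (permutation p = 0.0212) and 0.03 for AAxxL (permutation p = 0.0931), and with these settings none passed 0.05 after adjustment over the 5 motifs (lowest adjusted permutation p = 0.0569). Among the alternatives set before the data were examined, a stricter match p under 1e-05 moved the values of EH1, PxDLS, PLKKR and HKKF most. The differences were 0.15 for EH1 (332 tiles, permutation p = 0.00066) and 0.28 for PxDLS (304 tiles, permutation p = 1e-05). They were 0.20 for PLKKR (202 tiles, permutation p = 0.00048) and 0.14 for HKKF (202 tiles, permutation p = 0.0193). For AAxxL, the difference was 0.02, and one value per motif instance moved it more, to −0.01. Overlapping tiles share one motif instance and are not independent replicates. With one value per motif instance at the match p under 0.0001, HKKF was lower by −0.07 (adjusted permutation p = 0.00805), and the differences of 0.01 for EH1, 0.02 for PxDLS, −0.01 for PLKKR and −0.01 for AAxxL had an adjusted permutation p of 0.812 each. With tiles of at least 10 GFP-positive UMI counts, PxDLS was higher by 0.11 (adjusted permutation p = 5e-05), AAxxL by 0.05 (adjusted permutation p = 0.0207) and HKKF lower by −0.05 (adjusted permutation p = 0.015). Some tiles outside the RD regions belong to other isoforms and share sequence with an RD region. Leaving out tiles that share a word of 10 residues with an RD region of the same gene, a setting chosen after the first values were seen, changed the differences at the stricter match p to 0.13 for EH1, 0.12 for PxDLS, −0.06 for PLKKR, −0.10 for HKKF and −0.06 for AAxxL. From the signals of tiles outside RDs, the paper proposes that not every match to a motif functions in any sequence context.

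**Figure D6:**
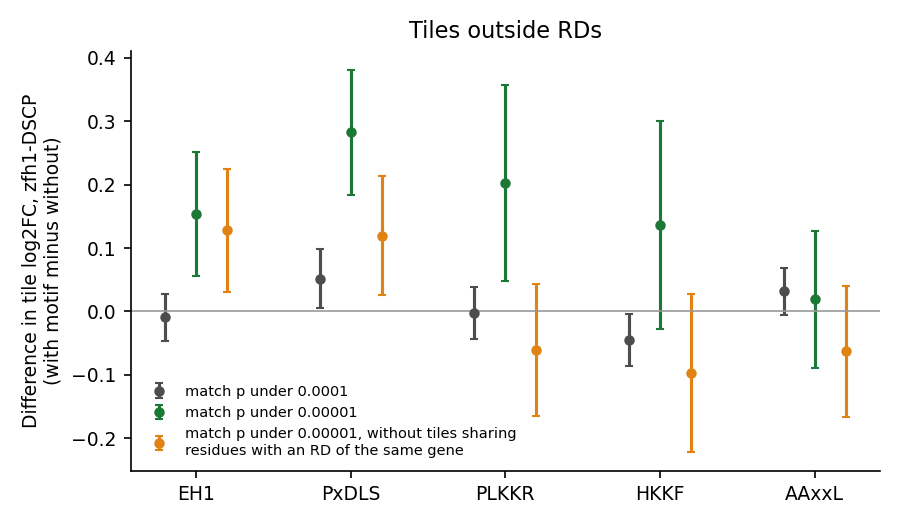
Difference in zfh1-DSCP log2FC between tiles outside RD regions with and without each motif (vertical axis), for 3 ways of choosing the tiles (colours), with bars for 95% intervals that treat tiles as independent. At a match p under 0.0001 the differences lie between −0.04 and 0.05, and at a match p under 1e-05 the largest is 0.28 for PxDLS.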

To assess potential differences between RD and non‐RD tiles with repressive motifs, we inspected amino acid preferences at the motif and flanking positions using sequence logos for RD and non‐RD occurrences of each of the five motifs (Fig EV5B–F). This revealed two trends: (i) functional motif instances match more stringently to the consensus motifs (Fig EV5B–F) and (ii) there seem to be amino acid preferences in the flanks of functional motif instances (e.g., serine residues surrounding the EH1 motif; Fig EV5B). As these trends were typically weak and rather diverse, and because they were only based on a small number of RD vs. non‐RD sequences, we could not derive definitive rules for the flanks of the different motifs. Determining the sequence requirements for the flanks of different repressive motifs is an interesting aim for future research.

**Figure EV5:**
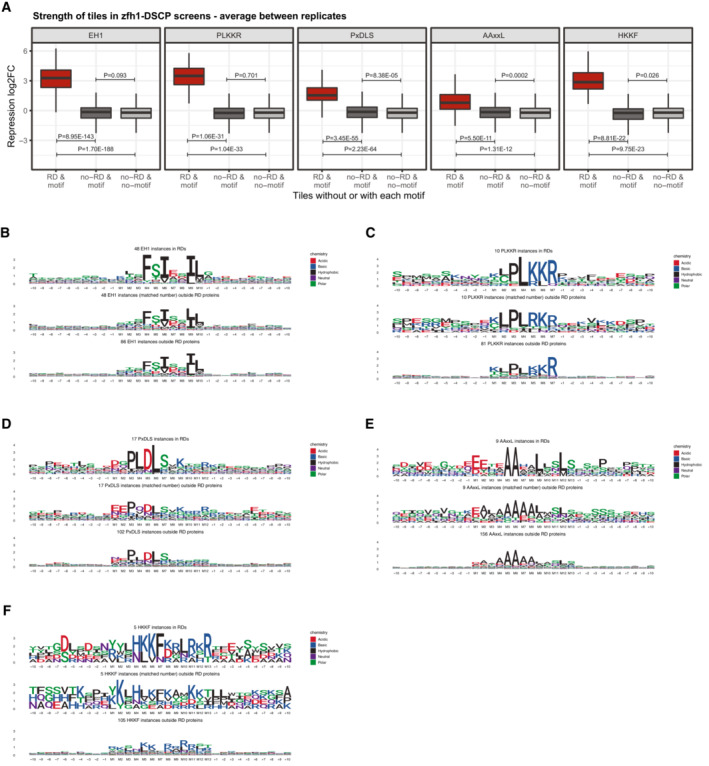
Analysis of non‐RD tiles with repressive motifs AAverage strength of tiles in RD‐seq screens with the zfh1‐DSCP reporter cell line for tiles in or outside RDs that have or do not have one of the repressive motifs indicated on the top. N of instances for RD&motif/no‐RD&motif/no‐RD&no‐motif: EH1 341/1124/204131, PLKKR 50/1109/204146, PxDLS 136/1303/203952, AAxxL 51/2327/202928, HKKF 33/1173/204082. The box plots mark the median, upper and lower quartiles and 1.5× interquartile range (whiskers). Differences between the groups of tiles were assessed with two‐sided Wilcoxon rank‐sum tests, and *P*‐values are shown within the plots.B–FAmino acid sequence logos for instances of repressive motifs within and outside RDs. For motif instances in non‐RD proteins, all instances and a number of instances matched to the number of instances within RDs are shown separately. Positions of the core motifs are indicated below the logos.

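With a match p under 0.0001 and tiles that touch an RD region counted as inside, 456 tiles inside RD regions contained EH1, 143 contained PLKKR, 209 PxDLS, 164 AAxxL and 73 HKKF. Outside RD regions, these numbers were 2023, 1752, 1316, 1903 and 1800. The tiles inside RD regions had a mean zfh1-DSCP log2FC of 2.58 ± 1.68 (SD across tiles) with EH1, 1.30 ± 1.92 with PLKKR, 1.42 ± 1.41 with PxDLS, 0.72 ± 1.07 with AAxxL and 1.28 ± 1.90 with HKKF. Tiles inside RD regions without the motif had means from 0.26 (EH1) to 0.44.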

A majority of the identified RDs (55%) contain recurrent motifs that might explain their CoR interactions and functions. The remaining 45% of RDs did not contain any of these SLiMs, suggesting that they function via rare motifs shared between only very few RDs (precluding the motifs' discovery by statistical over‐representation), via short(er) sequence patterns that are not amenable to statistical sequence analyses, or by entirely different means. Some RDs may use different motifs to recruit the same CoR, as has been described for the EH1 and the WRPW motifs that both recruit Gro (Fisher *et al*, 1996; Tolkunova *et al*, 1998). Other RDs may utilize entirely different sets of CoRs than the ones found and studied here. A recent study that maps RDs in human proteins (preprint: DelRosso *et al*, 2022) implicates short SUMOylation sites and SUMO interacting motifs in RD function, consistent with a role of SUMOylation in transcriptional repression (Ross *et al*, 2002; Rocca *et al*, 2017; Ninova *et al*, 2020; Andreev *et al*, 2022). We also find SUMOylation and SUMO interaction sites in RDs (Dataset EV8), but these motifs do not occur significantly more frequently in RDs than in other non‐RD fragments tested in the screen (Dataset EV8), presumably because such sites are short and/or have low information content and because SUMOylation may not be exclusively used in RDs. Which kind of repressive mechanisms different repressor‐CoR pairs utilize remains an open question for future research. Interestingly, we found several examples of repressors with multiple RDs harboring distinct repressive motifs and likely recruiting different CoRs (Figs 1E and EV3D). Such motif‐based modularity could allow for additive functions of transcriptional repressors.

Strikingly, the properties of RDs differ remarkably from those of tADs (Brent & Ptashne, 1985; Arnold *et al*, 2018). While many RDs contain conserved repressive motifs (Fig 4) that bind specific CoRs (Fig 3), tADs do not share recurrent motifs and are typically poorly conserved and difficult to predict (Erkina & Erkine, 2016; Erijman *et al*, 2020; Sanborn *et al*, 2021; Soto *et al*, 2022). Moreover, tADs have been described to show rather fuzzy and weak binding of their cofactors (Erijman *et al*, 2020; Sanborn *et al*, 2021) with variable binding interfaces (Sanborn *et al*, 2021). In contrast, the presence of recurrent conserved repressive motifs in RDs suggests well‐defined RD‐CoR interaction interfaces, which for some examples have indeed been described by structural studies (Nardini, 2003; Jennings *et al*, 2006; He *et al*, 2021). These differences in RD and tAD characteristics are interesting because they indicate that transcriptional activation and repression utilize different biochemical mechanisms and principles to cause opposite effects on gene expression.

Notably, the RD properties uncovered in *Dmel* are shared with human repressors: Repressive motifs found in *Dmel* are deeply conserved throughout evolution (Fig 4), and the annotation of RDs through such motifs—together with a study similar to ours for human TFs (preprint: DelRosso *et al*, 2022)—pose valuable resources for studying RDs and the impact of RD mutations, for example, in disease contexts. Understanding RDs and their interacting CoRs is particularly important at a time when interests are increasingly shifting from studying transcriptional activation toward the actors and mechanisms of transcriptional repression.

## Materials and Methods

### Reagents and Tools table

**Table:** 

Reagent/Resource	Reference or source	Identifier or Catalog number
**Experimental Models**		
Drosophila S2 cells	Thermo Fisher Scientific	R69007
**Recombinant DNA**		
ptAD‐seq‐ubi63E‐Gal4‐DBD	10.15252/embj.201798896	NA
zfh1‐DSCP‐Gal4‐DBD	This study	NA
zfh1‐DSCP‐Gal4‐dpse‐EBFP2	This study	NA
zfh1‐DSCP‐3xFLAG‐Gal4‐dpse‐EBFP2	This study	NA
zfh1‐DSCP‐GFP reporter donor	This study	NA
ent1‐rps12‐GFP reporter donor	This study	NA
sgRNA1‐Cas9	10.1038/s41594‐019‐0270‐6	based on Addgene #49330
sgRNA2‐Cas9	10.1038/s41594‐019‐0270‐6	based on Addgene #49330
**Antibodies**		
Mouse anti‐FLAG antibody	Sigma‐Aldrich	F1804‐200UG
Anti‐mouse HRP‐conjugated secondary antibody	Cell Signaling	7076
Rabbit anti‐Tubulin antibody	Abcam	ab18251
Anti‐rabbit HRP‐conjugated secondary antibody	Cell Signaling	7074
**Oligonucleotides and sequence‐based reagents**		
PCR primers	This study	Dataset EV12
Primers for RD‐seq library preparation	This study	Dataset EV12
**Chemicals, enzymes and other reagents**		
Schneider S2 cell medium	Gibco	21720024
Fetal bovine serum (FBS)	Sigma‐Aldrich	F7524
Penicillin‐Streptomycin	Gibco	15140122
MaxCyte Hyclone electroporation buffer	MaxCyte	EPB‐1
DNase I	Wothington Biochemical	LS006330
Express Five Serum‐free medium	Gibco	10486025
L‐Glutamine	Gibco	25030081
KAPA Hifi Hot Start Ready Mix	KAPA Biosystems	KK2602
In‐Fusion HD	Clontech	639650
Dynabeads Oligo‐dT25	Invitrogen	61002
TURBO Dnase	Invitrogen	AM2238
AMPure XP DNA beads	Beckman Coulter	A63881
SuperScript III Reverse Transcriptase	Invitrogen	18080085
RNase A	Thermo Fisher Scientific	EN0531
2‐Mercaptoethanol	Sigma‐Aldrich	63689
Mach1 cells	Invitrogen	C862003
Benzonase	Sigma‐Aldrich	E1014
2x Laemmli Sample Buffer	Bio‐Rad	1610737
4–15% Mini‐PROTEAN® TGX™ Precast Protein Gels	Bio‐Rad	4561083
Immun‐Blot PVDF Membrane	Bio‐Rad	1620177
Clarity Western ECL Blotting Substrate	Bio‐Rad	1705061
cOmplete™, EDTA‐free Protease Inhibitor Cocktail	Roche	COEDTAF‐RO
FLAG M2 Magnetic Beads	Sigma‐Aldrich	M8823
Lysyl Endopeptidase®, Mass Spectrometry Grade	FUJIFILM Wako Pure Chemical Corporation	121‐05063
Tris 2‐carboxyethyl phosphine hydrochloride	Sigma‐Aldrich	75259
Methyl methanethiosulfonate	Sigma‐Aldrich	64306
Trypsin Gold	Promega	V5280
Pierce™ Trifluoroacetic Acid (TFA), LC‐MS Grade	Thermo Fisher Scientific	85183
PepMap Acclaim HPLC column C18, 5 mm × 300 μm ID, 5 μm, 100 Å	Thermo Fisher Scientific	160454
PepMap Acclaim HPLC column C18, 500 mm × 75 μm ID, 2 μm, 100 Å	Thermo Fisher Scientific	164942
Q5® Hot Start High‐Fidelity 2X Master Mix	NEB	M0494L
T7 RNA Polymerase	Promega	P2075
Oligo(dt)20 primer	Invitrogen	18418020
Promega GoTaq qPCR Master Mix	Promega	A6001
**Software**		
GraphPad v9.4.1	NA	https://www.graphpad.com
BD FACS Diva v9.0	NA	https://www.bdbiosciences.com/
R (v3.5.1)	NA	https://www.r‐project.org/
Bowtie v.1.2.2	Langmead *et al* (2009)	https://bowtie‐bio.sourceforge.net/index.shtml
UCSC Genome Browser	Kent *et al* (2002)	https://genome.ucsc.edu/
ProSitePatterns	de Castro *et al* (2006)	https://prosite.expasy.org/
Pfam	Mistry *et al* (2021)	https://pfam.xfam.org/
MobiDB‐lite	Necci *et al* (2021)	http://old.protein.bio.unipd.it/mobidblite/
MEME v.5.1.1	Bailey *et al* (2015)	https://meme‐suite.org/meme/
TOMTOM v.5.4.1.	Gupta *et al* (2007)	https://meme‐suite.org/meme/tools/tomtom
FIMO searches v.5.4.1.	Grant *et al* (2011)	https://meme‐suite.org/meme/tools/fimo
ELM database (2022)	Kumar *et al* (2019)	http://elm.eu.org/
Proteome Discoverer v2.5.0.400	Thermo Fisher Scientific	https://www.thermofisher.com/
MSAmanda v2.0.0.16129	Dorfer *et al* (2014)	https://ms.imp.ac.at/index.php?action=home
Tool ptmRS, based on the tool phosphoRS	Taus *et al* (2011)	https://ms.imp.ac.at/index.php?action=home
apQuant	Doblmann *et al* (2018)	https://ms.imp.ac.at/index.php?action=home
Intensity‐based absolute quantification (iBAQ)	Schwanhäusser *et al* (2011)	https://ms.imp.ac.at/index.php?action=home
mafft (‐linsi, v7.427)	Katoh & Toh (2008)	https://mafft.cbrc.jp/alignment/software/
Jalview	Waterhouse *et al* (2009)	https://www.jalview.org/
Orthofinder v2.5.4	Emms & Kelly (2019)	https://github.com/davidemms/OrthoFinder
AAcon v1.1	Golicz *et al* (2018)	https://www.compbio.dundee.ac.uk/aacon/
**Other**		
MaxCyte STX Scalable Transfection System	MaxCyte	
BD FACSAria III cell sorter	BD Biosciences	
Qiagen RNeasy Mini Prep Kit	Qiagen	
Illumina NextSeq550 system	Illumina	
FACS BD LSR Fortessa	BD Biosciences	
NEB Monarch Gel Extraction kit	NEB	
NEB Monarch Nucleic Acid kit	NEB	
Power Blotter XL	Invitrogen	
ChemiDoc MP imaging system	Bio‐Rad	
Diagenode Bioruptor Sonicator	Diagenode	
UltiMate™ 3000 RSLCnano System nano HPLC system	Thermo Fisher Scientific	
Exploris 480 mass spectrometer with a FAIMS pro interfaces and a Nanospray Flex ion source	Thermo Fisher Scientific	
Invitrogen MEGAclear Transcription Clean‐Up Kit	Invitrogen	

### Methods and Protocols

#### RD candidate expression plasmids

##### RD‐seq plasmid backbone

The plasmid backbone for the RD‐seq candidate library was derived from ptAD‐seq‐ubi63E‐Gal4‐DBD (Arnold *et al*, 2018) by replacing the ubi63E enhancer with the zfh1 enhancer (from pGL3_zfh1_CP‐candidate_luc+; Addgene 86391) in between the KpnI (Thermo) and BglII (Thermo) restriction sites (Dataset EV2, RD‐seq backbone: zfh1‐DSCP‐Gal4‐DBD, primers in Dataset EV12). The plasmid contains the Gal4‐DBD followed by a poly‐glycine linker upstream of the candidate library insertion site, which consists of the *ccdB* suicide gene flanked by homology arms, which is followed by three stop codons. For details on how candidate fragments were integrated into the RD‐seq backbone, see *Candidate tiling library design and cloning*.

##### Validation plasmid backbone

For validation experiments, we introduced the fluorescent protein EBFP2 (source: Addgene 54665) in the RD‐seq plasmid backbone to be able to gate for transfected cells in flow cytometry (Dataset EV2, validation backbone: zfh1‐DSCP‐Gal4‐dpse‐EBFP2). As drivers for EBFP2 expression, we used the combination of the dpse‐102 enhancer together with the CG13116 promoter, which was utilized for strong expression in S2 cells in a previous study (Haberle *et al*, 2019). Dpse‐102 is an enhancer found in *Drosophila pseudoobscura* that drives strong expression in S2 cells (Arnold *et al*, 2014), and the CG13116 promoter is the promoter of the *Drosophila pseudoobscura* ortholog of the CG13116 gene and has been found to be strongly inducible in S2 cells (Arnold *et al*, 2017). An oligonucleotide with the EBFP2 gene, a stop codon and the SV40 poly‐A site synthesized by IDT (Dataset EV12: EBFP2‐stop‐polyA) was amplified with primers including overhangs for Gibson cloning (Dataset EV12: EGFP2_fw and _rv). The dpse‐102 enhancer and the CG13116 promoter were amplified from pAGW‐dpse‐GAL4‐DBD (Addgene 125153) with primers including overhangs for Gibson cloning (Dataset EV12: dpse‐CG13116‐promoter_fw and _rv). Using Gibson assembly (NEB), both fragments were integrated into the LguI‐linearized (Thermo) RD‐seq plasmid.

##### FLAG‐tag plasmid backbone

For testing the expression of mutated RDs in western blots and for IP‐MS experiments, the validation construct was further modified by introducing a sequence containing the 3xFLAG‐tag and a short Gly‐Ser linker upstream of the Gal4‐DBD (Dataset EV2; FLAG backbone: zfh1‐DSCP‐3xFLAG‐Gal4‐dpse‐EBFP2). To introduce “3xFLAG‐linker,” we performed a mutagenesis PCR using the primers [Phos]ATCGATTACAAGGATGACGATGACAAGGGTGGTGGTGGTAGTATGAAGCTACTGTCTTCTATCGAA and [Phos]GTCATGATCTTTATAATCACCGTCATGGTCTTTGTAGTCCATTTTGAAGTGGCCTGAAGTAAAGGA and the validation plasmid as template (25 μl KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602), 1 μl 100 μM forward primer, 1 μl 100 μM reverse primer, template (10 ng/μl), 22 μl double‐deionized water; PCR conditions: 95°C 3 min, followed by 21 cycles, 98°C 20 s, 65°C 15 s, 72°C 6 min, and final extension 7 min).

After the PCR, the template plasmid was digested using DpnI (Thermo), followed by ligation of the overhanging ends and transformation into Mach1 (Thermo) bacterial cells.

To generate RD expression plasmids with the validation or FLAG backbone, RD fragments amplified from *Drosophila* embryonic cDNA were integrated between SgrDI (Thermo) and BsHTI (Thermo) restriction sites in the respective backbone plasmid via Gibson assembly (NEB) according to the manufacturer's protocol. “Gal4‐DBD control” constructs without an RD were created by annealing the two oligonucleotides CCGGCTGAAGTTGAG and TCGACTCAACTTCAG, encoding two stop codons, and inserting the resulting fragment in between the SgrDI and BsHTI restriction sites of the plasmid backbone.

#### *Drosophila* S2 cell culture and cell line generation

*Drosophil*a S2 cells were cultured as described before (Arnold *et al*, 2013).

To generate *Drosophila* S2 reporter cell lines, we integrated reporter constructs with 100‐bp upstream and downstream homology arms into the integration site at chr2L:9094918, which does not contain any genes, by CRISPR‐Cas9. The reporter constructs contained 14 UAS sites for Gal4‐DBD binding (source: Addgene 128010), an enhancer and a core promoter, the EGFP gene and the SV40 poly‐A site. We created 2 different reporters in which EGFP was driven by (i) the zfh1 enhancer and the *Drosophila* synthetic core promoter (zfh1‐DSCP) or (ii) the ent1 enhancer and the rps12 core promoter (ent1‐rps12; Dataset EV2). The zfh1 and the ent1 enhancers were found in a previous study mapping enhancers in *Dmel* with STARR‐seq testing enhancer candidates together with different promoters (Zabidi *et al*, 2015). The zfh1 enhancer is located within the *zfh1* gene and is a strong enhancer together with the DSCP, while the ent1 enhancer is located upstream of the gene and strongly activates rps12 (Zabidi *et al*, 2015). Elements can be found in Dataset EV2.

Two plasmids (based on the gRNA expression plasmid Addgene #49330) encoding Cas9 and single‐guide RNAs (sgRNA1: TGCCACATGCAACGCGGAGT, sgRNA2: GCGGAGTTGGAGTTTTGTAT) targeting the integration site were kindly received from the Brennecke Lab at IMBA Vienna (Batki *et al*, 2019). For the CRISPR‐Cas9‐mediated integration of the reporters, 50 × 10^6^ *Drosophila* S2 cells were co‐transfected with 3.5 μg reporter plasmid and 2.5 μg of each gRNA plasmid using the MaxCyte STX Scalable Transfection System. Cells were passaged for 7 days before the selection of GFP‐positive cells via fluorescent‐activated cell sorting (FACS) and plating in single‐cell dilutions for generating clonal cell lines. Cells were genotyped using primers binding upstream and downstream of the integration site (Dataset EV12: Chr2L_fw and _rv), and homozygous clones were selected.

#### Candidate tiling library design and cloning

Candidates for the tiling library were selected based on FlyTF, a database for known and putative *Drosophila melanogaster* transcription factors (Pfreundt *et al*, 2010) in which TFs are scored based on the presence of a DNA‐binding domain and experimental evidence for a function in transcription (score of 1–8, with score 1 for the most confident candidates). We used a version of the FlyTF database with 1,168 proteins (downloaded on December 5, 2018, for list refer to Dataset EV1). Of all 1,168 FlyTF proteins, 1,133 factors were selected and 150‐bp oligonucleotides were designed to tile the transcripts of these proteins (sliding windows of 6 nt for genes with FlyTF score of 1–4 and sliding window of 15 nt for genes with score of 5–8). This resulted in 209,495 distinct 150‐bp candidate fragments. The FlyTF genes, FlyTF scores, the candidate genes we selected, and the candidate fragments we designed can be found in Dataset EV1.

The library was cloned from a pool of 209,495 200 bp oligonucleotides synthetized by Twist Biosciences. Each oligonucleotide contained the 150‐bp candidate sequence described above flanked by the 25 bp of the partial Illumina i5 (TCCCTACACGACGCTCTTCCGATCT) and 25 bp of the partial i7 (AGATCGGAAGAGCACACGTCTGAAC) adaptor sequences serving as constant linkers for amplification and cloning. The oligonucleotide pool (diluted to 1 ng/μl) was amplified in 40 PCR reactions (98 °C for 45 s; followed by 14 cycles of 98 °C for 15 s, 65 °C for 30 s, and 72 °C for 10 s) using KAPA Hifi Hot Start Ready Mix (KAPA Biosystems KK2602) and primers (fw: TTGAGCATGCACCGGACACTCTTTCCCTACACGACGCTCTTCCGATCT and rev: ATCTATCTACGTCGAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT) that extended the i5 and i7 adaptor sequences to the full length and added extra 15 bp to each of the adapters, serving as homology arms for directional cloning of the library into the RD‐seq plasmid (zfh1‐DSCP‐Gal4‐DBD, Dataset EV2) vector using In‐Fusion HD (Clontech 639650).

#### RD‐seq pipeline, RNA processing, and Illumina sequencing

*Drosophila* S2 reporter cells, cultured at 70–80% confluence, were transfected with the candidate library using the MaxCyte STX Scalable Transfection System. For one screen, seven OC‐400 processing assemblies were prepared with 200 × 10^6^ cells each in 400 μl MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements and with 20 μg of the library. In total, for one screen 1.4 × 10^9^ cells were transfected with 140 ug library and for each reporter cell line (zfh1‐DSCP and ent1‐rps12) two biological replicates of RD‐seq screens were performed. S2 cells were electroporated with the preset protocol “Optimization 1,” subsequently mixed with 40 μl DNase I (2,000 U/ml) in a T175 cell culture flask, incubated for 30 min at 27°C, and resuspended in 30 ml complete S2 cell medium.

Three days after transfection, cells were separated into fractions of GFP‐positive and GFP‐negative cells via fluorescent‐activated cell sorting (FACS) on a BD FACSAria III cell sorter. For each experiment, 30 × 10^6^ GFP‐positive cells and approximately 8 × 10^6^ GFP‐negative were collected.

Total RNA of the different fractions was isolated using the Qiagen RNeasy Mini Prep Kit, followed by Poly‐A+ RNA enrichment with Dynabeads Oligo‐dT25 (Invitrogen) and a DNA digest with TURBO Dnase (Ambion). After RNA cleanup with AMPure XP DNA beads (Agencourt; ratio sample/beads 1:1.8), reverse transcription was performed with Superscript III (50°C for 60 min, 70°C for 15 min; Invitrogen 18080085) and a primer binding within the poly‐A site of candidate mRNAs (reverse_transcription_rv: CTCATCAATGTATCTTATCATGTCTG). Next, RNA was digested with RNase A (Thermo) for 1 h at 37°C, followed by bead cleanup of the cDNA (ratio sample/beads 1:1.4). All subsequent PCR reactions were prepared using the KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602). A second strand PCR was performed with a primer binding upstream of the intron sequence, which is part of candidate mRNAs (2^nd^_strand_primer_fw: TTGGTAAAGCCACCATGGAAAAG*G; 98°C for 60 s, 65°C for 30 s, and 72°C for 90 s), followed by bead cleanup (ratio sample/beads 1:1.4). In the next step, unique molecular identifiers (UMIs) were introduced to the 3′ ends of DNA fragments in a linear PCR with a primer binding to the Illumina i7 adaptor sequence (UMI_primer_rv: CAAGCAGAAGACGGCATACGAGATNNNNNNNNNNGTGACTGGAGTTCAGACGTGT*G; 98°C for 60 s, 65°C for 30 s, 72°C for 90 s). After bead cleanup (ratio sample/beads 1:1.4), the generated fragments were PCR‐amplified (98°C 45 s, followed by 16 cycles, 98°C 15 s, 65°C 30 s, 72°C 70 s) using two candidate‐specific primers (junction_PCR_fw: AAGCCACCATGGAAAAG*G*C*C*A*T and junction_PCR_rv: CAAGCAGAAGACGGCATACG*A), one of which spans the splice junction of the mhc16 intron (5 and 1 nucleotides at the 3’ ends are protected by phosphorothioate bonds, respectively). After another bead cleanup (ratio sample/beads 1:1), candidate fragments were amplified (98°C 45 s, followed by 6–15 cycles, 98°C 15 s, 65°C 30 s, and 72°C 70 s) with the following primers: i5: aatgatacggcgaccaccgagatctacacXXXXXXXXacactctttccctacacgacgctcttccgatct (XXXXXXXX indicates the position of the index sequence for NGS; for i5 primers used in individual screens, see Dataset EV12) and the reverse primer seq_ready_rv: CAAGCAGAAGACGGCATACGAGA*T. PCR products were purified by Agencourt AMPure XP DNA beads (ratio sample/beads 1:0.9), pooled, and subjected to NGS.

All samples were paired‐end sequenced (PE36) by the NGS unit of the Vienna Biocenter Core Facilities GmbH (VBCF) on an Illumina NextSeq550 system, following the manufacturer's protocol.

#### Computational analysis of RD‐seq hits

##### Creation of dedicated bowtie index

A bowtie index was generated from the designed 150‐bp (50 amino acids) oligo sequences, flanked by upstream (“TCCCTACACGACGCTCTTCCGATCT”) and downstream (“AGATCGGAAGAGCACACGTCTGAAC”) adapters. This genome was used to create a custom bowtie index using Bowtie v.1.2.2 (Langmead *et al*, 2009). For visualization purposes in UCSC Genome Browser, we also created a linear genome containing selected ordered TFs, separated by 2,100 N's.

##### NGS read mapping and processing

Paired‐end sequencing reads were demultiplexed using specific barcodes and mapped to the dedicated bowtie index using Bowtie v.1.2.2 (Langmead *et al*, 2009; ‐X 150 ‐v 3 ‐m 1 ‐quiet ‐best ‐strata). The UMI sequence was incorporated into the read ID at the demultiplexing step. Mapped read pairs, fragments, were collapsed by oligoID and by UMI, that is, by removing duplicate fragments with identical coordinates if their UMIs differed by <= 2 out of the 10 nucleotides. To calculate position‐specific coverage for each frame, oligonucleotide‐centric coordinates were transformed into TFs‐centric coordinates and total coverage was calculated using the coverage function from R package GenomicRanges v.1.32.7 (Lawrence *et al*, 2013). Fragment coverage was visualized using the linear genome in the UCSC Genome Browser (Kent *et al*, 2002).

We calculated enrichments, hypergeometric *P*‐values, and Benjamini–Hochberg (BH)‐corrected false discovery rates [FDRs; all statistical calculations done in R (R Development Core Team, 2008)] between the coverage values in GFP− and GFP+ cells. To define repressive domain (RD) regions, we only considered regions with a minimal coverage of at least 10 fragments in GFP+ and GFP‐ cells and selected regions with a minimal enrichment of ≥1.5‐fold and a hypergeometric *P*‐value of ≤ 1 × 10^−5^ across a minimal length of ≥60 bp (20 amino acids), which we extended to include flanking coding sequences (CDS) until *P* > 1 × 10^−3^ over ≥60 bp (20 amino acids).

##### Intersection of RD‐seq hits

For each reporter cell line (zfh1‐DSP and ent1‐rps12), two replicate RD‐seq screens were performed. NGS mapping statistics for each screen can be found in (Dataset EV13). After determining RD regions for each RD‐seq screen, the hits of two replicates were intersected and only repressive regions detected in both replicates with a minimum overlap of 50% were kept for further analysis. Next, repressive regions from the screens with the zfh1‐DSCP and the ent1‐rps12 reporter cell line were intersected (RD regions with sequence overlaps of 50%, keeping only the longest RD) resulting in 195 unique RD regions, which were either detected using both reporter cell lines or only in one of the two. We recalculated the enrichments of each RD region in each screen to compare their strength between screens and reporters. Information on all 195 RDs can be found in Dataset EV3.

#### Assessment of sensitivity and specificity of RD‐seq

The lack of systematic annotations of RDs in fly TFs makes it difficult to evaluate the specificity and sensitivity of RD‐seq against an independent benchmark dataset. However, the candidate library contained fragments covering 438 TFs whose regulatory activity was assessed in a previous study (Stampfel *et al*, 2015). While many TFs could function as repressors in one of the 24 contexts tested by Stampfel *et al* (2015), we defined as repressors TFs that were consistently repressive (sum of scores across all contexts < ‐20) or strongly repressive (< ‐35), leading to 156 or 43 TFs, respectively. To allow the assessment of specificity, we additionally defined weakly repressive TFs and nonactivators as TFs with sum of scores of < ‐10 and ≤0, respectively. To allow the assessment of sensitivity, we additionally called RDs with a more lenient cutoff of (hypergeometric *P*‐value ≤ 1 × 10^−3^, minimal enrichment ≥ 1.2‐fold). The TFs from Stampfel *et al* (2015) and RDs detected within these TFs in RD‐seq with different cutoffs can be found in Dataset EV18.

#### RD validations

To validate RD‐seq hits, we cloned one of the most highly enriched 150‐bp candidates per RD region (sequences in Dataset EV4) into the Gal4‐DBD validation plasmid backbone zfh1‐DSCP‐Gal4‐dpse‐EBFP2 (described in *RD candidate expression plasmids*). All Gibson overhang primers used for the individual RDs can be found in Dataset EV12. A 25 × 10^6^ reporter cells in 50 μl MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements were transfected with 2.5 μg Gal4‐DBD‐RD or Gal4‐DBD control plasmid using OC‐100 processing assemblies and the MaxCyte STX Scalable Transfection System on “Optimization 1.” After electroporation, cells were resuspended in 5 μl DNase I (2,000 U/ml) in a T25 cell culture flask, incubated for 30 min at 27°C, and resuspended in 5 ml complete S2 cell medium.

Three days after transfection, cells were submitted to flow cytometry analysis using a FACS BD LSR Fortessa (BD Biosciences). The GFP signal of transfected cells, gated based on EBFP2 expression as transfection control, was determined, and data analysis was performed with FACS Diva. As a measure of the repressive strength of the RD, we used the ratio of the medians between the GFP signal of cells expressing a Gal4‐DBD control construct without an RD and cells expressing the Gal4‐DBD‐RD and called it fold change (FC) repression (FC repression = median‐GFP[Gal4‐DBD control]/ median‐GFP[Gal4‐DBD‐RD]).

To assess the significance of RDs in the main validation set, we used two‐tailed, paired Student's *t*‐tests comparing the median log2 GFP values of the Gal4‐control to the Gal4‐RD condition for three independent biological replicates (*P* ≤ 0.05; FC >1 for validated). To determine differences between wild‐type and mutant RDs, we used two‐tailed, paired Student's *t*‐tests comparing the log2 of the FC repression values of wild‐type and mutant RDs of three independent biological replicates (*P* ≤ 0.05; FC >1 for validated). FC repression values from individual replicates and *P*‐values of the *T*‐tests can be found in Dataset EV4.

#### Analysis of RD and DBD positioning within full‐length proteins

We used the centered amino acid of each 50 AA RD (RD‐seq) and DBD (from ProSitePatterns and Pfam) as their position within the full‐length TF sequences, scaled over the length of the respective protein sequences to be comparable across proteins. To analyze DBD positioning, we only considered DBDs appearing in proteins that have an RD region according to RD‐seq (Dataset EV14).

#### Analysis of RD overlaps with known domains and IDRs

We used the full‐length protein sequences of all proteins for which an RD was detected in RD‐seq as input for ProSitePatterns (de Castro *et al*, 2006), Pfam (Mistry *et al*, 2021), and MobiDB‐lite (Necci *et al*, 2021) protein domain database searches. To assign a ProSitePatterns, Pfam, or MobiDB‐lite hit to an RD, we only selected those cases in which the RD (=50 AA most strongly enriched candidate fragment within the RD region) contains at least 50% of the domain or in which at least 50% of the RD is part of the annotated domain. ProSitePatterns and Pfam entries from protein families, not relevant for protein domain analysis, were removed. The resulting domain–RD overlaps can be found in Dataset EV5.

The prevalence of IDRs from the MobiDB‐lite database in RDs was compared with the prevalence of IDRs among 50 amino acid fragments (same size as the RDs) from *Dmel* transcription‐related proteins or all *Dmel* proteins (excluding sequences that overlap RDs), using the same overlap rules described above.

#### MEME and FIMO peptide motif searches among RD‐seq hits

The most repressive 150‐bp candidate fragments (= 50 AA‐long RDs) were used for MEME *de novo* motif analyses. For that, four different sets of RDs were created based on the preference of an RD region for the zfh1‐DSCP or the ent1‐rps12 reporter context. Preferences for one of the reporters were calculated by dividing the mean FC of the RD region detected in the RD‐seq screens using one reporter over the FC resulting from the RD‐seq screens with the other reporter. Subset information can be found in Dataset EV3 in the column “RD.region.preference.1.3fold.” RD regions with a > 1.3‐fold preference for the zfh1‐DSCP context were categorized as “zfh1” hits, while RD regions with a > 1.3‐fold preference for the ent1‐rps12 reporter were categorized as “ent1” hits. RDs without a preference were categorized as “global” hits. This resulted in four different RD sets that were separately subjected to MEME *de novo* motif searches (Bailey *et al*, 2015): (i) 195 RDs (all hits), (ii) 89 RDs without a preference, (iii) 43 zfh1 RDs, (iv) 63 ent1 RDs.

We ran MEME v.5.1.1 (Bailey *et al*, 2015) with the following parameters: *‐protein ‐oc*. *‐nostatus ‐time 18000 ‐mod zoops ‐nmotifs 25 ‐minw 4 ‐maxw 15 ‐objfun classic ‐markov_order 0*. This resulted in 22 motifs in each set with motif widths between 4 and 15 AA. Two motifs were removed since the enrichment derived solely from paralog proteins. To collapse redundant motifs by similarity, we computed the distances between all motif pairs using TOMTOM (kullback distance; Gupta *et al*, 2007) and performed hierarchical clustering using Pearson correlation as the distance metric and complete linkage using the hclust R function. The tree was cut at height 0.7, resulting in 11 nonredundant motif clusters that were manually annotated (Fig 2C; Dataset EV6). Some of the motifs were detected in multiple RD sets (e.g., EH1 motif was found in MEME searches with zfh1, global, and all RDs, see Fig 2C). Hence, for subsequent analysis, we selected one motif per group: Motif 1—ent1, Motif 2—all, Motif 3—global, Motif 4—global, Motif 5—global, Motif 6—zfh1, Motif 7—all, Motif 8—zfh1, Motif 9—all, Motif 10—all, and Motif 11—ent1. These MEME motifs were used as input for FIMO searches (v.5.4.1.) (Grant *et al*, 2011) with a stringent (*P* < 0.0001) or a lenient (*P* < 0.001) cutoff to determine the prevalence of the peptide motifs among all 195 RD‐seq hits. The results of the FIMO searches can be found in Dataset EV6. For the visualization of motif instances among RDs (Fig 2E), only instances from the FIMO searches with the stringent cutoff were used.

The same FIMO motif searches were performed across all non‐RD tiles to identify the ones with instances of repressive peptide motifs.

#### Amino acid sequence logos for instances of repressive motifs within and outside RDs

Motif instances in RDs or outside RD proteins were selected, and their extended sequences (motif core ± 10 amino acid) retrieved. For each set of motif instances, we calculated the frequency of each amino acid at each position and visualized it as amino acid sequence logos using the ggseqlogo function from the R package ggseqlogo (v.0.124).

#### Analysis of known SLiMs within RDs using the ELM prediction tool

We used the most repressive 150‐bp candidate fragment (= 50 AA‐long RDs) within each of the 195 RD regions detected in RD‐seq as input for ELM database searches for short linear motifs (SLiMs; Kumar *et al*, 2019; Dataset EV8). Next, we used the list of matches to high‐probability ELM patterns (*P* < 0.0002) and filtered for SLiMs that have been implicated in the interaction with co‐repressors: the EH1 motif (LIG_EH1_1), the WRPW motif (LIG_WRPW_2), the CtBP ligand motif (LIG_CtBP_PxDLS_1), the Sin3A‐interacting domain (LIG_Sin3_1), and the HCF‐1‐binding motif (LIG_HCF‐1_HBM_1; Dataset EV8).

The enrichment of each type of ELM pattern in RDs was quantified over all non‐RD nonoverlapping 50 amino acid tiles by two‐sided Fisher's exact test (Dataset EV8).

#### Analysis of known and novel SLiMs within RDs

We characterized the motif composition of each RD by integrating both annotated (from ELM) and *de novo* (from MEME) SLiMs (Fig 2D). We categorized an RD as having a known SLiM instance if containing an instance from ELM (CoR‐interacting motifs), while the remaining RDs with instances from MEME analysis (instances from FIMO with *P* < 0.00001, excluding motifs 6 and 10) not reported in ELM were considered as novel instances. The remaining RDs without any of these SLiMs were considered as unexplained.

#### Site‐directed mutagenesis of RD peptide motifs

To determine the requirement of peptide motifs discovered in MEME and FIMO searches for the function of RDs, residues within these motifs were mutated to Alanines (5 AA mutated to Ala in case of EH1, PXDLS, AAxxL, and PLKKR motifs, and 4 AA in case of the HKKF motif). The Gal4‐DBD‐RD validation plasmids with the wild‐type RD sequences were subjected to site‐directed mutagenesis using primers carrying the mutated version of the motifs in overhangs (primers see Dataset EV12). After PCR amplification with the KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602; 95°C 3 min, followed by 21 cycles, 98°C 20 s, 65°C 15 s, 72°C 6 min, and final extension 7 min), amplicons were purified using the NEB Monarch Gel Extraction kit and template plasmids were DpnI‐digested (Thermo) followed by cleanup with the NEB Monarch Nucleic Acid kit. The ends created by the overhang primers were ligated, and Mach1 cells (Thermo) were transformed with the resulting plasmids. Mutated Gal4‐DBD‐RD constructs were used in validation experiments as described above. Wild‐type and mutant RD sequences and the validation results can be found in Dataset EV4.

#### Assessing RD expression in western blots

To monitor the expression of mutated RDs in comparison with the wild‐type RDs, wild‐type and mutant RDs were cloned into the FLAG‐Gal4‐DBD background (zfh1‐DSCP‐3xFLAG‐Gal4‐dpse‐EBFP2, Dataset EV2) as described under *RD candidate expression plasmids*. The zfh1‐DSCP reporter cell line was transfected with the FLAG‐Gal4‐DBD‐RD plasmids according to *RD validations*. Three days after transfection, 3 × 10^6^ cells were harvested, washed with PBS, and lysed in 30 μl lysis buffer (10 mM Tris pH8, 1 mM EDTA, 0.5 mM EGTA, 1% Triton x‐100, 0.1% SDS, 0.1% sodium deoxycholate, 140 mM NaCl, Roche cOmplete Protease Inhibitor, Benzonase; Sigma, 2.5 Units/μl) for 10 min on ice. 30 μl 2x Laemmli Sample Buffer (Bio‐Rad) with 5% b‐mercaptoethanol was added to the sample followed by incubation at 95°C for 5 min. Proteins were separated using SDS‐polyacrylamide gel electrophoresis (Bio‐Rad) and subsequently blotted (Power Blotter XL, Invitrogen) onto a PVDF membrane (Bio‐Rad). The membrane was blocked with 5% milk in TBS‐T (TBS with 1% Tween‐20) and incubated overnight at 4°C with the primary anti‐FLAG antibody (Sigma F1804‐200UG, 1:1,000 in 2.5% milk in TBS‐T). The membrane was washed three times with TBS‐T, followed by 1 h incubation with the HRP‐conjugated secondary antibody (Cell Signaling 7076 S, 1:10,000 in 2.5% milk in TBS‐T). After three washes in TBS‐T, the membrane was incubated with Clarity Western ECL Blotting Substrate (Bio‐Rad) and imaged with a ChemiDoc MP imaging system (Bio‐Rad). For a loading control, blots were probed with a primary anti‐Tubulin antibody (Abcam, ab18251).

#### Immunoprecipitation‐mass spectrometry (IP‐MS) experiments

RDs were cloned into the zfh1‐DSCP‐3xFLAG‐Gal4‐dpse‐EBFP2 plasmid backbone as described under *RD candidate expression plasmids*. Plasmids encoding RDs with a specific peptide motif were mixed in an equal molar ratio to create RD plasmid pools (PxDLS: CG42741‐RD, Tio‐RD, Ham‐RD, CG11122‐RD1; AAxxL: CG11617‐RD2, Cic‐RD2, Glut4EF‐RD, CG12605‐RD; PLKKR: Ash1‐RD, Kr‐h1‐RD2, Net‐RD, Vri‐RD; HKKF: Eip75B‐RD, CHES‐1‐like‐RD1, Kah‐RD, Shn‐RD1). As a control, we used a 3xFLAG‐Gal4‐DBD construct without an RD sequence. We prepared three independent biological replicates per condition. For each replicate of an IP‐MS experiment, 200 × 10^6^ *Drosophila* S2 cells in 400 μl MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements were transfected with 30 μg 3xFLAG‐Gal4‐DBD control plasmid or 30 μg of an RD plasmid pool using OC‐400 processing assemblies and the MaxCyte STX Scalable Transfection System on “Optimization 1.” After electroporation, cells were resuspended in 40 μl DNase I (2,000 U/ml) in a T175 cell culture flask, incubated for 30 min at 27°C, and resuspended in 30 ml complete S2 cell medium.

One day after transfection, cells were harvested, washed in PBS, and incubated in buffer A (10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl2, Sigma cOmplete EDTA‐free Protease Inhibitor Cocktail) for 15 min at 4 °C followed by centrifugation. The pellet was resuspended and incubated for 30 min at 4 °C in buffer B (10 mM Tris pH 7.5, 2 mM MgCl_2_, 3 mM CaCl2, 0.5% IGEPAL CA‐630, 10% Glycerol, 1 mM DTT, Sigma cOmplete EDTA‐free Protease Inhibitor Cocktail). After centrifugation, the nuclear pellet was resuspended in buffer C (40 mM HEPES pH 7.6, 4 mM MgCl_2_, 0.6% Triton X‐100, 0.5% IGEPAL CA‐630, 20% Glycerol, 1 mM DTT, Sigma cOmplete EDTA‐free Protease Inhibitor Cocktail) with 100 mM NaCl and incubated for 30 min at 4 °C, followed by centrifugation. The supernatant containing the nucleoplasm was collected, and the remaining chromatin pellet was resuspended in buffer C with 300 mM NaCl and subjected to sonication with a Diagenode Bioruptor Sonicator for 10 min at low intensity. After centrifugation, the supernatant was transferred to the nucleoplasmic fraction. FLAG M2 Magnetic Beads (Sigma, M8823) were equilibrated in buffer C with 150 mM NaCl. Nuclear lysate was added to the beads for immunoprecipitation overnight at 4 °C. Afterward, the beads were washed three times in buffer C with 150 mM NaCl, followed by four washes in nondetergent buffer (20 mM Tris pH 7.5, 130 mM NaCl).

Beads were resuspended in 80 μl of 100 mM ammonium bicarbonate (ABC), supplemented with 800 ng of lysyl endopeptidase (Lys‐C, Fujifilm Wako Pure Chemical Corporation), and incubated for 4 h on a Thermo‐shaker with 1,200 rpm at 37°C. The supernatant was transferred to a fresh tube and reduced with 1 mM Tris 2‐carboxyethyl phosphine hydrochloride (TCEP, Sigma) for 30 min at 60°C and alkylated in 4 mM methyl methanethiosulfonate (MMTS, Fluka) for 30 min at room temperature. Subsequently, the sample was digested with 800 ng trypsin (Trypsin Gold, Promega) at 37°C overnight. The digest was acidified by the addition of trifluoroacetic acid (TFA, Pierce) to 1%. A similar aliquot of each sample was analyzed by LC–MS/MS.

##### nanoLC‐MS/MS analysis

The nano HPLC system (UltiMate 3000 RSLC nano system, Thermo Fisher Scientific) was coupled to an Exploris 480 mass spectrometer equipped with a FAIMS pro interfaces and a Nanospray Flex ion source (all parts Thermo Fisher Scientific). Peptides were loaded onto a trap column (PepMap Acclaim C18, 5 mm × 300 μm ID, 5 μm particles, 100 Å pore size, Thermo Fisher Scientific) at a flow rate of 25 μl/min using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (PepMap Acclaim C18, 500 mm × 75 μm ID, 2 μm, 100 Å, Thermo Fisher Scientific) operated at 30°C. Peptides were eluted using a flow rate of 230 nl/min, starting with the mobile phases 98% A (0.1% formic acid in water) and 2% B (80% acetonitrile, 0.1% formic acid) and linearly increasing to 35% B over the next 120 min.

The Exploris mass spectrometer was operated in data‐dependent mode, performing a full scan (m/z range 350–1,200, resolution 60,000, target value 1E6) at three different compensation voltages (CV‐45, ‐60, ‐75), followed each by MS/MS scans of the most abundant ions for a cycle time of 0.9 (CV ‐45, ‐60) or 0.7 (CV ‐75) seconds per CV. MS/MS spectra were acquired using a collision energy of 30, isolation width of 1.0 m/z, resolution of 30.000, target value of 2E5 and intensity threshold of 2.5E4, and maximum injection time of 100 ms. Precursor ions selected for fragmentation (include charge state 2–6) were excluded for 45 s. The monoisotopic precursor selection filter and exclude isotopes feature were enabled.

##### IP‐MS data processing

For peptide identification, the RAW files were loaded into Proteome Discoverer (version 2.5.0.400, Thermo Scientific). All MS/MS spectra were searched using MSAmanda v2.0.0.16129 (Dorfer *et al*, 2014). The peptide and fragment mass tolerance was set to ±10 ppm, and the maximal number of missed cleavages was set to 2, using tryptic enzymatic specificity without proline restriction. Peptide and protein identification was performed in two steps. For an initial search, the RAW files were searched against the database dmel‐all‐translation‐r6.43.fasta (Flybase.org, 22232 sequences; 20,321,723 residues), supplemented with common contaminants and sequences of tagged proteins of interest, using the following search parameters: beta‐methylthiolation of cysteine was set as a fixed modification, oxidation of methionine as variable modification. The result was filtered to 1 % FDR on protein using the Percolator algorithm (Käll *et al*, 2007) integrated into Proteome Discoverer. A subdatabase of proteins identified in this search was generated for further processing. For the second search, the RAW files were searched against the created subdatabase using the same settings as above plus considering additional variable modifications: Phosphorylation on serine, threonine, and tyrosine, deamidation on asparagine and glutamine, and glutamine to pyro‐glutamate conversion at peptide N‐terminal glutamine, and acetylation on protein N‐terminus were set as variable modifications. The localization of the post‐translational modification sites within the peptides was performed with the tool ptmRS, based on the tool phosphoRS (Taus *et al*, 2011). Identifications were filtered again to 1 % FDR on protein and PSM level; additionally, an Amanda score cutoff of at least 150 was applied. Peptides were subjected to label‐free quantification using IMP‐apQuant (Doblmann *et al*, 2018). Proteins were quantified by summing unique and razor peptides or only unique peptides and applying intensity‐based absolute quantification (iBAQ; Schwanhäusser *et al*, 2011). FLAG‐Gal4‐DBD‐RD bait proteins were filtered to be identified by a minimum of 2 PSMs in at least one sample. All other proteins were filtered to be identified by a minimum of three quantified peptides in at least one sample. Protein‐abundances‐normalization was done using sum normalization. Differential abundance protein analysis between each RD group and Gal4‐DBD constructs was performed using limma (Smyth, 2004), considering all replicates. The results of the differential abundance analysis can be found in Dataset EV9.

#### RNAi‐mediated depletion of co‐repressors

For RNAi‐mediated depletion of CoRs, two distinct long dsRNAs targeting each CoR, without off‐target effects, were selected from UP‐TORR (Hu *et al*, 2013; https://www.flyrnai.org/up‐torr/). As a negative control, we used a dsRNA targeting the Renilla Luciferase, which is not expressed in *Drosophila* S2 cells (sequences in Dataset EV15). Primers including the T7 promoter sequence (TAATACGACTCACTATAGGG) in their overhangs (Dataset EV15) were used to amplify these dsRNA‐complementary sequences from *Drosophila* genomic DNA with the Q5® Hot Start High‐Fidelity 2X Master Mix (NEB). The PCR product was precipitated in 1 volume isopropanol and 1/10 3 M sodium acetate for 5 min at room temperature, followed by centrifugation for 20 min at 18,000 *g* at 4°C, a wash with 70% ethanol and resuspension in nuclease‐free water. Subsequently, the fragments were transcribed with the T7 RNA Polymerase (Promega) at 37°C overnight. After DNase digest (Turbo DNase I Ambion) at 37°C for 1 h, the RNA was purified in a phenol‐chloroform extraction. Samples were treated with 1 volume of Acid‐Phenol‐Chloroform (Roti‐Aqua‐P/C/I) for 5 min at room temperature followed by centrifugation and recovery of the aqueous phase. The RNA was precipitated by adding 2.5 volumes 100% ethanol and 1/10 volume 3 M sodium acetate and incubation at ‐20°C for 30 min. After centrifugation and washing with 70% ethanol, the RNA was purified using the Invitrogen MEGAclear Transcription Clean‐Up Kit.

*Drosophila* zfh1‐DSCP reporter cells were transfected with the Gal4‐DBD‐RD plasmid or the Gal4‐DBD control plasmid according to *RD validations*, using 5 μg instead of 2.5 μg plasmid for 25 × 10^6^ cells. Sixteen hours after transfection, cells were harvested, washed twice in PBS, and resuspended in serum‐free medium (ExpressFive SFM [Invitrogen], 16 mM Glutamine [Gibco]). For each condition, 0.75 × 10^6^ cells in 500 μl serum‐free medium were seeded into 12‐well tissue culture plates; 20 μg dsRNA was added and incubated for 1 h at 27°C, before adding 1 ml full medium (ExpressFive SFM Invitrogen, 16 mM Glutamine, 10% FBS [Sigma‐Aldrich], and 1% penicillin–streptomycin [Gibco]) to each well. Three days after dsRNA treatment, cells were submitted to flow cytometry analysis as in *RD validations*. The fold change (FC) repression was determined as the ratio of the median GFP signal of transfected cells compared between cells expressing the Gal4‐DBD control and cells expressing the Gal4‐DBD‐RD, both treated with the same dsRNA.

The log2 FC repression values of the “noRNA” condition and the different dsRNA treatments were compared for three independent replicates with two‐tailed, paired Student's *t*‐tests (*P* ≤ 0.05; FC > 1 for validated). FC repression values and *P*‐values can be found in Dataset EV15.

Reverse transcription quantitative PCR (RT–qPCR) was performed to assess the depletion of the endogenous CoRs. Three days after treatment of nontransfected reporter cells as described above, cells were harvested, followed by total RNA isolation with the Quiagen RNeasy Mini Kit and DNA digest with Ambion Turbo DNaseI. The RNA was reverse transcribed using Oligo(dt)20 primer (Invitrogen, 18418020) and SuperScript III Reverse Transcriptase (Invitrogen). qPCR with three technical replicates per condition was performed with the Promega GoTaq qPCR Master Mix (qPCR primers in Dataset EV15). qPCR was analyzed using the Delta–Delta Ct Method (Livak & Schmittgen, 2001). Conditions with primers targeting the rps12 gene were used as a housekeeping gene control. In brief, the following equations were used: DeltaCt = mean Ct CoR primers – mean Ct rps12 primers; DeltaDeltaCt = DeltaCt – RenillaDeltaCt; FC = 2^(‐ DeltaDeltaCt).

#### Sequence alignments for RD‐containing repressors

Orthologs of *Drosophila* proteins harboring RDs with specific repressive motifs were detected in the NCBI protein or UniProt reference database, based on NCBI blast searches applying significant e‐values (<0.001) and considering reciprocal best hits (Altschul, 1997; Agarwala *et al*, 2018; Bateman *et al*, 2021). In addition to fruit fly (*Drosophila melanogaster*), six other species were selected for a long evolutionary distance and presence in all four motifs, namely southern house mosquito (*Culex quinquefasciatus*), American lobster (*Homarus americanus*), a tardigrade (*Ramazzottius varieornatus*), a bivalve (*Mytilus coruscus*), zebrafish (*Danio rerio*), and human (*Homo sapiens*). Alignments were performed with mafft (‐linsi, v7.427; Katoh & Toh, 2008) and visualization in Jalview (ClustalX coloring scheme; Waterhouse *et al*, 2009). Accessions and gene names are given in Dataset EV16. Gene names are according to Uniprot or NCBI nomenclature.

#### Analysis of motif conservation in fly and human proteins

To measure the conservation of each amino acid of *Drosophila melanogaster* and human transcription‐related proteins, we first identified groups of orthologous proteins (= orthogroups) across a range of species from either the Panarthropoda clade for comparison with *Drosophila* or the vertebrate clade for comparison to human with Orthofinder (Emms & Kelly, 2019) and used these groups for multiple sequence alignments.

Sixty‐four species of the Panarthropoda clade and 40 species from the vertebrate clade were selected from the UniProt reference proteomes (Bateman *et al*, 2021; Dataset EV17). Orthogroups were detected using OrthoFinder for the clades individually, with diamond ultrasensitive mode and an e‐value threshold of 0.001, version 2.5.4 (Emms & Kelly, 2019).

In the Panarthropoda set, 590 orthogroups had all species present and were used to infer a rooted species tree with STAG and to build hierarchical orthogroups (HOGs) in OrthoFinder (preprint: Emms & Kelly, 2018). We used the list of 1,133 transcription‐related proteins from *Drosophila melanogaster* (Dataset EV1). We only processed orthogroups containing equal or less than 150 entries and 1,024 orthogroups of the root node (N0, Panarthropoda). 1,072 of the *Drosophila* transcription‐related proteins fulfilled these criteria. Four more orthogroups (9 transcription factors) were derived from the N2 node (insects) and one more orthogroup from the N6 node (Endopterygota).

In the vertebrates set, 3,775 orthogroups contained all species and were used for the species tree. The human transcription factor list contained 2,754 IDs (Dataset EV10) that were mapped to 2,740 UniProt entries. 2,259 orthogroups (2,470 UniProt IDs) were retrieved from the root N0 (vertebrates) node, 29 orthogroups (116 IDs) with the N6 node (tetrapods), and 5 orthogroups (38 IDs) with the N14 node (mammals).

All orthogroup sequences were aligned with mafft (‐linsi mode, v7.427; Katoh & Toh, 2008) and the sequence conservation score calculated with AAcon (KARLIN method, results normalized with values between 0 and 1; see Golicz *et al*, 2018).

We next mapped the positions of all instances of the five main SLiMs (EH1, PLKKR, HKKF, PxDLS, and AAxxL) within the protein sequence of *Drosophila* and human transcription‐related factors using FIMO (as described in section *MEME and FIMO peptide motif searches among RD‐seq hits*, FIMO *P* < 0.0001). We quantified the conservation of each instance as the averaged conservation of its amino acids and compared it with the average conservation of the flanking amino acids (sequences with same total length as the motifs up‐ and downstream of motif instance; Fig 4C and D). We further analyzed the conservation of extended regions around the 5 motifs (±100 AA from the center of each motif) for all motif instances (from FIMO with *P* < 0.0001) or only for high confidence hits (FIMO with *P* < 0.00005) and show the median conservation per position across all instances, centered on the motifs (Fig EV4C and D). Each dot in the panels represents the median conservation for the particular position centered around the motif.

#### FIMO searches among human transcription‐related proteins

In order to predict RDs in human proteins, we used minimal MEME motifs of the PxDLS, PLKKR, EH1, HKKF, and AAxxL motifs found in fly as input for FIMO searches (v.5.4.1; Grant *et al*, 2011) among human transcription‐related genes (Vaquerizas *et al*, 2009; Lambert *et al*, 2018; Dataset EV10). Some motifs were detected in multiple RD sets, for example, the EH1 motif was found in MEME searches with zfh1, global, and all RDs (see Fig 2C and Material and Methods *MEME and FIMO peptide motif searches among RD‐seq hits*). For the FIMO searches among human proteins, we selected one motif per group: Motif 1 AAxxL—ent1, Motif 2 PxDLS—all, Motif 3 HKKF—global, Motif 4 PLKKR—global, and Motif 5 EH1—global (see Dataset EV6 for minimal MEME motifs). These are the same minimal MEME motifs that were used to determine motif instances among RDs found in fly. We used a stringent (*P* < 0.0001) cutoff to determine the prevalence of these peptide motifs among human transcription‐related genes (Vaquerizas *et al*, 2009; Lambert *et al*, 2018; Dataset EV10). The results of the FIMO searches among human transcription‐related genes can be found in Dataset EV11.

## Author contributions

**Loni Klaus:** Conceptualization; formal analysis; funding acquisition; validation; investigation; visualization; methodology; writing—original draft; writing—review and editing. **Bernardo P de Almeida:** Software; formal analysis; visualization; writing—review and editing. **Anna Vlasova:** Data curation; software; formal analysis. **Filip Nemčko:** Methodology; writing—review and editing. **Alexander Schleiffer:** Formal analysis. **Katharina Bergauer:** Resources; investigation. **Lorena Hofbauer:** Investigation; writing—review and editing. **Martina Rath:** Investigation. **Alexander Stark:** Conceptualization; supervision; funding acquisition; methodology; writing—review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Dataset EV8 Click here for additional data file.

Dataset EV9 Click here for additional data file.

Dataset EV10 Click here for additional data file.

Dataset EV11 Click here for additional data file.

Dataset EV12 Click here for additional data file.

Dataset EV13 Click here for additional data file.

Dataset EV14 Click here for additional data file.

Dataset EV15 Click here for additional data file.

Dataset EV16 Click here for additional data file.

Dataset EV17 Click here for additional data file.

Dataset EV18 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

PDF+ Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

## Data Availability

Datasets produced in this study are available in the following databases:
RD‐seq raw sequencing data: Gene Expression Omnibus (GEO) GSE207374 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207374
Mass spectrometry raw data, MobiDB‐lite search data, FIMO motif instances for all tiles, sequences used to make the AA sequence logos, *Dmel* and human protein conservation scores: zenodo 6786955 https://doi.org/10.5281/zenodo.6786955
Tracks with read coverage and RD regions of RD‐seq screens: UCSC Genome Browser https://genome.ucsc.edu/s/bernardo.almeida/RDseq_manuscript

# Supplementary material for: Systematic identification and characterization of repressive domains in Drosophila transcription factors
**Source:** EMBO J. 2022 Dec 22;42(3):e112100. doi: 10.15252/embj.2022112100
**Supplement:** Supplementary file 1 — Expanded View Figures PDF

## Expanded View Figures

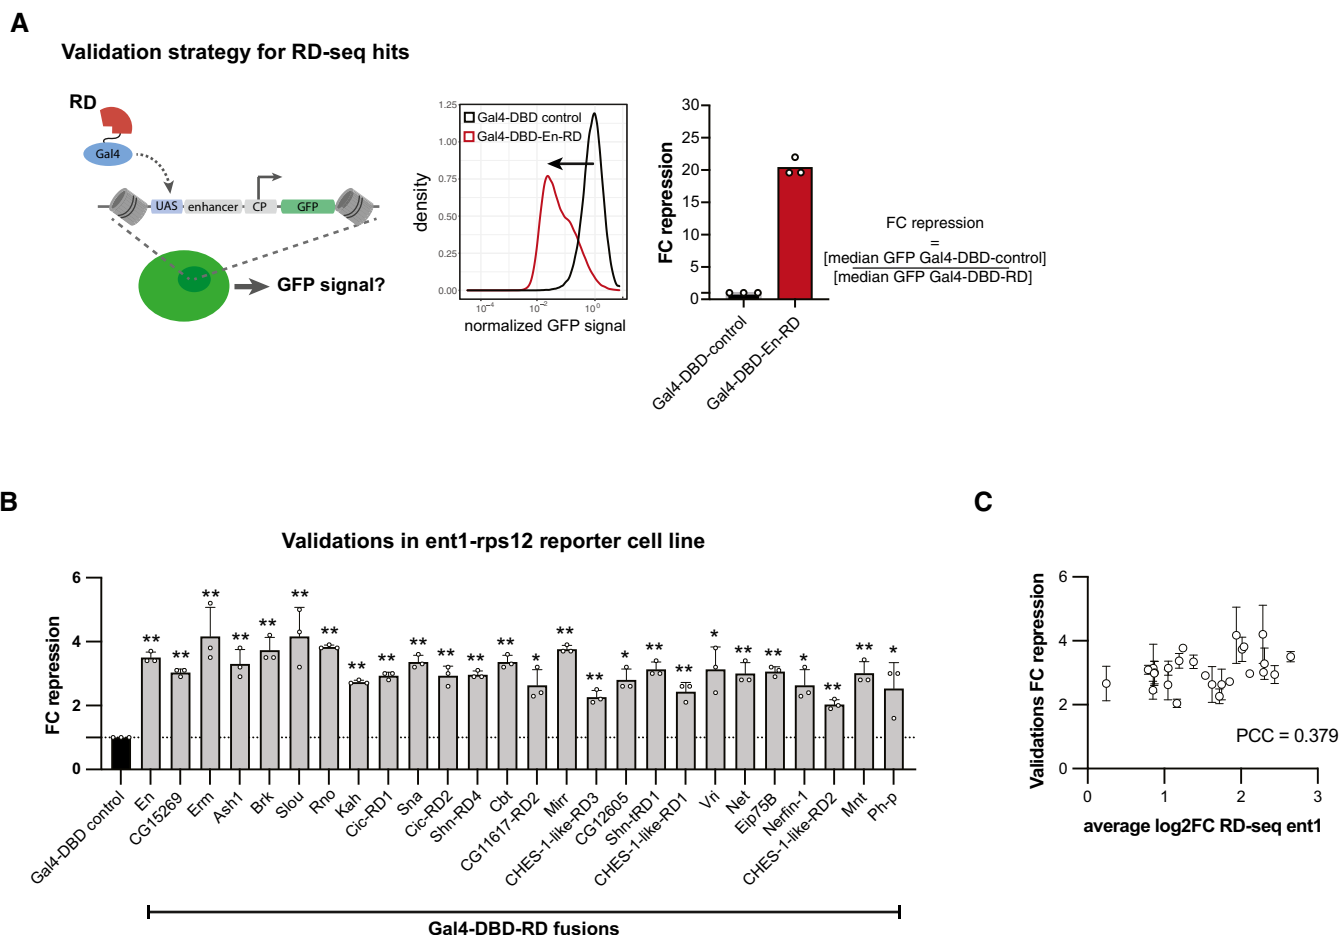

**Figure EV1. Validations of RD-seq hits.**

- A Validation strategy for RD-seq hits. The reporter cell line is transfected with either the Gal4-DBD-fused RD or a Gal4-DBD construct as a control, followed by assessment of the GFP signal by flow cytometry (left). The density distribution shows the normalized GFP signal of cells expressing either the Gal4-DBD control or the Gal4-DBD-En-RD construct (middle). The fold change (FC) repression is calculated as the ratio of the median GFP intensity of the Gal4-DBD control and the Gal4-DBD-RD condition (mean FC repression and individual values of 3 biological replicates; right).
- B Validations of RD-seq hits in comparison with the Gal4-DBD control in the ent1-rps12 reporter cell line (mean FC repression and individual values of 3 biological replicates, error bars: s.d., two-tailed, paired Student's *t*-tests comparing to Gal4-DBD control with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ ).
- C Comparison between validation FC repression values and average log<sub>2</sub>FC in RD-seq for each RD region in the ent1-rps12 reporter cell line (PCC: Pearson correlation coefficient; error bars: s.d. of 3 biological replicates of validations).

Source data are available online for this figure.

**Figure EV2. RD and DBD positioning and expression of mutated RDs.**

- A Positioning of RDs and DBDs. Density distribution of the position of the center of the 50 AA RD or the DBD regions within their full-length protein. Positions are scaled over the length of the respective protein sequences.
- B Positioning of RDs with distinct motifs from MEME *de novo* motif searches. Shown are frequency histograms of the position of the center of the 50 AA RD within its full-length protein for all RDs containing each motif type. Positions are scaled over the length of the respective protein sequences.
- C Western blots for FLAG-Gal4-DBD-tagged wild-type and motif mutant RDs expressed in the zfh1-DSCP reporter cell line (anti-Tubulin as loading control).

Source data are available online for this figure.

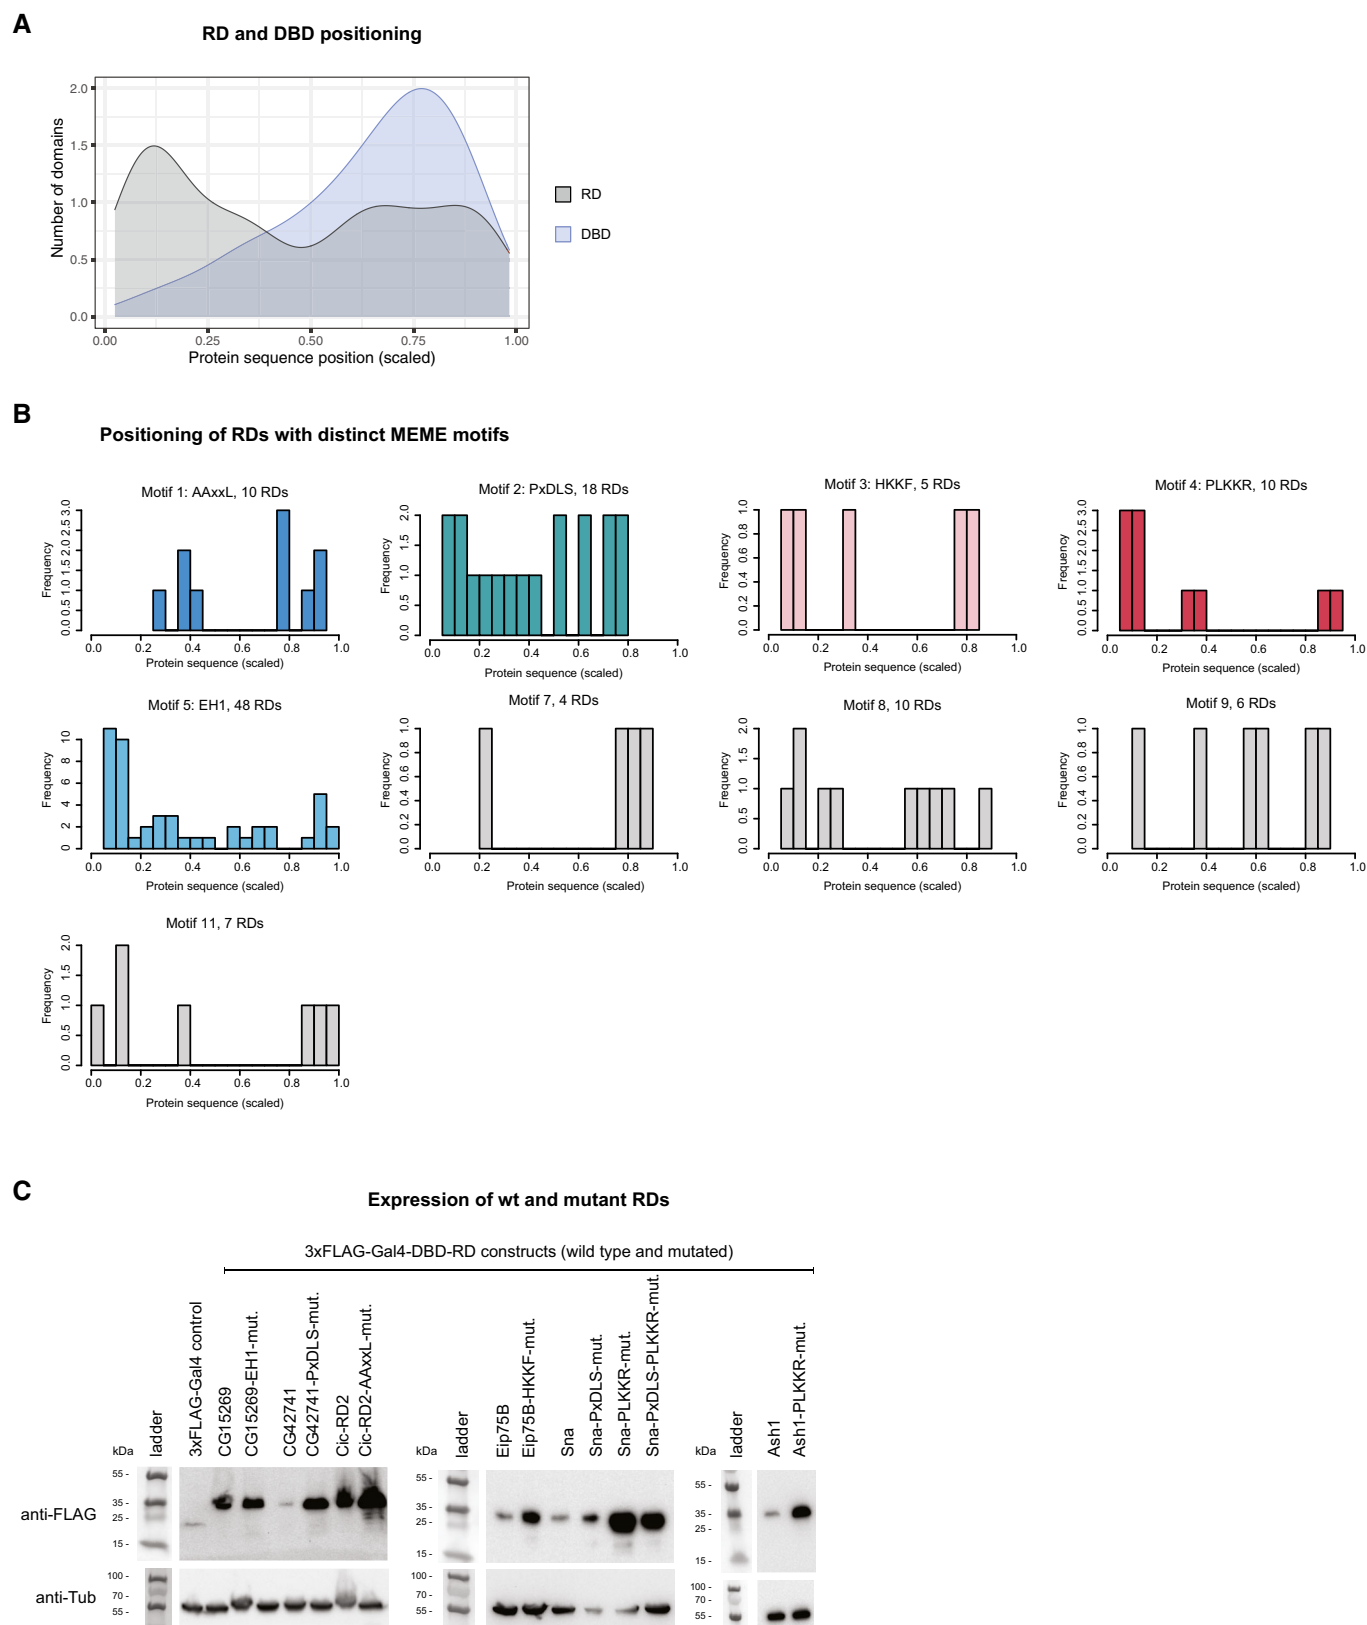

Figure EV2.

**Figure EV3. RNAi-mediated co-repressor depletion and repressors with multiple RDs and repressive motifs.**

- A Assessment of depletion of CoR mRNA with RNAi through reverse transcription quantitative PCR (RT-qPCR). Each CoR was targeted with 2 different dsRNA constructs (x-axis). A dsRNA targeting Renilla was used as a negative control. Shown is the fold change (FC) relative to the control condition calculated with the Delta-Delta Ct Method (3 technical replicates, error bars: s.d.).
- B, C Validations of RDs upon RNAi-mediated depletion of CoRs in the zfh1-DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two-tailed, paired Student's *t*-tests comparing to noRNA control with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ , or ns for  $P > 0.05$ ). Each CoR was targeted for depletion with 2 different dsRNA constructs (x-axis). The repressive motif contained in the tested RD is indicated above the panels.
- D Examples of repressors with multiple RDs and RDs with multiple repressive motifs. Shown are RD sequences, presence of repressive motifs, their associated interacting CoRs and literature references.
- E Validation of wild-type and mutant Sna-RD in the zfh1-DSCP reporter cell line (mean FC repression of 3 biological replicates, error bars: s.d., two-tailed, paired Student's *t*-tests comparing RD wt vs. mutant with \* for  $P \leq 0.05$  or ns for  $P > 0.05$ ).
- F Validation of Sna-RD upon RNAi-mediated depletion of CtBP in the zfh1-DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two-tailed paired Student's *t*-tests comparing to noRNA control with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ , or ns for  $P > 0.05$ ). CtBP was targeted for depletion with 2 different dsRNA constructs (x-axis).

Source data are available online for this figure.

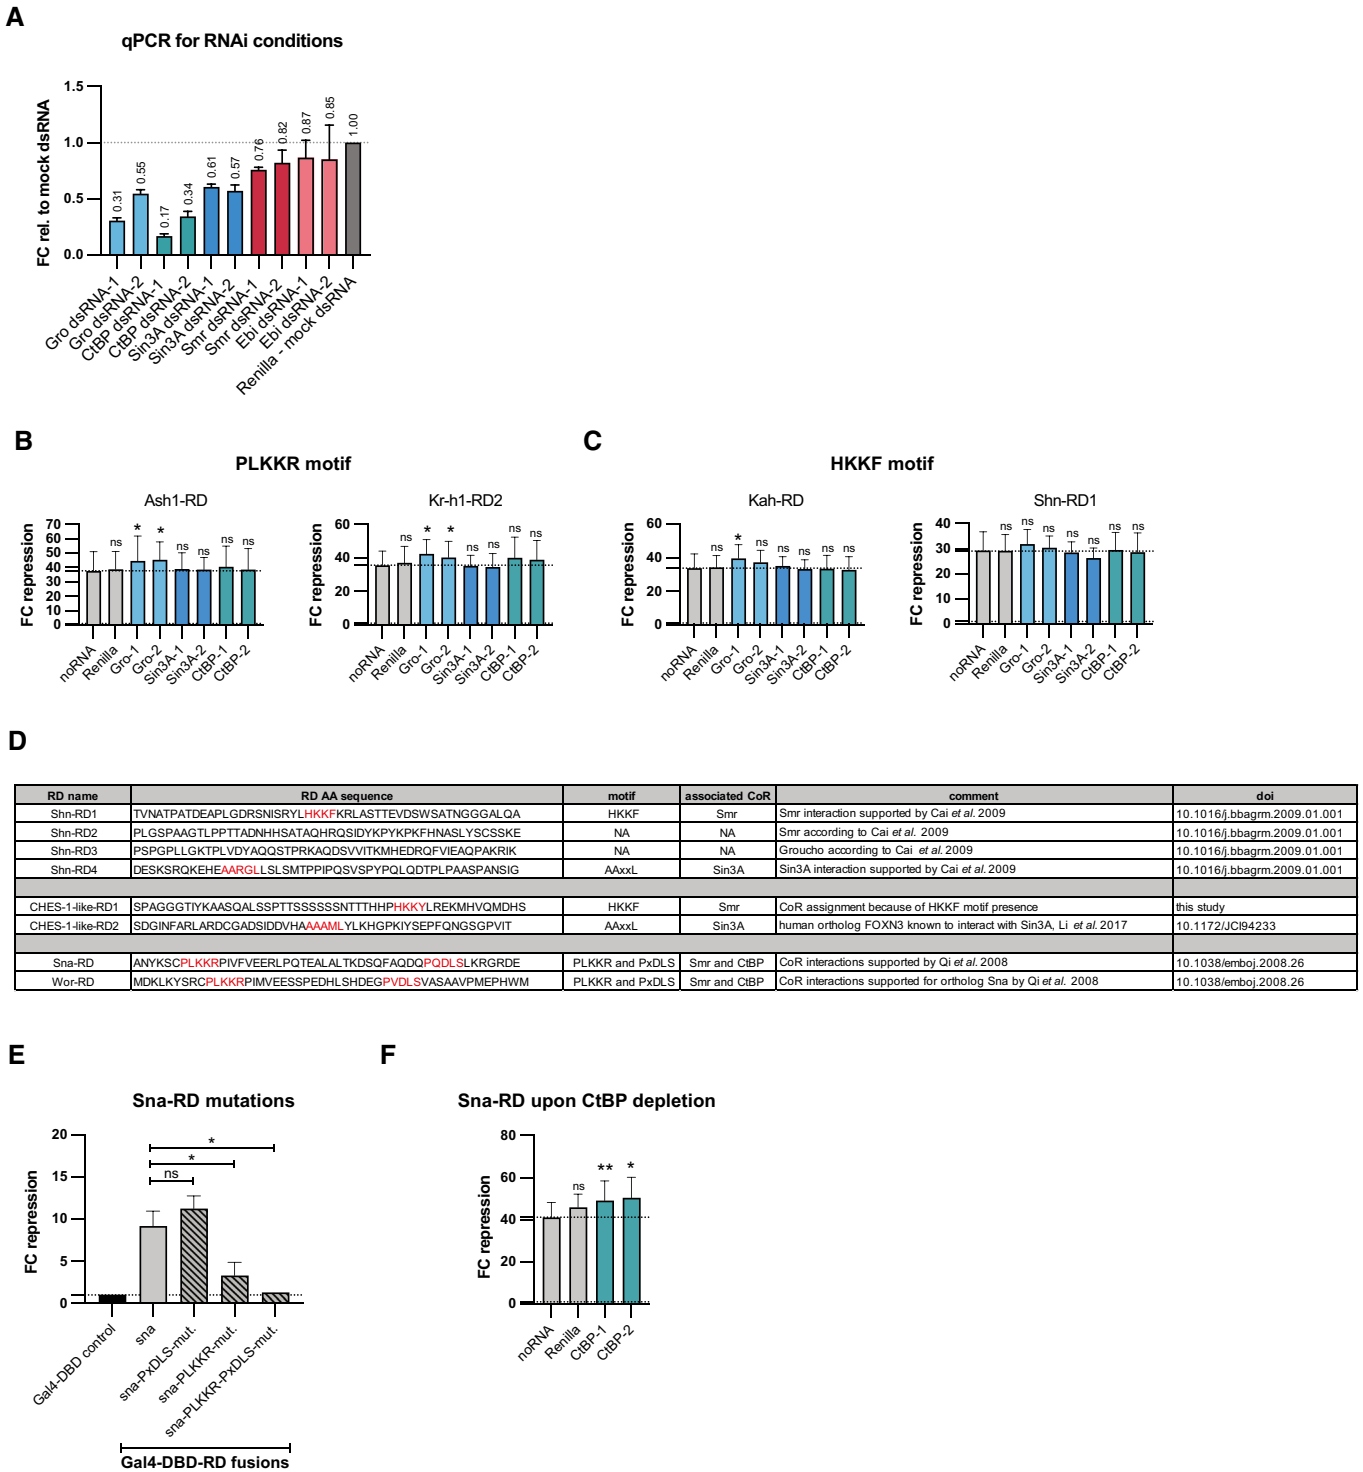

Figure EV3.

**Figure EV4. Sequence alignments of RDs and conservation of regions around repressive motifs.**

- A, B Sequence alignments for a region of *Dmel* TFs (A) Eip93F containing the PxDLS motif and (B) Vri containing the PLKKR motif and the respective orthologous sequences from different species. Numbers on the left and right indicate the range of amino acids shown referring to the full-length proteins. Consensus sequences are indicated at the bottom.
- C, D Metaplots showing the median conservation scores of positions within repressive motifs (highlighted in color) and  $\pm 100$  flanking amino acids for motif instances among fly transcription-related proteins resulting from standard (C) and stringent (D) FIMO searches. See also Fig 4C and D for summary analyses.

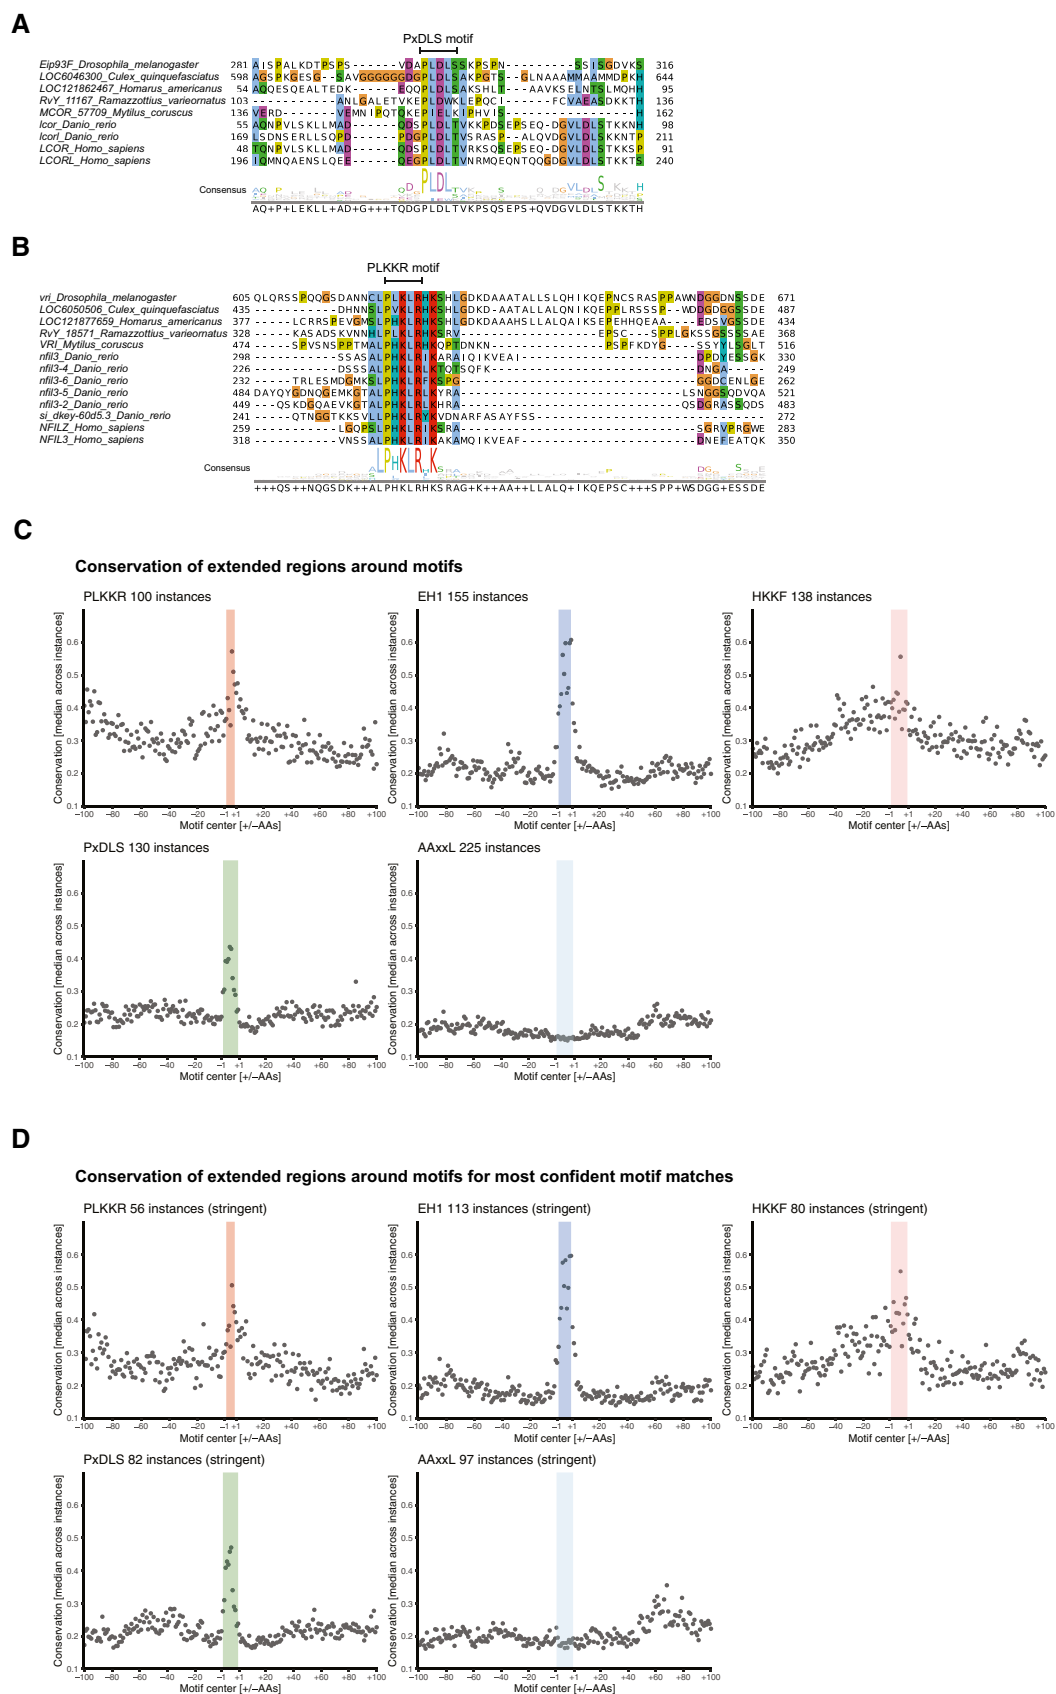

Figure EV4.

**Figure EV5. Analysis of non-RD tiles with repressive motifs.**

- A Average strength of tiles in RD-seq screens with the zfh1-DSCP reporter cell line for tiles in or outside RDs that have or do not have one of the repressive motifs indicated on the top. N of instances for RD&motif/no-RD&motif/no-RD&no-motif: EH1 341/1124/204131, PLKKR 50/1109/204146, PxDLS 136/1303/203952, AAxxL 51/2327/202928, HKKF 33/1173/204082. The box plots mark the median, upper and lower quartiles and 1.5× interquartile range (whiskers). Differences between the groups of tiles were assessed with two-sided Wilcoxon rank-sum tests, and *P*-values are shown within the plots.
- B–F Amino acid sequence logos for instances of repressive motifs within and outside RDs. For motif instances in non-RD proteins, all instances and a number of instances matched to the number of instances within RDs are shown separately. Positions of the core motifs are indicated below the logos.

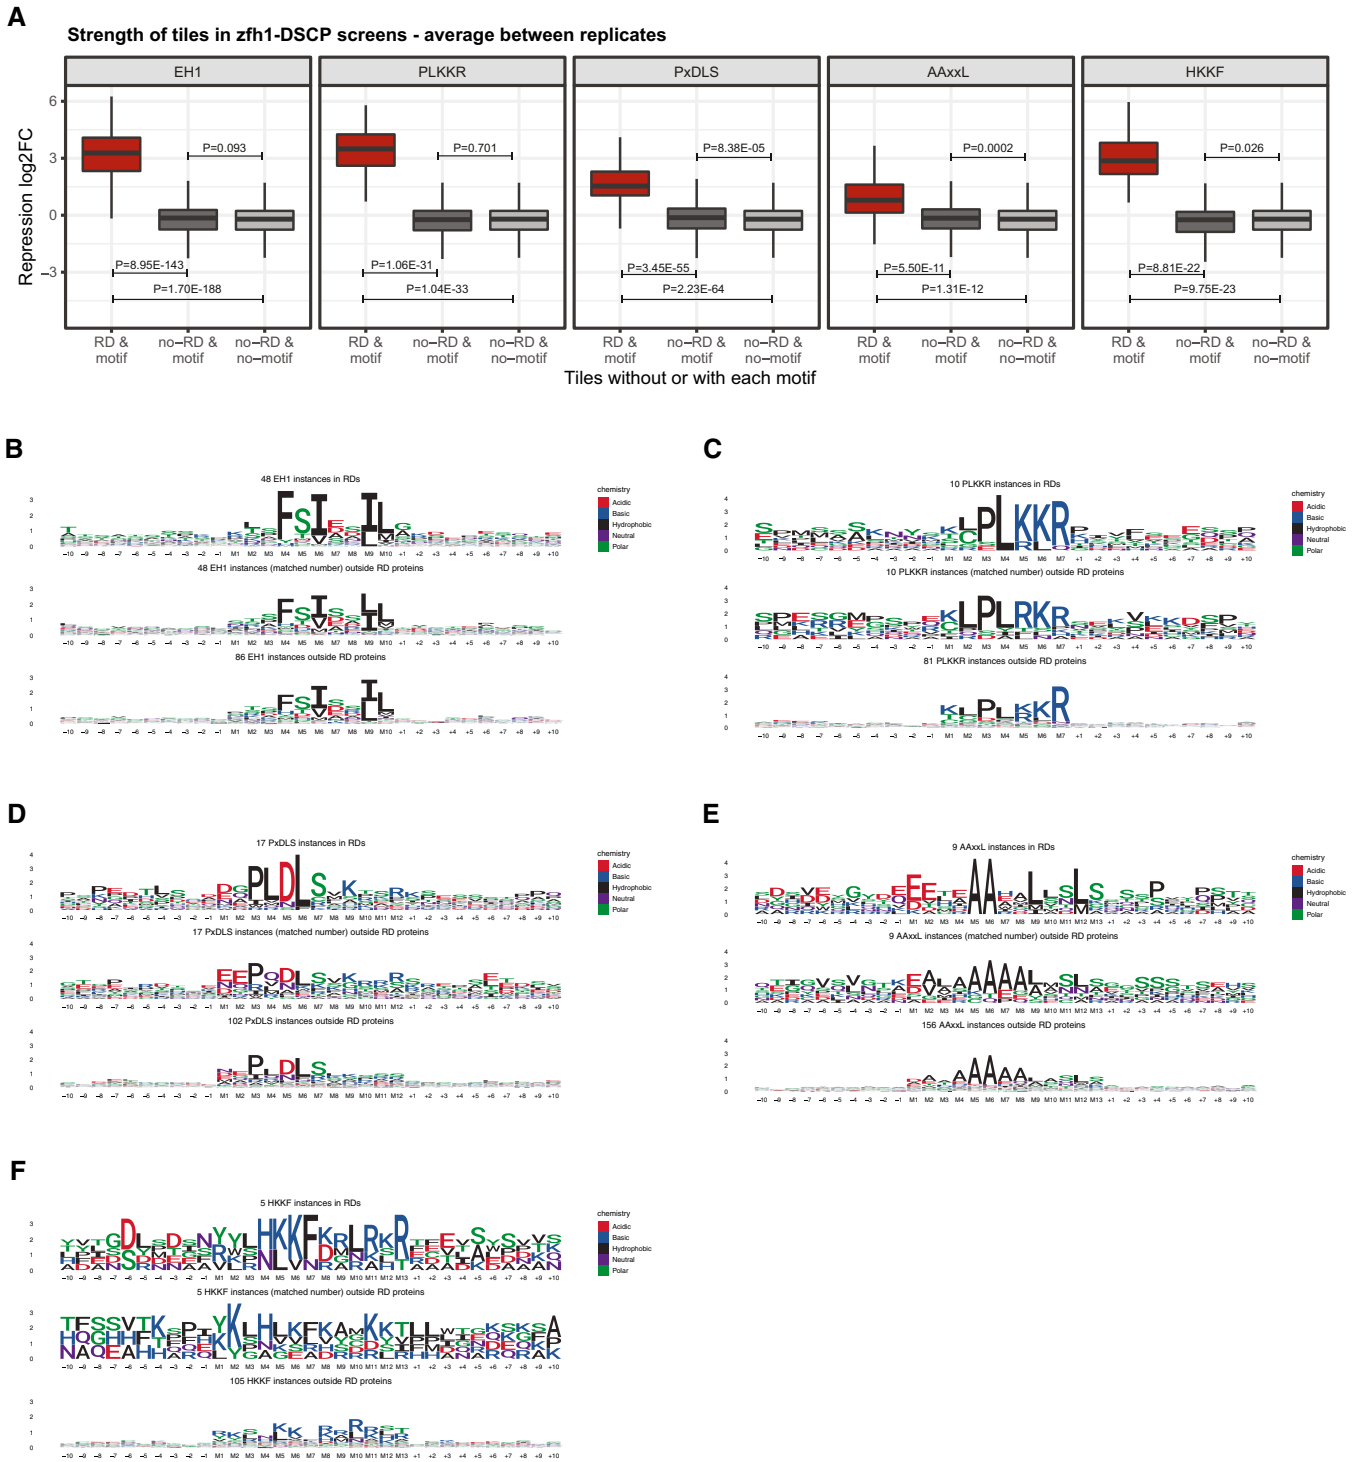

Figure EV5.

# Supplementary material for: Systematic identification and characterization of repressive domains in Drosophila transcription factors
**Source:** EMBO J. 2022 Dec 22;42(3):e112100. doi: 10.15252/embj.2022112100
**Supplement:** Supplementary file 20 — Source Data for Expanded View

Fig EV2C -Source Data

All Western Blots:

- Ladder: PageRuler™ Plus Prestained Protein Ladder, 10 to 250 kDa #26619
- Anti-FLAG antibody: Sigma F1804-200UG
- Anti-Tubulin antibody: Abcam ab18251
- All blots were first imaged for anti-FLAG and afterwards imaged for anti-Tubulin without stripping. Therefore in some cases bands coming from the anti-FLAG imaging are still visible in the anti-Tubulin blots.

Blot1:

- 3xFLAG-Gal4-DBD control
- CG15269-RD
- CG15269-RD-EH1-mut
- CG42741-RD
- CG42741-RD-PxDLS-mut
- Cic-RD2
- Cic-RD2-AAxxL-mut

Blot2:

- Eip75B-RD
- Eip75B-RD-HKKF-mut
- Sna-RD
- Sna-RD-PxDLS-mut
- Sna-RD-PLKKR-mut
- Sna-RD-PxDLS-PLKKR-mut

Blot3:

- Ash1-RD
- Ash1-RD-PLKKR-mut

# Supplementary material for: Systematic identification and characterization of repressive domains in Drosophila transcription factors
**Source:** EMBO J. 2022 Dec 22;42(3):e112100. doi: 10.15252/embj.2022112100
**Supplement:** Supplementary file 21 — PDF+

# Systematic identification and characterization of repressive domains in *Drosophila* transcription factors

Loni Klaus<sup>1,2</sup>, Bernardo P de Almeida<sup>1,2</sup>, Anna Vlasova<sup>1</sup>, Filip Nemčko<sup>1,2</sup>, Alexander Schleiffer<sup>1,3</sup> , Katharina Bergauer<sup>1</sup>, Lorena Hofbauer<sup>1,2</sup>, Martina Rath<sup>1</sup> & Alexander Stark<sup>1,4,\*</sup> ## Abstract

All multicellular life relies on differential gene expression, determined by regulatory DNA elements and DNA-binding transcription factors that mediate activation and repression via cofactor recruitment. While activators have been extensively characterized, repressors are less well studied: the identities and properties of their repressive domains (RDs) are typically unknown and the specific co-repressors (CoRs) they recruit have not been determined. Here, we develop a high-throughput, next-generation sequencing-based screening method, repressive-domain (RD)-seq, to systematically identify RDs in complex DNA-fragment libraries. Screening more than 200,000 fragments covering the coding sequences of all transcription-related proteins in *Drosophila melanogaster*, we identify 195 RDs in known repressors and in proteins not previously associated with repression. Many RDs contain recurrent short peptide motifs, which are conserved between fly and human and are required for RD function, as demonstrated by motif mutagenesis. Moreover, we show that RDs that contain one of five distinct repressive motifs interact with and depend on different CoRs, such as Groucho, CtBP, Sin3A, or Smrter. These findings advance our understanding of repressors, their sequences, and the functional impact of sequence-altering mutations and should provide a valuable resource for further studies.

**Keywords** co-repressors; high-throughput screening; repressive domains; short linear motifs; transcription

**Subject Categories** Chromatin, Transcription & Genomics; Methods & Resources

**DOI** 10.15252/embj.2022112100 | Received 13 July 2022 | Revised 21 November 2022 | Accepted 1 December 2022

**The EMBO Journal (2022) e112100**

## Introduction

Higher organisms consist of many morphologically different cell types and organs that carry out different functions in the body. Almost all cells possess the same genetic information, yet still only express certain subsets of genes. Hence, a precise regulation of gene expression must take place. The first level of regulation is transcription—the copying of DNA into an RNA transcript by RNA polymerase II. Transcription is regulated by an intricate interplay between regulatory DNA elements, transcription factor (TF) and cofactor proteins, and the RNA polymerase II machinery: TFs bind in a sequence-specific manner to regulatory DNA and recruit non-DNA-binding cofactors, that is, co-activator or co-repressor (CoR) proteins, that mediate transcription activating or repressing cues (Reiter *et al*, 2017; Shlyueva *et al*, 2014).

TFs are modular proteins, consisting of a DNA-binding domain (DBD) and an effector domain. The effector domain can be an activating domain (AD, also called tAD) or a repressive domain (RD) and can function independently of the full-length TF (Brent & Ptashne, 1985; Lambert *et al*, 2018; Soto *et al*, 2022). Short RDs of, for example, 31 (Kruppel-RD; Hanna-Rose *et al*, 1997) or 55 (Engrailed-RD; Han & Manley, 1993a) amino acids (AA) can be sufficient to mediate repression when tethered to DNA through a heterologous DBD like the DBD of the yeast transcription factor Gal4 (Gal4-DBD; Fig 1A). Such tethering assays have allowed the identification of RDs of various repressive TFs such as Engrailed, Snail, Cabut, and others (Han & Manley, 1993b; Fisher *et al*, 1996; Hanna-Rose *et al*, 1997; Tolkunova *et al*, 1998; Nibu *et al*, 1998b; Belacortu *et al*, 2012; Soto *et al*, 2022).

In addition to the identification of tADs and RDs for individual TFs, pooled screening methods have been developed to systematically identify protein effector domains (reviewed in Soto *et al*, 2022). Examples of such approaches include the identification of tADs within yeast, fly, and human transcription factors or in random peptides (Staller *et al*, 2018; Sanborn *et al*, 2021; Staller *et al*, 2022; Erijman *et al*, 2020; Arnold *et al*, 2018; Alerasool *et al*, 2022;

1 Research Institute of Molecular Pathology (IMP), Vienna BioCenter (VBC), Vienna, Austria

2 Vienna BioCenter PhD Program, Doctoral School of the University of Vienna and Medical University of Vienna, Vienna, Austria

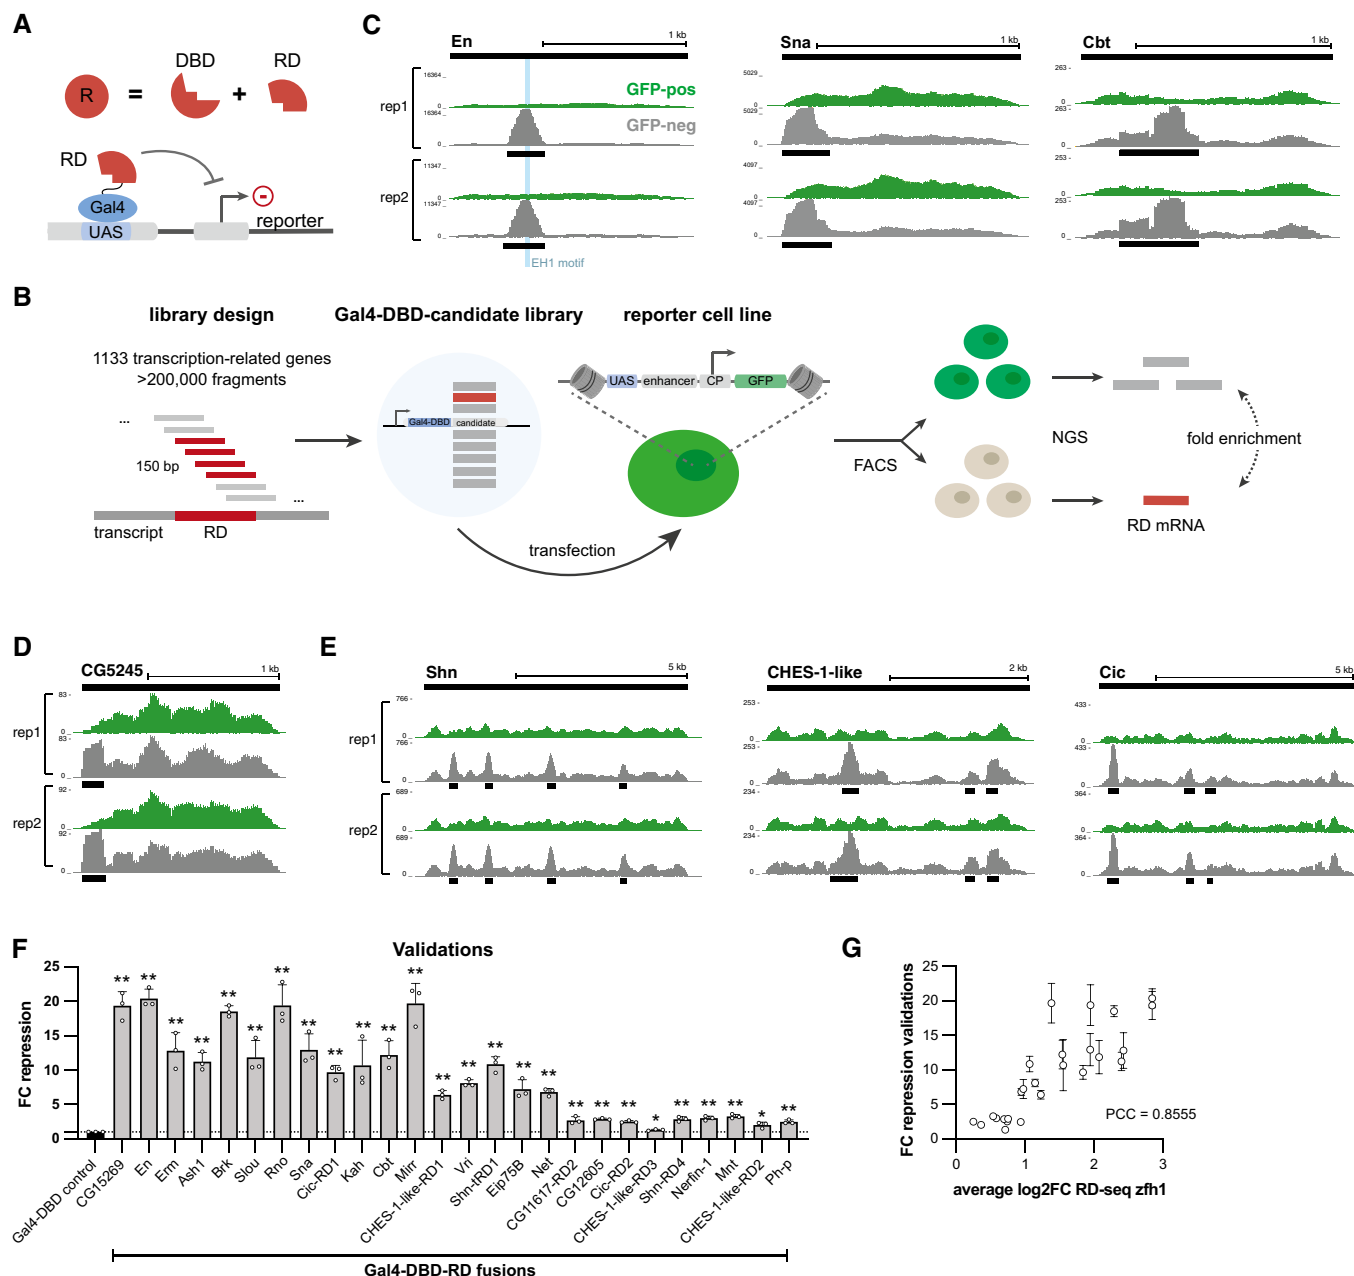

**Figure 1. Repressive-domain-sequencing (RD-seq) identifies RDs from a comprehensive pool of candidate fragments.**

- A** Repressive TFs (R) consist of a DNA-binding domain (DBD) and a repressive domain (RD), which is sufficient to repress transcription when tethered to a reporter, for example, via the Gal4-UAS system.
- B** Schematic of the RD-seq pipeline including the candidate library design, the reporter cell line and the RD-seq workflow (CP: core promoter, FACS: fluorescence-activated cell sorting, NGS: next-generation sequencing).
- C–E** UCSC genome browser tracks for two biological replicates of RD-seq screens with the *zfh1*-DSCP reporter cell line. Black bars on the top indicate the entire coding sequence of the respective factor. Shown is the normalized candidate fragment coverage from the fractions of GFP-negative and GFP-positive cells and small black bars indicating the detected RD region.
- F** Validations of RD-seq hits in comparison with the Gal4-DBD control in the *zfh1*-DSCP reporter cell line (mean fold change (FC) repression and individual values of 3 biological replicates, error bars: s.d., two-tailed paired Student's *t*-tests comparing to Gal4-DBD control with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ ).
- G** Comparison between validation FC repression values and average log<sub>2</sub> FC in RD-seq for each RD region in the *zfh1*-DSCP reporter cell line (PCC: Pearson correlation coefficient; error bars: s.d. of 3 biological replicates of validations).

Source data are available online for this figure.

Ravarani *et al*, 2018) or activating and repressing domains among Pfam-annotated domains (Alerasool *et al*, 2020; Tycko *et al*, 2020). However, no systematic screen for RDs within the TF proteome of any species has been published to date.

The sufficiency of RDs to repress transcription implies that these short domains can specifically interact with and recruit CoRs such as Groucho (Gro), CtBP, and Sin3A (Chinnadurai, 2002; Jennings & Ish-Horowicz, 2008; Chaubal & Pile, 2018). Interestingly, some known RDs contain short peptide motifs, which are required for RD function and are crucial for the interaction with specific CoRs. For instance, Engrailed and other repressors contain the approximately 10 AA-long *engrailed* homology-1 (EH1) motif that interacts with the CoR Gro (Logan *et al*, 1992; Smith & Jaynes, 1996; Tolkunova *et al*, 1998). Similarly, the 5 AA short PxDLS motif occurs in the repressive TFs Snail and Knirps and recruits CtBP (Nibu *et al*, 1998a). Yet, how many RDs are explained by these motifs and whether there are other peptide motifs that mediate repression and/or recruit different CoRs remains elusive.

In this study, we established *repressive-domain-sequencing* (RD-seq) to identify short 50 AA-long RDs across all annotated transcription-related proteins in *Drosophila melanogaster* (*Dmel*). We recovered known and uncovered novel RDs in known repressors and in unannotated proteins. We further identified specific short peptide motifs—conserved from fly to human—and showed that RD function depends on these motifs. In addition, we used immunoprecipitation coupled to mass spectrometry and RNA-interference (RNAi)-mediated CoR depletion to link RDs and peptide motifs to specific CoRs, revealing RD-CoR interactions and functional dependencies.

Our work provides a resource for *Drosophila* RDs as well as, the first step in building a systematic dictionary for repressors, their RDs and interacting CoRs—a valuable tool to comprehend the diverse mechanisms of transcriptional repression.

## Results

### RD-seq identifies RDs of known and novel transcriptional repressors

To systematically identify RDs, we established RD-seq, a next-generation sequencing (NGS)-based approach to identify RDs from a comprehensive pool of candidate fragments (Fig 1B). For this purpose, we adapted the tAD-seq protocol (Arnold *et al*, 2018) and combined it with a synthetic candidate library and reporter cell lines that constitutively express GFP.

We generated a Gal4-DBD-fused candidate library consisting of over 200,000 150-bp-long DNA fragments coding for 50 AA. The candidates were designed to cover the protein-coding open-reading frames of 1,133 transcription-related *Dmel* genes in a tiled fashion with steps of 6–15 bp, corresponding to 2–5 AA (Fig 1B; Dataset EV1, see library design in Material and Methods). Using CRISPR/Cas9, we created a *Dmel* S2 cell line with an integrated GFP-expressing reporter-gene cassette containing UAS sites to allow Gal4-DBD-mediated tethering of the candidates. Three days after transfection of the reporter cell line with the candidate library, we separated cells into GFP-positive and GFP-negative cells via fluorescent-activated cell sorting (FACS), followed by NGS-based quantification of the candidate mRNAs in GFP-positive and GFP-

negative cells. Since GFP-negative cells should contain candidates that repress transcription, we determined the enrichment of candidates in GFP-negative over GFP-positive cells, called RDs by their significant enrichment ( $P \leq 1 \times 10^{-5}$ ;  $FC \geq 1.5$ ; Fig 1B), and for subsequent analyses only considered RDs that were detected in two of two replicates (e.g., Fig 1C–E, see Material and Methods).

To capture different RDs, we performed RD-seq screens with two different reporter cell lines in which GFP expression was driven by distinct enhancer-promoter pairs, namely *zfh1*-DSCP and *ent1-rps12* (Dataset EV2). We performed two replicates per cell line and collectively, the screens in the two cell lines resulted in a total of 195 unique RDs in 175 proteins (Dataset EV3). 114 of the RD-seq hits (58%) are within known or putative repressors (references in Dataset EV3), including the known RDs in the well-characterized repressive TFs Engrailed (En), Snail (Sna), and Cabut (Cbt; Tolkunova *et al*, 1998; Nibu *et al*, 1998a; Belacortu *et al*, 2012; Fig 1C). In the case of En, the peak summit of candidate enrichment coincided with the EH1 motif, known to be essential for the repressive activity (Tolkunova *et al*, 1998; Fig 1C blue bar in left panel). 79 RDs are in known or putative repressive TFs for which no RD had been mapped before (references in Dataset EV3). Moreover, we also found 81 RDs (42% of hits) in proteins that have not been implicated in repression so far, for example, RDs within 18 previously uncharacterized *Dmel* proteins such as the putative Zn-finger TF CG5245 (Fig 1D). Interestingly, some proteins have multiple RDs, for example, Schnurri (Shn), for which several repressive regions have been described before (Cai & Laughon, 2009), but also CHES-1-like and Capicua (Cic) for which we identify three RDs each (Fig 1E). Overall, RD-seq characterizes known as well as novel repressor proteins and maps RDs for both (Dataset EV3).

To validate RD-seq hits and assess the method's specificity, we selected 26 of the 83 RDs that were detected in both reporter cell lines, including both strong and weak RDs from rank 1 to rank 82. We cloned a 150-bp (50 AA) fragment per RD (Dataset EV4), individually recruited the 26 RDs to the integrated *zfh1*-DSCP GFP reporter via the Gal4-DBD and assessed changes in GFP expression through flow cytometry in comparison with a control condition (Gal4-DBD alone; three independent replicates per RD and control). As a measure of the repressive strength of the RD, we calculated the fold change (FC) repression as the median GFP signal of cells with the Gal4-DBD control versus cells with the Gal4-DBD-RD (Fig EV1A). In the *zfh1*-DSCP reporter cell line, this validated all 26 hits (Student's *t*-test  $P \leq 0.05$ ;  $FC > 1$ ; Fig 1F; Dataset EV4) and their repressive strengths in the validation experiments correlated well with the RD-seq enrichments (Pearson correlation coefficient (PCC) = 0.86, Fig 1G). Similarly, all 26 hits were validated in the *ent1-rps12* reporter cell line (Fig EV1B; Dataset EV4), yet the dynamic range was narrower, compressing the quantitative agreement to PCC = 0.38 (Fig EV1C). We therefore chose to use the *zfh1*-DSCP reporter cell line for all subsequent analyses. Overall, these results validate RD-seq as a high-throughput method to identify RDs and assess their repressive strength quantitatively.

### RDs overlap both, IDRs and DBDs, and show a preference toward N-terminal positions within a TF

Having identified and validated many RDs, we next wondered where within the TFs' protein sequences they typically occur and

analyzed the 195 RDs' positions relative to the proteins' N- and C-termini. As illustrated by the RDs in CG5245, Shn, CHES-1-like and Cic above (Fig 1D and E), RDs occur at different positions within the full-length proteins. Interestingly, however, they occur more frequently toward the N-termini of TFs compared with the C-termini or more intermediate positions (Fig 2A). While the functional significance of the N-terminal positions remains unclear, the TFs' DBDs show the opposite trend with a preference toward the C-termini of the proteins (Fig EV2A). These opposing trends suggest that RDs and DBDs are typically separate and nonoverlapping. Indeed, only 3% of RDs overlap with DBDs (Fig 2B), for example, the RD of the repressor Hang. In addition, 3% of RDs overlap with other annotated protein domains (Pfam and ProSitePatterns databases, for example, the Parp catalytic domain in Parp-RD), 53% overlap with intrinsically disordered regions (IDRs; MobiDB-lite database), while 41% fall into unannotated regions (Fig 2B; Dataset EV5). The large overlap of RDs and IDRs suggests an important role of these regions for repressive TFs, particularly because only 36% of all *Dmel* transcription-related proteins and 28% of all *Dmel* proteins overlap with IDRs. The relevance of IDRs in repressors could be similar to the one reported for activating TFs (Boija et al, 2018; Chong et al, 2018; Sabari et al, 2018; Basu et al, 2020; Brodsky et al, 2020). Still, many RDs do not overlap with any known protein domains or other annotated protein features, emphasizing the need for better characterization of RDs and the protein sequence contexts in which they can function.

### RDs contain recurring short linear peptide motifs

As RDs can contain short peptide motifs that mediate repressor-CoR interactions (Tolkunova et al, 1998; Nibu et al, 1998b), we sought to identify recurrent peptide motifs that could explain the RDs' repressive functions. We performed *de novo* motif discovery using MEME (Bailey et al, 2015) for all 195 RD-seq hits and subsets (see Material and Methods), followed by clustering of similar motifs to obtain 11 distinct short peptide motifs (Fig 2C; Dataset EV6).

Among these, we found previously annotated short linear motifs (SLiMs) known to be important for repression and interaction with CoRs, such as AAXxL, PxDSL, and EH1 (Dataset EV7). The AAXxL motif resembles the Sin3A-interacting domain (SID), which recruits the CoR Sin3A (Ayer et al, 1995, 1996; Kasten et al, 1996; Belacortu et al, 2012). The SID in the *Dmel* protein Cabut, for example, is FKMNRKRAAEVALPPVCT containing an AAXxL-like motif (Belacortu et al, 2012). The PxDSL motif, for instance, PMDLS in Knirps

is known to facilitate the recruitment of CtBP (Nibu et al, 1998a; Quinlan et al, 2006), while the EH1 (engrailed homology-1) motif, for example, LAFSISNILSD in Engrailed is known to mediate the interaction with the CoR Groucho (Gro; Tolkunova et al, 1998; Copley, 2005). Motif 8 resembles the HCF-1-binding motif, which mediates interaction with the host cell factor-1 (Hcf in *Dmel*) that has been implicated in both transcriptional activation and repression (Wysocka et al, 2003; Zargar & Tyagi, 2012).

In addition, motifs 7, 9, and 11 resemble zinc finger domains from the Pfam or ProSitePatterns databases, a domain type known to mediate DNA-binding, protein–protein interactions (reviewed in Brayer & Segal, 2008), but also transcriptional repression (Tapia-Ramírez et al, 1997; Lee et al, 2005). Two additional motifs were of low sequence complexity with multiple glutamine (motif 6) or histidine residues (motif 10), which have been observed in activating and repressing TFs (Salichs et al, 2009; Atanesyan et al, 2012; Ramazzotti et al, 2012). Hence, to avoid studying compositional biases of transcriptional regulators in general, we excluded the Q and H repeat motifs from further analysis and instead focused on the other 9 MEME motifs.

We also found two novel, previously unannotated motifs, motifs 3 and 4, that we termed PLKKR and HKKF, respectively. The two motifs are potentially novel SLiMs and both are positively charged, consistent with the positive charges in recently identified repressive domains (Tycko et al, 2020).

We next mapped the positions of all instances of the 9 main motifs within the 195 RDs (Dataset EV6), as well as instances of CoR-interacting motifs from the ELM database (Dataset EV8). Of all 195 RDs, 55% contain at least one instance of these motif types, of which 24% could only be identified with the *de novo* defined motifs (Fig 2D). For the AAXxL motif, we find multiple novel instances, for example, in the RDs of Glut4EF, CG12605 and Cic (Dataset EV6). Interestingly, EH1 was the most abundant motif, present in 48 different RDs (Fig 2E). This large group of EH1 motif-containing RDs is the main driver of the positional bias of RDs toward the N-termini of the full-length TFs (Figs 2A and EV2B). Moreover, some RDs contain combinations of peptide motifs, such as the RDs of Sna, Esg, and Wor that all contain both, the PxDSL and the PLKKR motif (Fig 2E).

### Short peptide motifs are required for RD function

Next, we assessed the necessity of five of the known and novel peptide motifs for the repressive activity of RDs by mutating the motifs

**Figure 2. Characterization of RDs and RD dependency on short linear motifs.**

- A Frequency histogram of the position of the center of the 50 AA RD within its full-length protein for all 195 RDs. Positions are scaled over the length of the respective protein sequences.
- B Pie chart showing the overlap between RDs and intrinsically disordered regions (IDRs) according to the MobiDB-lite database, DNA-binding domains (DBDs), and other annotated protein domains from the Pfam or ProSitePatterns databases.
- C Hierarchical clustering of MEME *de novo* motif discovery motif hits with distinct subsets of RDs (all, global, zfh1, and ent1). The tree was cut at height 0.7, resulting in 11 nonredundant distinct motifs (\* motif versions used for FIMO searches).
- D Pie chart showing ELM database CoR-interacting motifs and MEME motif instances among the 195 RDs.
- E Number of instances of 9 MEME motifs (excluding motif 6 and 10) among the 195 RDs and co-occurrence of these motifs (N: total number of RDs with that motif).
- F–J Validation results for wild-type and mutated RDs in the zfh1-DSCP reporter cell line with the following conserved motifs: (F) Motif 1—AAXxL, (G) Motif 2—PxDSL, (H) Motif 3—HKKF, (I) Motif 4—PLKKR, (J) Motif 5—EH1 (mean FC repression values of 3 biological replicates, error bars: s.d., two-tailed paired Student's t-tests comparing RD wt vs. mutant with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ , or exact  $P$ -value when not significant).

Source data are available online for this figure.

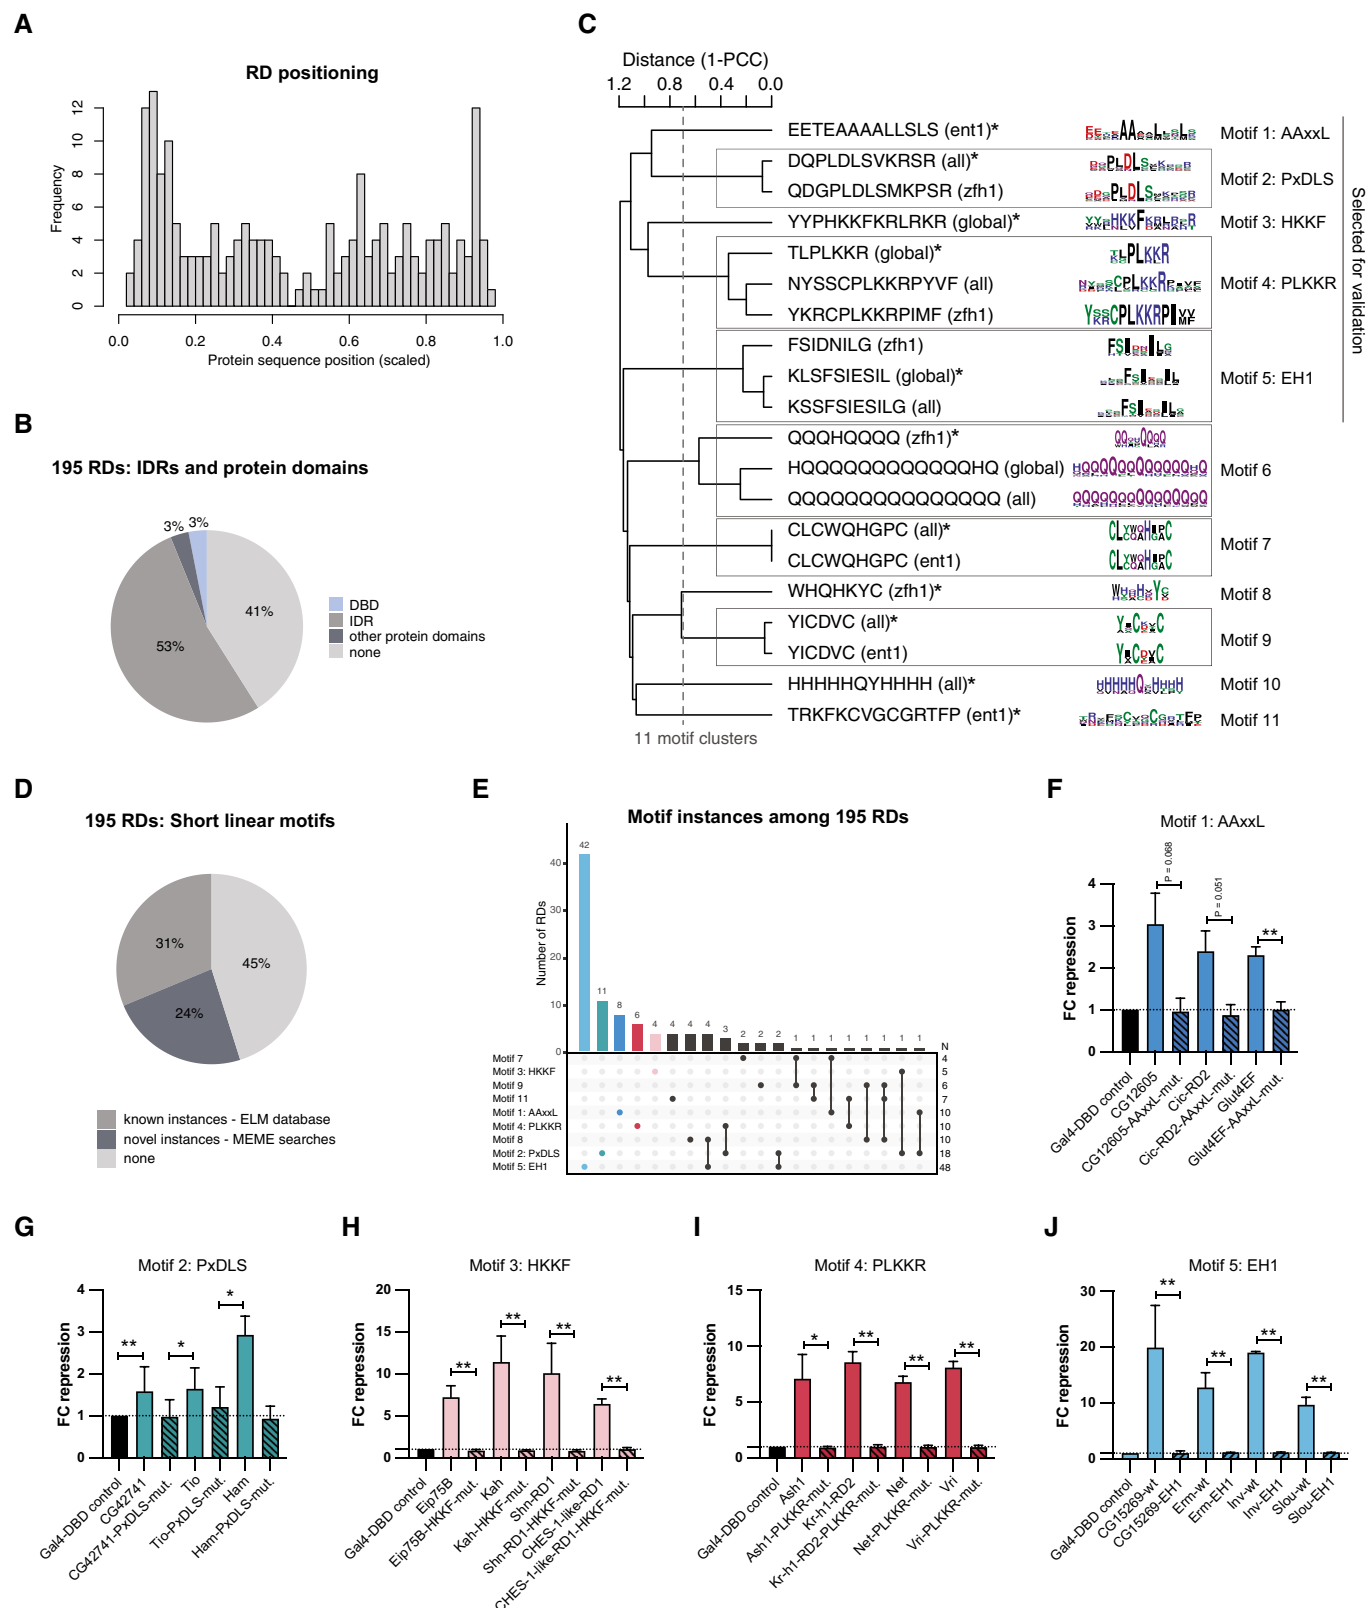

Figure 2.

to Alanine residues. We selected motif types 1 through 5 (i.e., AAxxL, PxDSL, HKKF, PLKKR, and EH1) and mutated between three and four different RDs per motif type (Dataset EV4 with all AA sequences). We first confirmed that the mutated RDs were still expressed at least to equal levels compared with the wild-type RDs, such that changes in the repressive activity are not caused by impaired protein stability (Fig EV2C). Interestingly, many of the mutated RDs are present at even higher levels than the wild-type RDs, suggesting that repressive function of RDs might be coupled to protein destabilization as has been reported for trans-activating domains (Salghetti *et al*, 2000; Geng *et al*, 2012). For all instances of all motif types, we observed a loss of repressive activity upon motif mutation, rendering the mutated RD variants as ineffective as a Gal4-DBD control (Fig 2F–J; Dataset EV4). For two AAxxL motif-containing RDs, the loss of repression was not significant but still noticeable (Fig 2F). The results so far reveal known as well as novel short peptide motifs and show that RDs rely on such motifs to repress transcription.

### RDs with different peptide motifs bind distinct CoRs

Some of the recurrent peptide motifs that are essential for RD function have been described previously to facilitate the interaction between repressors and CoRs (Ayer *et al*, 1996; Tolkunova *et al*, 1998; Nibu *et al*, 1998a). After validating the motifs' necessity for RD function, we wanted to explore their mechanism of action, specifically the CoR proteins they might recruit. To determine the interactors of RDs with different motifs, we performed immunoprecipitations of RDs containing PxDSL, AAxxL, PLKKR, and HKKF motifs followed by quantitative mass spectrometry (IP-MS). We excluded EH1 motif-containing RDs, since this motif and its interaction with Gro have been studied extensively (Logan *et al*, 1992; Tolkunova *et al*, 1998; Copley, 2005; Jennings *et al*, 2006). IPs were performed using an anti-FLAG antibody and nuclear lysate of *Dmel* S2 cells overexpressing 3xFLAG-Gal4-DBD-tagged RDs with a specific peptide motif or 3xFLAG-Gal4-DBD as negative control. To ensure that each motif is in the sequence context of a functional RD, while also ensuring that binding partners of the motif rather than any individual RDs are characterized, we performed immunoprecipitation experiments with pools of four RDs that share the motif of interest and contained none of the other motifs at stringent thresholds. Some baits contained subthreshold motifs, which however differed substantially from the consensus (see Dataset EV9), and the pooling should dilute their possible contributions. In addition, mutations of the primary motifs within the baits rendered all of the tested ones inactive (Fig 2F–I), making it unlikely that other low-scoring motifs contribute to the repressive activity or the IP-MS results.

As expected, RDs containing the PxDSL motif enriched for the CoR CtBP (Nibu *et al*, 1998a; Fig 3A) and AAxxL motif-containing RDs enriched for the Sin3A CoR complex members Sin3A, HDAC1, and CG14220 (Ayer *et al*, 1996; Brubaker *et al*, 2000; Belacortu *et al*, 2012; Fig 3B). RDs with the PLKKR motif interacted with four subunits of the Smrter CoR complex (orthologous to human NCoR/SMRT), namely Smr, CG17002, Ebi, and HDAC3 (Fig 3C). While the PLKKR motif has not been described as a CoR-interacting SLiM, our IP-MS results are consistent with two studies describing the interaction of *Dmel* Snail with the Smrter subunit Ebi through a

YxxCPLKKRP sequence (Qi *et al*, 2008) and the human MeCP2 protein with the Ebi ortholog TBLR1 through an extended domain that contains a PIKKR sequence (Lyst *et al*, 2013; Kruusvee *et al*, 2017). Our data suggest that the PLKKR motif is a recurrent SLiM utilized by various repressive TFs, which likely mediate transcriptional repression through the Smrter CoR complex.

Interestingly, RDs with the HKKF motif also enriched for the Smrter complex (Fig 3D), consistent with a report that the repressive TF Shn interacted with Smrter via a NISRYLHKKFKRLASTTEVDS sequence (Cai & Laughon, 2009). This sequence not only contains an HKKF motif but also coincides with the first of four RDs we find within Shn (Figs 1E and 2H). Hence, similar to PLKKR, the HKKF motif is a SLiM likely utilized by various repressors to interact with the Smrter complex.

### RDs with distinct peptide motifs depend on different CoRs

We set out to corroborate the results of the IP-MS experiments by assessing CoR requirements for RD function. We designed dsRNAs for the RNAi-mediated depletion of four different CoRs by dsRNA transfection in *Drosophila* S2 cells. RT-qPCRs showed the successful depletion of Gro, CtBP, and Sin3A mRNAs through treatment with two distinct dsRNAs each (Fig EV3A). However, we could not sufficiently strongly deplete the transcripts of Smr or Ebi despite the use of two different dsRNA constructs each and therefore could not follow up on the dependency of RDs on the Smrter complex.

RNAi-mediated CoR depletion revealed that EH1 motif-containing RDs specifically depended on Gro but not on CtBP or Sin3A (Fig 3E). The depletion of Sin3A resulted in an increase in repressive activity for the NK7.1-RD, which might be due to secondary effects of the loss of this CoR. PxDSL motif-containing RDs depended on CtBP but not Gro or Sin3A (Fig 3F) and AAxxL motif-containing RDs required Sin3A but not the other two CoRs (Fig 3G). Each of these dependencies was consistent with literature reports (Kasten *et al*, 1996; Nibu *et al*, 1998a; Jennings *et al*, 2006) or the IP-MS results for the different motifs (Fig 3A and B). Interestingly, RDs with PLKKR or HKKF motifs maintained their repressive function in the absence of each of these 3 CoRs (Fig EV3B and C), which indicates that these motifs are independent of Gro, CtBP, and Sin3A, in line with their likely dependence on the Smrter CoR complex (Fig 3C and D). The RDs of Ash1, Kr-h1, and Kah showed a slight increase in repression upon the loss of Gro, which might result from secondary effects of Gro depletion (Fig EV3B and C).

Overall, our experiments suggest that repressors mediate repression through short, conserved peptide motifs, which are required for the interaction with certain CoRs. Interestingly, some repressors contain multiple RDs that recruit different types of CoRs, for example, Schnurri with RDs for Gro, Sin3A, and Smrter, and CHES-1-like with RDs for Smrter and Sin3A (Figs 1E and EV3D). There are also cases in which RDs contain two distinct peptide motifs, such as PLKKR and PxDSL within the RD of Snail (Figs 2E and EV3D). Investigating different Snail-RD mutants showed that both motifs contribute to the RD's repressive activity: Mutating the PxDSL motif alone did not impair RD function, and while mutating the PLKKR motif decreased RD function, only the simultaneous mutation of both motifs abolished it (Fig EV3E). Consistently, the RD of Sna remained functional when CtBP was depleted by RNAi and even showed slightly higher repressive

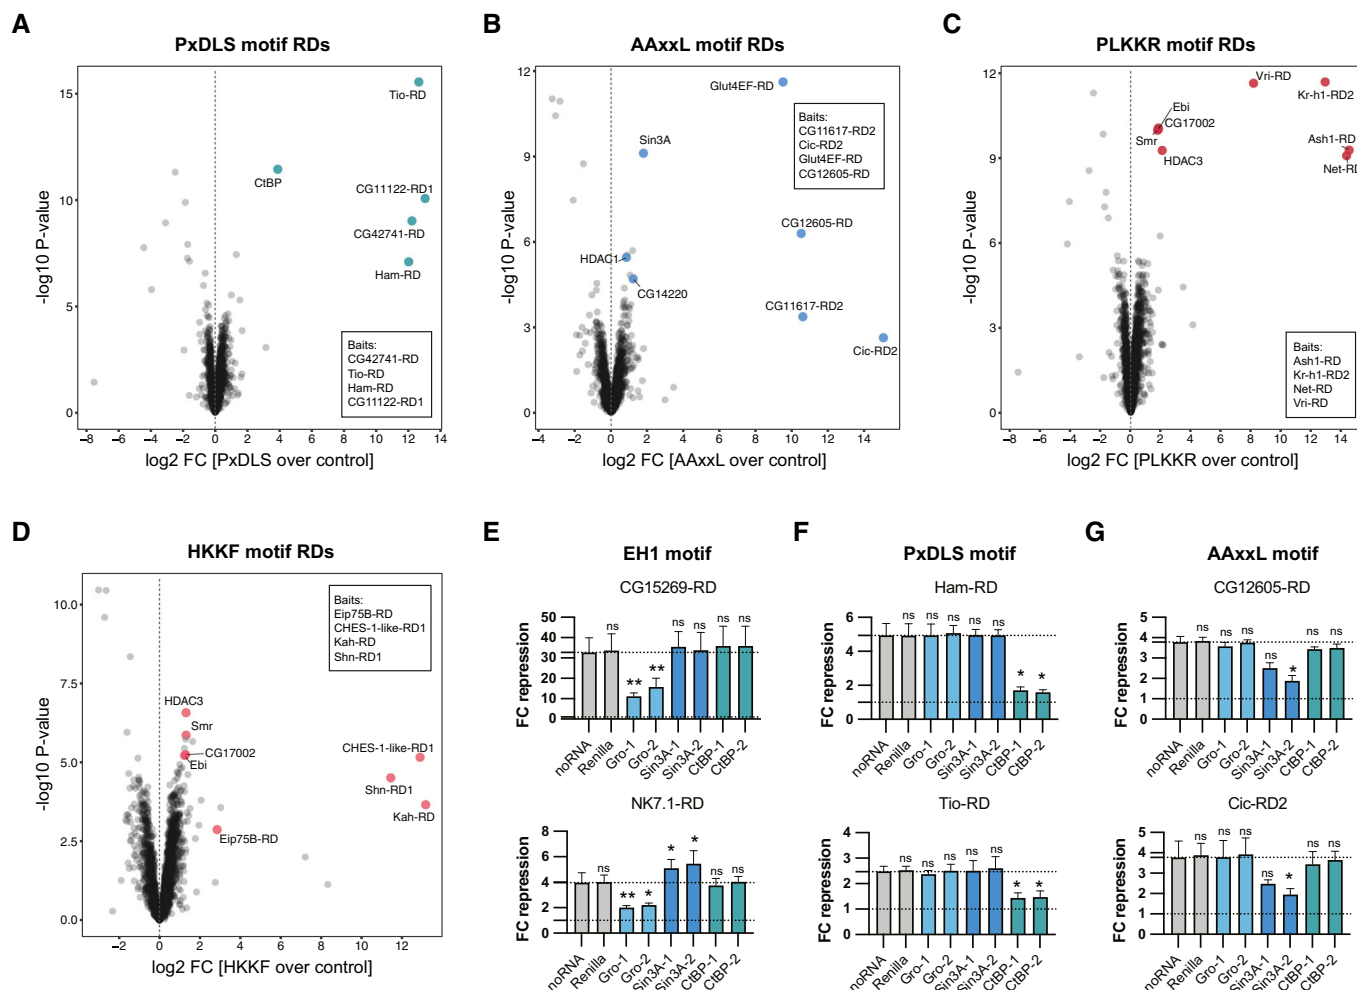

**Figure 3. RD-CoR interactions and dependencies.**

A–D Volcano plots showing results of immunoprecipitations followed by mass spectrometry (IP-MS; 3 biological replicates) for pools of RDs with specific repressive motifs: (A) PxDSL, (B) AAXL, (C) PLKKR, (D) HKKF. Highlighted are FLAG-Gal4-DBD-tagged RDs used as baits (specified in insets) and their CoR interactors. Strongly de-enriched proteins are unrelated to transcriptional regulation (e.g., the lysosomal protein CP1 Cysteine proteinase-1).

E–G Validations of RDs upon RNAi-mediated depletion of CoRs in the zfh1-DSCP reporter cell line (mean FC repression values of 3 biological replicates, error bars: s.d., two-tailed paired Student's *t*-tests comparing to noRNA control with \* for  $P \leq 0.05$ , \*\* for  $P \leq 0.01$ , or ns for  $P > 0.05$ ). The targeted CoR is shown on the x-axis (2 different dsRNA constructs per CoR). The repressive motifs contained in the tested RDs are indicated above the panels.

Source data are available online for this figure.

activity (Fig EV3F), presumably because it was still able to recruit the Smrter complex via its PLKKR motif. These observations of proteins with multiple RDs and likely different interacting CoRs have interesting implications for how even single transcriptional repressors could act in different ways to achieve gene silencing.

### Fly RD motifs are conserved across species and predict human repressors

Some of the RD motifs and their interactions with CoRs are known to be conserved across species as distant as flies and mammals. This includes the EH1, PxDSL, and AAXL motifs and their interaction with the human orthologs of Gro, CtBP, and Sin3A, which have been described for individual human proteins (Logan *et al*, 1992;

Cook *et al*, 1999; Quinlan *et al*, 2006; Spittau *et al*, 2007; Belacortu *et al*, 2012).

To illustrate the deep conservation of individual instances of these motifs, we created sequence alignments for repressive TFs from *Dmel* containing repressive peptide motifs and the TFs' orthologs in different species over a wide phylogenetic range (Figs 4A and B, and EV4A and B). The alignment of Mid and its orthologs illustrates the conservation of the EH1 motif from insects to mammals (Fig 4A), as does the alignment of Eip93F and its orthologs for the PxDSL motif (Fig EV4A). The alignment of Glut4EF containing the AAXL motif shows the strong conservation not only of the core AAXL motif but also of the flanking sequences, suggesting that this motif might in fact be longer (Fig 4B). Lastly, also the PLKKR motif within Vri is strongly conserved in Vri's orthologs (Fig EV4B).

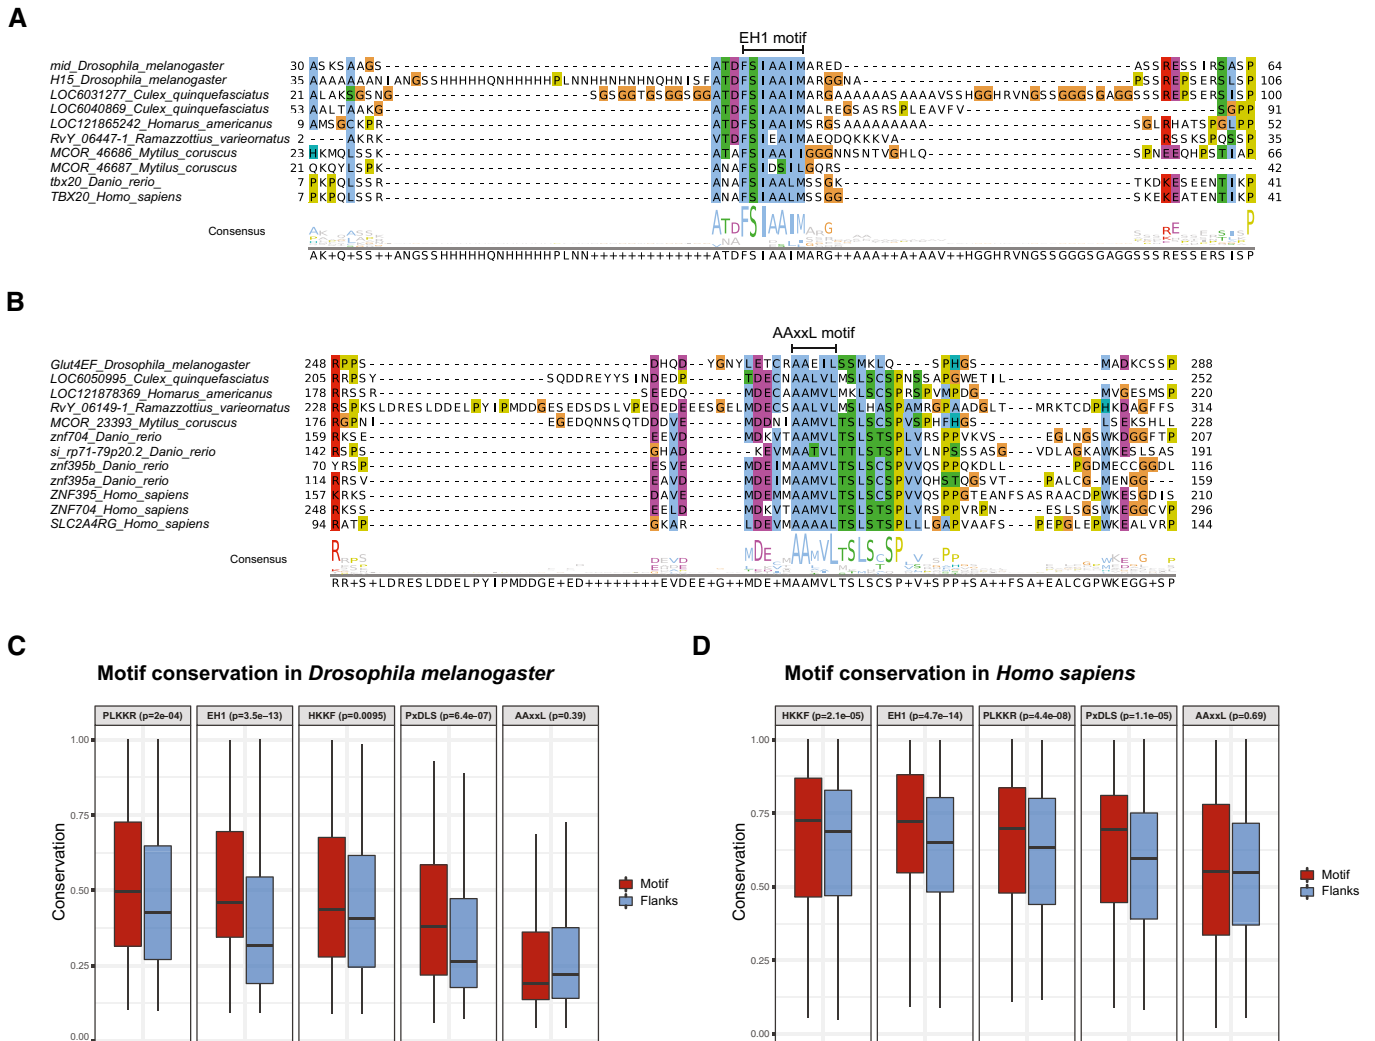

**Figure 4. RDs and repressive peptide motifs are conserved across species.**

- A, B Sequence alignment for a region of *Dmel* TFs (A) Mid and H15 containing the EH1 motif or (B) Glut4EF containing the AAxxL motif and the respective orthologous sequences from different species. Numbers on the left and right indicate the range of amino acids shown referring to the full-length proteins. Consensus sequences are indicated at the bottom.
- C, D Conservation of repressive motifs over their flanking regions for motif instances from all (C) *Dmel* and (D) human transcription-related genes. Shown are box plots with average conservation scores of motif instances (red) and respective flanking regions (blue) for each motif type. N of instances for fly: 166 AAxxL, 127 EH1, 112 HKKF, 89 PLKKR, 117 PxDSL. N of instances for human: 261 AAxxL, 235 EH1, 256 HKKF, 208 PLKKR, 200 PxDSL. The box plots mark the median, upper and lower quartiles and 1.5 $\times$  interquartile range (whiskers). Motif types are indicated on the top together with FDR-corrected *P*-values from two-sided, paired Wilcoxon signed rank tests comparing the conservation of motif instances and their flanking regions.

If instances of the repressive motifs EH1, AAxxL, PxDSL, PLKKR, and HKKF were indeed functional in fly and human TFs, they would on average be more highly conserved than expected in closely related insect or vertebrate species, respectively. This reasoning has previously been applied to short microRNA-binding-site sequences in flies and mammals (Brennecke *et al*, 2005; Lewis *et al*, 2005) or TF-binding sites (e.g., Stark *et al*, 2007) and benefits from the better alignability of sequences between closely related species rather than distal ones. Following this reasoning, we created multiple protein sequence alignments of *Dmel* and human transcription-related proteins within insect and vertebrate orthogroups, respectively. We next calculated conservation scores for each AA position of these

transcription-related proteins from *Dmel* (the same proteins as covered in the RD-seq library, Dataset EV1) and human (based on Vaquerizas *et al*, 2009; Lambert *et al*, 2018; Dataset EV10) and assessed the conservation of the 5 different peptide motifs (Fig 4C and D) compared with immediately flanking sequences. In both insects and vertebrates, we observed significantly higher conservation of the EH1, PLKKR, PxDSL and HKKF motifs in comparison with their flanking regions (Fig EV4C and D). For HKKF motifs and—to a lesser extent PLKKR motifs—sequence conservation extends beyond the core motifs, albeit in a broad pattern that likely results from overall more highly conserved protein regions or lower sequence complexity rather than longer motifs.

Overall, the conservation of the RD motifs compared with the flanking sequences (Fig 4C and D) suggests that at least EH1, PxDSL, PLKKR, and HKKF are under purifying selection in both insects and vertebrates and thus likely functionally relevant. The AAXXL motif was not significantly more highly conserved than its flanks for both, insects, and vertebrates (Fig 4C and D). While this might be due to the motif being longer and extending into the flanks, as exemplified by Glut4EF (Fig 4B), this does not seem to be the case in general: across all motif instances, both the motif and the flanking regions show only background-level conservation below the conservation seen for the other motifs (Fig EV4C), even when only considering highly stringent motif matches (Fig EV4D). Indeed, while some Sin3A-interacting peptides found in the literature match the AAXXL motif, others only resemble AAXXL but do not strictly follow the pattern (Ayer et al, 1996; Cook et al, 1999; Brubaker et al, 2000; Belacortu et al, 2012; Chandru et al, 2018). For example, the Sin3A-interacting domain of the *Dmel* repressor Cabut contains an AAEVAL core, which does not strictly follow the AAXXL pattern (Belacortu et al, 2012). Similarly, the Sin3A-interacting domains of the human TIEG2 and TET1 contain EAVEAL and AIEAL sequences, respectively (Cook et al, 1999; Chandru et al, 2018). Therefore, even though the AAXXL motif validated experimentally and AAXXL motif-containing RDs interacted with and depended on Sin3A (Figs 2F and 3B and G), its function is not reflected by increased conservation, presumably because the Sin3A-interacting motif is more flexible.

Among the human transcription-related proteins that contained repressor motifs (Datasets EV10 and EV11) were indeed many known repressors: For example, among the 30 highest scoring PxDSL motif matches, we found 19 proteins known to repress transcription through CtBP, for example, MECOM (also EVI1), ZFPM1, and PRDM16 (Izutsu et al, 2001; Katz et al, 2002; Kajimura et al, 2008; additional references in Dataset EV11). The highest scoring PLKKR matches include MeCP2, known to contain a PIKKR sequence and to interact with NCoR/SMRT (Kruusvee et al, 2017), and other proteins that have been implicated in repression but not been associated with any CoR, such as NSD2 and ASH1L (Nimura et al, 2009; Tanaka et al, 2011; Dataset EV11). Similar to the situation in *Dmel* (see Fig EV3D), some human proteins like BCL3 contain both the PxDSL and PLKKR motifs, suggesting that they recruit both, the CtBP and the NCoR/SMRT CoR complexes.

These analyses not only highlight the deep evolutionary conservation of repressive peptide motifs but also provide both, an annotation of human repressive TFs that contain such motifs and a resource to study human TF sequences and assess the potential functional impact of mutations in these proteins.

## Discussion

Transcriptional activation and repression are both crucial for gene regulatory programs in different cell types and under changing environmental conditions. Yet, while transcriptional activators and trans-activating domains (tADs) have been studied extensively (Arnold et al, 2018; Ravarani et al, 2018; Staller et al, 2018, 2022; Erijman et al, 2020; Sanborn et al, 2021; Alerasool et al, 2022), our knowledge on transcriptional repressors, their RDs, and interacting CoRs remained limited. Here, we developed the high-throughput

assay RD-seq, to systematically map RDs throughout the sequences of all transcription-related proteins in *Dmel* (Fig 1). This identified 195 unique RDs in known repressors and proteins that have not been implicated in repression, providing the first comprehensive screen for RDs and a resource for RD–CoR associations.

We find that RDs contain short recurring peptide motifs required for the RDs' repressive functions (Fig 2), and these motifs recruit specific CoRs as demonstrated by IP-MS and functional RD–CoR dependencies (Fig 3). These include known examples, such as the well-established EH1-Gro and PxDSL-CtBP interactions (Tolkunova et al, 1998; Nibu et al, 1998b; Ryu & Arnosti, 2003; Jennings et al, 2006) and the less well-studied interaction of AAXXL and Sin3A (Ayer et al, 1996; Zhang et al, 2001; Belacortu et al, 2012). Furthermore, our study reveals two new recurrent SLiMs, PLKKR and HKKF, found in RDs that bind the Smrter CoR complex (Figs 2 and 3). This finding is consistent with two studies reporting the interaction between extended fly or human protein domains with the Smrter or NCoR/SMRT complex, respectively (Qi et al, 2008; Cai & Laughon, 2009; Kruusvee et al, 2017). Our results refine these studies to pinpoint PLKKR- and HKKF-like motifs in these domains. Indeed, point mutations within MeCP2 that lead to the Rett syndrome (Lyst et al, 2013; Kruusvee et al, 2017) map to the PIKKR motif, highlighting the importance and potential disease association of RDs.

The lack of systematic annotations of RDs in fly TFs makes it difficult to evaluate the specificity and sensitivity of RD-seq against an independent benchmark dataset. However, the candidate library contained fragments covering 438 TFs whose regulatory activity was assessed in a previous study (Stampfel et al, 2015). We found RDs in 79 of these TFs, of which 50 (63%) are repressors, which increases to 61 (77%) for TFs that are at least weakly repressive and 73 (92%) for TFs that are not activators (see Material and Methods). In addition, we recover a variety of RDs that have been mapped in studies on individual repressive TFs (Tolkunova et al, 1998; Hemavathy et al, 2004; Cai & Laughon, 2009; more references in Dataset EV3). These results suggest that RD-seq is highly specific, consistent with the validation rate of 26 out of 26 RDs (Fig 1F). Of the 156 repressive TFs derived from Stampfel et al (2015), we found RDs for 50 (32%), and for the 43 strongly repressive TFs, we found RDs in 22 (51%). The recovery of RDs in these sets of TFs increased to 66 (42%) and 27 (63%), respectively, when calling RDs with a more lenient threshold in RD-seq (see Material and Methods). The remaining repressors might require specific cellular or regulatory contexts to function or contain RDs that are too weak to be detected by RD-seq, are bipartite, and/or are longer than the 50 AA fragments we screened.

Interestingly, EH1, AAXXL, PxDSL, PLKKR, and HKKF motifs also occurred in candidate fragments that were not called as RDs. This might be due to different reasons: either these candidate fragments were repressive but did not pass the stringent threshold in RD-seq, or the motifs occur in sequence contexts not permissive for function. Assessing the raw RD-seq signals prior to thresholding, we observed that non-RD tiles with repressive motifs had only background-level signals similar to all other candidate fragments (Fig EV5A). This suggests that not all matches to repressive motifs function in any given sequence context. To assess potential differences between RD and non-RD tiles with repressive motifs, we inspected amino acid preferences at the motif and flanking positions

using sequence logos for RD and non-RD occurrences of each of the five motifs (Fig EV5B–F). This revealed two trends: (i) functional motif instances match more stringently to the consensus motifs (Fig EV5B–F) and (ii) there seem to be amino acid preferences in the flanks of functional motif instances (e.g., serine residues surrounding the EH1 motif; Fig EV5B). As these trends were typically weak and rather diverse, and because they were only based on a small number of RD vs. non-RD sequences, we could not derive definitive rules for the flanks of the different motifs. Determining the sequence requirements for the flanks of different repressive motifs is an interesting aim for future research.

A majority of the identified RDs (55%) contain recurrent motifs that might explain their CoR interactions and functions. The remaining 45% of RDs did not contain any of these SLiMs, suggesting that they function via rare motifs shared between only very few RDs (precluding the motifs' discovery by statistical over-representation), via short(er) sequence patterns that are not amenable to statistical sequence analyses, or by entirely different means. Some RDs may use different motifs to recruit the same CoR, as has been described for the EH1 and the WRPW motifs that both recruit Gro (Fisher *et al*, 1996; Tolkunova *et al*, 1998). Other RDs may utilize entirely different sets of CoRs than the ones found and studied here. A recent study that maps RDs in human proteins (preprint: DelRosso *et al*, 2022) implicates short SUMOylation sites and SUMO interacting motifs in RD function, consistent with a role of SUMOylation in transcriptional repression (Ross *et al*, 2002; Rocca *et al*, 2017; Ninova *et al*, 2020; Andreev *et al*, 2022). We also find SUMOylation and SUMO interaction sites in RDs (Dataset EV8), but these motifs do not occur significantly more frequently in RDs than in other non-RD fragments tested in the screen (Dataset EV8), presumably because such sites are short and/or have low information content and because SUMOylation may not be exclusively used in RDs.

Which kind of repressive mechanisms different repressor-CoR pairs utilize remains an open question for future research. Interestingly, we found several examples of repressors with multiple RDs harboring distinct repressive motifs and likely recruiting different CoRs (Figs 1E and EV3D). Such motif-based modularity could allow for additive functions of transcriptional repressors.

Strikingly, the properties of RDs differ remarkably from those of tADs (Brent & Ptashne, 1985; Arnold *et al*, 2018). While many RDs contain conserved repressive motifs (Fig 4) that bind specific CoRs (Fig 3), tADs do not share recurrent motifs and are typically poorly conserved and difficult to predict (Erkina & Erkine, 2016; Erijman *et al*, 2020; Sanborn *et al*, 2021; Soto *et al*, 2022). Moreover, tADs have been described to show rather fuzzy and weak binding of their cofactors (Erijman *et al*, 2020; Sanborn *et al*, 2021) with variable binding interfaces (Sanborn *et al*, 2021). In contrast, the presence of recurrent conserved repressive motifs in RDs suggests well-defined RD-CoR interaction interfaces, which for some examples have indeed been described by structural studies (Nardini, 2003; Jennings *et al*, 2006; He *et al*, 2021). These differences in RD and tAD characteristics are interesting because they indicate that transcriptional activation and repression utilize different biochemical mechanisms and principles to cause opposite effects on gene expression.

Notably, the RD properties uncovered in *Dmel* are shared with human repressors: Repressive motifs found in *Dmel* are deeply conserved throughout evolution (Fig 4), and the annotation of RDs through such motifs—together with a study similar to ours for human TFs (preprint: DelRosso *et al*, 2022)—pose valuable resources for studying RDs and the impact of RD mutations, for example, in disease contexts. Understanding RDs and their interacting CoRs is particularly important at a time when interests are increasingly shifting from studying transcriptional activation toward the actors and mechanisms of transcriptional repression.

## Materials and Methods

### Reagents and Tools table

Reagents and Tools table (continued)

Reagents and Tools table (continued)

## Methods and Protocols

### RD candidate expression plasmids

#### RD-seq plasmid backbone

The plasmid backbone for the RD-seq candidate library was derived from ptAD-seq-ubi63E-Gal4-DBD (Arnold *et al*, 2018) by replacing the ubi63E enhancer with the zfh1 enhancer (from pGL3\_zfh1\_CP-candidate\_luc+; Addgene 86391) in between the KpnI (Thermo) and BglII (Thermo) restriction sites (Dataset EV2, RD-seq backbone: zfh1-DSCP-Gal4-DBD, primers in Dataset EV12). The plasmid contains the Gal4-DBD followed by a poly-glycine linker upstream of the candidate library insertion site, which consists of the *ccdB* suicide gene flanked by homology arms, which is followed by three stop codons. For details on how candidate fragments were integrated into the RD-seq backbone, see *Candidate tiling library design and cloning*.

#### Validation plasmid backbone

For validation experiments, we introduced the fluorescent protein EBFP2 (source: Addgene 54665) in the RD-seq plasmid backbone to be able to gate for transfected cells in flow cytometry (Dataset EV2, validation backbone: zfh1-DSCP-Gal4-dpse-EBFP2). As drivers for EBFP2 expression, we used the combination of the dpse-102 enhancer together with the CG13116 promoter, which was utilized for strong expression in S2 cells in a previous study (Haberle *et al*, 2019). Dpse-102 is an enhancer found in *Drosophila pseudoobscura* that drives strong expression in S2 cells (Arnold *et al*, 2014), and the CG13116 promoter is the promoter of the *Drosophila pseudoobscura* ortholog of the CG13116 gene and has been found to be strongly inducible in S2 cells (Arnold *et al*, 2017). An oligonucleotide with the EBFP2 gene, a stop codon and the SV40 poly-A site synthesized by IDT (Dataset EV12: EBFP2-stop-polyA) was amplified with primers including overhangs for Gibson cloning

(Dataset EV12: EGFP2\_fw and \_rv). The dpse-102 enhancer and the CG13116 promoter were amplified from pAGW-dpse-GAL4-DBD (Addgene 125153) with primers including overhangs for Gibson cloning (Dataset EV12: dpse-CG13116-promoter\_fw and \_rv). Using Gibson assembly (NEB), both fragments were integrated into the Lgull-linearized (Thermo) RD-seq plasmid.

#### FLAG-tag plasmid backbone

For testing the expression of mutated RDs in western blots and for IP-MS experiments, the validation construct was further modified by introducing a sequence containing the 3xFLAG-tag and a short Gly-Ser linker upstream of the Gal4-DBD (Dataset EV2; FLAG backbone: zfh1-DSCP-3xFLAG-Gal4-dpse-EBFP2). To introduce “3xFLAG-linker,” we performed a mutagenesis PCR using the primers [Phos] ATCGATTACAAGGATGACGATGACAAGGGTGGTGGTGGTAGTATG AAGCTACTGTCTTCTATCGAA and [Phos]GTCATGATCTTTATAAT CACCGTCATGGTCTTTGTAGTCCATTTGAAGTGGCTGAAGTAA GGA and the validation plasmid as template (25 µl KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602), 1 µl 100 µM forward primer, 1 µl 100 µM reverse primer, template (10 ng/µl), 22 µl double-deionized water; PCR conditions: 95°C 3 min, followed by 21 cycles, 98°C 20 s, 65°C 15 s, 72°C 6 min, and final extension 7 min).

After the PCR, the template plasmid was digested using DpnI (Thermo), followed by ligation of the overhanging ends and transformation into Mach1 (Thermo) bacterial cells.

To generate RD expression plasmids with the validation or FLAG backbone, RD fragments amplified from *Drosophila* embryonic cDNA were integrated between SgrDI (Thermo) and BsHTI (Thermo) restriction sites in the respective backbone plasmid via Gibson assembly (NEB) according to the manufacturer's protocol. “Gal4-DBD control” constructs without an RD were created by annealing the two oligonucleotides CCGGCTGAAGTTGAG and TCGACTCAACTTCAG, encoding two stop codons, and inserting the resulting fragment in between the SgrDI and BsHTI restriction sites of the plasmid backbone.

#### *Drosophila* S2 cell culture and cell line generation

*Drosophila* S2 cells were cultured as described before (Arnold et al, 2013).

To generate *Drosophila* S2 reporter cell lines, we integrated reporter constructs with 100-bp upstream and downstream homology arms into the integration site at chr2L:9094918, which does not contain any genes, by CRISPR-Cas9. The reporter constructs contained 14 UAS sites for Gal4-DBD binding (source: Addgene 128010), an enhancer and a core promoter, the EGFP gene and the SV40 poly-A site. We created 2 different reporters in which EGFP was driven by (i) the zfh1 enhancer and the *Drosophila* synthetic core promoter (zfh1-DSCP) or (ii) the ent1 enhancer and the rps12 core promoter (ent1-rps12; Dataset EV2). The zfh1 and the ent1 enhancers were found in a previous study mapping enhancers in *Dmel* with STARR-seq testing enhancer candidates together with different promoters (Zabidi et al, 2015). The zfh1 enhancer is located within the *zfh1* gene and is a strong enhancer together with the DSCP, while the ent1 enhancer is located upstream of the gene and strongly activates rps12 (Zabidi et al, 2015). Elements can be found in Dataset EV2.

Two plasmids (based on the gRNA expression plasmid Addgene #49330) encoding Cas9 and single-guide RNAs (sgRNA1:

TGCCACATGCAACGCGGAGT, sgRNA2: GCGGAGTTGGAGTTTTG TAT) targeting the integration site were kindly received from the Brennecke Lab at IMBA Vienna (Batkai et al, 2019). For the CRISPR-Cas9-mediated integration of the reporters,  $50 \times 10^6$  *Drosophila* S2 cells were co-transfected with 3.5 µg reporter plasmid and 2.5 µg of each gRNA plasmid using the MaxCyte STX Scalable Transfection System. Cells were passaged for 7 days before the selection of GFP-positive cells via fluorescent-activated cell sorting (FACS) and plating in single-cell dilutions for generating clonal cell lines. Cells were genotyped using primers binding upstream and downstream of the integration site (Dataset EV12: Chr2L\_fw and \_rv), and homozygous clones were selected.

#### Candidate tiling library design and cloning

Candidates for the tiling library were selected based on FlyTF, a database for known and putative *Drosophila melanogaster* transcription factors (Pfreundt et al, 2010) in which TFs are scored based on the presence of a DNA-binding domain and experimental evidence for a function in transcription (score of 1–8, with score 1 for the most confident candidates). We used a version of the FlyTF database with 1,168 proteins (downloaded on December 5, 2018, for list refer to Dataset EV1). Of all 1,168 FlyTF proteins, 1,133 factors were selected and 150-bp oligonucleotides were designed to tile the transcripts of these proteins (sliding windows of 6 nt for genes with FlyTF score of 1–4 and sliding window of 15 nt for genes with score of 5–8). This resulted in 209,495 distinct 150-bp candidate fragments. The FlyTF genes, FlyTF scores, the candidate genes we selected, and the candidate fragments we designed can be found in Dataset EV1.

The library was cloned from a pool of 209,495 200 bp oligonucleotides synthesized by Twist Biosciences. Each oligonucleotide contained the 150-bp candidate sequence described above flanked by the 25 bp of the partial Illumina i5 (TCCCTACACGACG CTCTTCCGATCT) and 25 bp of the partial i7 (AGATCGGAAGAGC ACACGTCTGAAC) adaptor sequences serving as constant linkers for amplification and cloning. The oligonucleotide pool (diluted to 1 ng/µl) was amplified in 40 PCR reactions (98 °C for 45 s; followed by 14 cycles of 98 °C for 15 s, 65 °C for 30 s, and 72 °C for 10 s) using KAPA HiFi Hot Start Ready Mix (KAPA Biosystems KK2602) and primers (fw: TTGAGCATGCACCGACACTCTTCCCTACAC GACGCTCTTCCGATCT and rev: ATCTATCTACGTCGAGTGACTGG AGTTCAGACGTGTGCTCTTCCGATCT) that extended the i5 and i7 adaptor sequences to the full length and added extra 15 bp to each of the adapters, serving as homology arms for directional cloning of the library into the RD-seq plasmid (zfh1-DSCP-Gal4-DBD, Dataset EV2) vector using In-Fusion HD (Clontech 639650).

#### RD-seq pipeline, RNA processing, and Illumina sequencing

*Drosophila* S2 reporter cells, cultured at 70–80% confluence, were transfected with the candidate library using the MaxCyte STX Scalable Transfection System. For one screen, seven OC-400 processing assemblies were prepared with  $200 \times 10^6$  cells each in 400 µl MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements and with 20 µg of the library. In total, for one screen  $1.4 \times 10^9$  cells were transfected with 140 µg library and for each reporter cell line (zfh1-DSCP and ent1-rps12) two biological replicates of RD-seq screens were performed. S2 cells were electroporated with the preset protocol “Optimization 1,” subsequently mixed with 40 µl DNase I (2,000 U/ml) in a T175 cell culture flask,

incubated for 30 min at 27°C, and resuspended in 30 ml complete S2 cell medium.

Three days after transfection, cells were separated into fractions of GFP-positive and GFP-negative cells via fluorescent-activated cell sorting (FACS) on a BD FACSaria III cell sorter. For each experiment,  $30 \times 10^6$  GFP-positive cells and approximately  $8 \times 10^6$  GFP-negative were collected.

Total RNA of the different fractions was isolated using the Qiagen RNeasy Mini Prep Kit, followed by Poly-A+ RNA enrichment with Dynabeads Oligo-dT25 (Invitrogen) and a DNA digest with TURBO Dnase (Ambion). After RNA cleanup with AMPure XP DNA beads (Agencourt; ratio sample/beads 1:1.8), reverse transcription was performed with Superscript III (50°C for 60 min, 70°C for 15 min; Invitrogen 18080085) and a primer binding within the poly-A site of candidate mRNAs (reverse\_transcription\_rv: CTCATCAATGTATCT-TATCATGTCTG). Next, RNA was digested with RNase A (Thermo) for 1 h at 37°C, followed by bead cleanup of the cDNA (ratio sample/beads 1:1.4). All subsequent PCR reactions were prepared using the KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602). A second strand PCR was performed with a primer binding upstream of the intron sequence, which is part of candidate mRNAs (2<sup>nd</sup>\_strand\_primer\_fw: TTGGTAAAGCCACCATGGAAG\*G; 98°C for 60 s, 65°C for 30 s, and 72°C for 90 s), followed by bead cleanup (ratio sample/beads 1:1.4). In the next step, unique molecular identifiers (UMIs) were introduced to the 3' ends of DNA fragments in a linear PCR with a primer binding to the Illumina i7 adaptor sequence (UMI\_primer\_rv: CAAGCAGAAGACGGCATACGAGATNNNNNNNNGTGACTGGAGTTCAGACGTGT\*G; 98°C for 60 s, 65°C for 30 s, 72°C for 90 s). After bead cleanup (ratio sample/beads 1:1.4), the generated fragments were PCR-amplified (98°C 45 s, followed by 16 cycles, 98°C 15 s, 65°C 30 s, 72°C 70 s) using two candidate-specific primers (junction\_PCR\_fw: AAGCCACCATGGAA AAG\*G\*C\*C\*A\*T and junction\_PCR\_rv: CAAGCAGAAGACGGCAT ACG\*A), one of which spans the splice junction of the mhc16 intron (5 and 1 nucleotides at the 3' ends are protected by phosphorothioate bonds, respectively). After another bead cleanup (ratio sample/beads 1:1), candidate fragments were amplified (98°C 45 s, followed by 6–15 cycles, 98°C 15 s, 65°C 30 s, and 72°C 70 s) with the following primers: i5: aatgatacggcaccagatctacacXXXXXXXXX acacttttctacacgactcttccgatct (XXXXXXXXX indicates the position of the index sequence for NGS; for i5 primers used in individual screens, see Dataset EV12) and the reverse primer seq\_ready\_rv: CAAGCAGAAGACGGCATACGAGA\*T. PCR products were purified by Agencourt AMPure XP DNA beads (ratio sample/beads 1:0.9), pooled, and subjected to NGS.

All samples were paired-end sequenced (PE36) by the NGS unit of the Vienna Biocenter Core Facilities GmbH (VBCF) on an Illumina NextSeq550 system, following the manufacturer's protocol.

### Computational analysis of RD-seq hits

#### Creation of dedicated bowtie index

A bowtie index was generated from the designed 150-bp (50 amino acids) oligo sequences, flanked by upstream ("TCCCTACACGACGCTCTCCGATCT") and downstream ("AGATCGGAAGACACACGTCTGAAC") adapters. This genome was used to create a custom bowtie index using Bowtie v.1.2.2 (Langmead *et al*, 2009). For visualization purposes in UCSC Genome Browser, we also created a linear genome containing selected ordered TFs, separated by 2,100 N's.

### NGS read mapping and processing

Paired-end sequencing reads were demultiplexed using specific barcodes and mapped to the dedicated bowtie index using Bowtie v.1.2.2 (Langmead *et al*, 2009; -X 150 -v 3 -m 1 -quiet -best -strata). The UMI sequence was incorporated into the read ID at the demultiplexing step. Mapped read pairs, fragments, were collapsed by oligoID and by UMI, that is, by removing duplicate fragments with identical coordinates if their UMIs differed by  $\leq 2$  out of the 10 nucleotides. To calculate position-specific coverage for each frame, oligonucleotide-centric coordinates were transformed into TFs-centric coordinates and total coverage was calculated using the coverage function from R package GenomicRanges v.1.32.7 (Lawrence *et al*, 2013). Fragment coverage was visualized using the linear genome in the UCSC Genome Browser (Kent *et al*, 2002).

We calculated enrichments, hypergeometric *P*-values, and Benjamini-Hochberg (BH)-corrected false discovery rates [FDRs; all statistical calculations done in R (R Development Core Team, 2008)] between the coverage values in GFP- and GFP+ cells. To define repressive domain (RD) regions, we only considered regions with a minimal coverage of at least 10 fragments in GFP+ and GFP- cells and selected regions with a minimal enrichment of  $\geq 1.5$ -fold and a hypergeometric *P*-value of  $\leq 1 \times 10^{-5}$  across a minimal length of  $\geq 60$  bp (20 amino acids), which we extended to include flanking coding sequences (CDS) until  $P > 1 \times 10^{-3}$  over  $\geq 60$  bp (20 amino acids).

### Intersection of RD-seq hits

For each reporter cell line (zfh1-DSP and ent1-rps12), two replicate RD-seq screens were performed. NGS mapping statistics for each screen can be found in (Dataset EV13). After determining RD regions for each RD-seq screen, the hits of two replicates were intersected and only repressive regions detected in both replicates with a minimum overlap of 50% were kept for further analysis. Next, repressive regions from the screens with the zfh1-DSCP and the ent1-rps12 reporter cell line were intersected (RD regions with sequence overlaps of 50%, keeping only the longest RD) resulting in 195 unique RD regions, which were either detected using both reporter cell lines or only in one of the two. We recalculated the enrichments of each RD region in each screen to compare their strength between screens and reporters. Information on all 195 RDs can be found in Dataset EV3.

### Assessment of sensitivity and specificity of RD-seq

The lack of systematic annotations of RDs in fly TFs makes it difficult to evaluate the specificity and sensitivity of RD-seq against an independent benchmark dataset. However, the candidate library contained fragments covering 438 TFs whose regulatory activity was assessed in a previous study (Stampfel *et al*, 2015). While many TFs could function as repressors in one of the 24 contexts tested by Stampfel *et al* (2015), we defined as repressors TFs that were consistently repressive (sum of scores across all contexts  $< -20$ ) or strongly repressive ( $< -35$ ), leading to 156 or 43 TFs, respectively. To allow the assessment of specificity, we additionally defined weakly repressive TFs and nonactivators as TFs with sum of scores of  $< -10$  and  $\leq 0$ , respectively. To allow the assessment of sensitivity, we additionally called RDs with a more lenient cutoff of (hypergeometric *P*-value  $\leq 1 \times 10^{-3}$ , minimal enrichment  $\geq 1.2$ -fold). The TFs from Stampfel *et al* (2015) and RDs detected within these TFs in RD-seq with different cutoffs can be found in Dataset EV18.

### RD validations

To validate RD-seq hits, we cloned one of the most highly enriched 150-bp candidates per RD region (sequences in Dataset EV4) into the Gal4-DBD validation plasmid backbone zfh1-DSCP-Gal4-dpse-EBFP2 (described in *RD candidate expression plasmids*). All Gibson overhang primers used for the individual RDs can be found in Dataset EV12. A  $25 \times 10^6$  reporter cells in 50  $\mu$ l MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements were transfected with 2.5  $\mu$ g Gal4-DBD-RD or Gal4-DBD control plasmid using OC-100 processing assemblies and the MaxCyte STX Scalable Transfection System on “Optimization 1.” After electroporation, cells were resuspended in 5  $\mu$ l DNase I (2,000 U/ml) in a T25 cell culture flask, incubated for 30 min at 27°C, and resuspended in 5 ml complete S2 cell medium.

Three days after transfection, cells were submitted to flow cytometry analysis using a FACS BD LSR Fortessa (BD Biosciences). The GFP signal of transfected cells, gated based on EBFP2 expression as transfection control, was determined, and data analysis was performed with FACS Diva. As a measure of the repressive strength of the RD, we used the ratio of the medians between the GFP signal of cells expressing a Gal4-DBD control construct without an RD and cells expressing the Gal4-DBD-RD and called it fold change (FC) repression ( $\text{FC repression} = \text{median-GFP[Gal4-DBD control]} / \text{median-GFP[Gal4-DBD-RD]}$ ).

To assess the significance of RDs in the main validation set, we used two-tailed, paired Student's *t*-tests comparing the median log2 GFP values of the Gal4-control to the Gal4-RD condition for three independent biological replicates ( $P \leq 0.05$ ; FC >1 for validated). To determine differences between wild-type and mutant RDs, we used two-tailed, paired Student's *t*-tests comparing the log2 of the FC repression values of wild-type and mutant RDs of three independent biological replicates ( $P \leq 0.05$ ; FC >1 for validated). FC repression values from individual replicates and *P*-values of the *T*-tests can be found in Dataset EV4.

### Analysis of RD and DBD positioning within full-length proteins

We used the centered amino acid of each 50 AA RD (RD-seq) and DBD (from ProSitePatterns and Pfam) as their position within the full-length TF sequences, scaled over the length of the respective protein sequences to be comparable across proteins. To analyze DBD positioning, we only considered DBDs appearing in proteins that have an RD region according to RD-seq (Dataset EV14).

### Analysis of RD overlaps with known domains and IDRs

We used the full-length protein sequences of all proteins for which an RD was detected in RD-seq as input for ProSitePatterns (de Castro et al, 2006), Pfam (Mistry et al, 2021), and MobiDB-lite (Necci et al, 2021) protein domain database searches. To assign a ProSitePatterns, Pfam, or MobiDB-lite hit to an RD, we only selected those cases in which the RD (=50 AA most strongly enriched candidate fragment within the RD region) contains at least 50% of the domain or in which at least 50% of the RD is part of the annotated domain. ProSitePatterns and Pfam entries from protein families, not relevant for protein domain analysis, were removed. The resulting domain–RD overlaps can be found in Dataset EV5.

The prevalence of IDRs from the MobiDB-lite database in RDs was compared with the prevalence of IDRs among 50 amino acid

fragments (same size as the RDs) from *Dmel* transcription-related proteins or all *Dmel* proteins (excluding sequences that overlap RDs), using the same overlap rules described above.

### MEME and FIMO peptide motif searches among RD-seq hits

The most repressive 150-bp candidate fragments (= 50 AA-long RDs) were used for MEME *de novo* motif analyses. For that, four different sets of RDs were created based on the preference of an RD region for the zfh1-DSCP or the ent1-rps12 reporter context. Preferences for one of the reporters were calculated by dividing the mean FC of the RD region detected in the RD-seq screens using one reporter over the FC resulting from the RD-seq screens with the other reporter. Subset information can be found in Dataset EV3 in the column “RD.region.preference.1.3fold.” RD regions with a > 1.3-fold preference for the zfh1-DSCP context were categorized as “zfh1” hits, while RD regions with a > 1.3-fold preference for the ent1-rps12 reporter were categorized as “ent1” hits. RDs without a preference were categorized as “global” hits. This resulted in four different RD sets that were separately subjected to MEME *de novo* motif searches (Bailey et al, 2015): (i) 195 RDs (all hits), (ii) 89 RDs without a preference, (iii) 43 zfh1 RDs, (iv) 63 ent1 RDs.

We ran MEME v.5.1.1 (Bailey et al, 2015) with the following parameters: *-protein -oc. -nostatus -time 18000 -mod zoops -nmotifs 25 -minw 4 -maxw 15 -objfun classic -markov\_order 0*. This resulted in 22 motifs in each set with motif widths between 4 and 15 AA. Two motifs were removed since the enrichment derived solely from paralog proteins. To collapse redundant motifs by similarity, we computed the distances between all motif pairs using TOMTOM (kullback distance; Gupta et al, 2007) and performed hierarchical clustering using Pearson correlation as the distance metric and complete linkage using the hclust R function. The tree was cut at height 0.7, resulting in 11 nonredundant motif clusters that were manually annotated (Fig 2C; Dataset EV6). Some of the motifs were detected in multiple RD sets (e.g., EH1 motif was found in MEME searches with zfh1, global, and all RDs, see Fig 2C). Hence, for subsequent analysis, we selected one motif per group: Motif 1—ent1, Motif 2—all, Motif 3—global, Motif 4—global, Motif 5—global, Motif 6—zfh1, Motif 7—all, Motif 8—zfh1, Motif 9—all, Motif 10—all, and Motif 11—ent1. These MEME motifs were used as input for FIMO searches (v.5.4.1.) (Grant et al, 2011) with a stringent ( $P < 0.0001$ ) or a lenient ( $P < 0.001$ ) cutoff to determine the prevalence of the peptide motifs among all 195 RD-seq hits. The results of the FIMO searches can be found in Dataset EV6. For the visualization of motif instances among RDs (Fig 2E), only instances from the FIMO searches with the stringent cutoff were used.

The same FIMO motif searches were performed across all non-RD tiles to identify the ones with instances of repressive peptide motifs.

### Amino acid sequence logos for instances of repressive motifs within and outside RDs

Motif instances in RDs or outside RD proteins were selected, and their extended sequences (motif core  $\pm 10$  amino acid) retrieved. For each set of motif instances, we calculated the frequency of each amino acid at each position and visualized it as amino acid sequence logos using the ggseqlogo function from the R package ggseqlogo (v.0.124).

### Analysis of known SLiMs within RDs using the ELM prediction tool

We used the most repressive 150-bp candidate fragment (= 50 AA-long RDs) within each of the 195 RD regions detected in RD-seq as input for ELM database searches for short linear motifs (SLiMs; Kumar *et al*, 2019; Dataset EV8). Next, we used the list of matches to high-probability ELM patterns ( $P < 0.0002$ ) and filtered for SLiMs that have been implicated in the interaction with co-repressors: the EH1 motif (LIG\_EH1\_1), the WRPW motif (LIG\_WRPW\_2), the CtBP ligand motif (LIG\_CtBP\_PxDLS\_1), the Sin3A-interacting domain (LIG\_Sin3\_1), and the HCF-1-binding motif (LIG\_HCF-1\_HBM\_1; Dataset EV8).

The enrichment of each type of ELM pattern in RDs was quantified over all non-RD nonoverlapping 50 amino acid tiles by two-sided Fisher's exact test (Dataset EV8).

### Analysis of known and novel SLiMs within RDs

We characterized the motif composition of each RD by integrating both annotated (from ELM) and *de novo* (from MEME) SLiMs (Fig 2D). We categorized an RD as having a known SLiM instance if containing an instance from ELM (CoR-interacting motifs), while the remaining RDs with instances from MEME analysis (instances from FIMO with  $P < 0.00001$ , excluding motifs 6 and 10) not reported in ELM were considered as novel instances. The remaining RDs without any of these SLiMs were considered as unexplained.

### Site-directed mutagenesis of RD peptide motifs

To determine the requirement of peptide motifs discovered in MEME and FIMO searches for the function of RDs, residues within these motifs were mutated to Alanines (5 AA mutated to Ala in case of EH1, PxDLS, AAXXL, and PLKKR motifs, and 4 AA in case of the HKKF motif). The Gal4-DBD-RD validation plasmids with the wild-type RD sequences were subjected to site-directed mutagenesis using primers carrying the mutated version of the motifs in overhangs (primers see Dataset EV12). After PCR amplification with the KAPA HiFi HotStart ReadyMix (KAPA Biosystems KK2602; 95°C 3 min, followed by 21 cycles, 98°C 20 s, 65°C 15 s, 72°C 6 min, and final extension 7 min), amplicons were purified using the NEB Monarch Gel Extraction kit and template plasmids were DpnI-digested (Thermo) followed by cleanup with the NEB Monarch Nucleic Acid kit. The ends created by the overhang primers were ligated, and Mach1 cells (Thermo) were transformed with the resulting plasmids. Mutated Gal4-DBD-RD constructs were used in validation experiments as described above. Wild-type and mutant RD sequences and the validation results can be found in Dataset EV4.

### Assessing RD expression in western blots

To monitor the expression of mutated RDs in comparison with the wild-type RDs, wild-type and mutant RDs were cloned into the FLAG-Gal4-DBD background (zfh1-DSCP-3xFLAG-Gal4-dpse-EBFP2, Dataset EV2) as described under *RD candidate expression plasmids*. The zfh1-DSCP reporter cell line was transfected with the FLAG-Gal4-DBD-RD plasmids according to *RD validations*. Three days after transfection,  $3 \times 10^6$  cells were harvested, washed with PBS, and lysed in 30  $\mu$ l lysis buffer (10 mM Tris pH8, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% SDS, 0.1% sodium deoxycholate, 140 mM NaCl, Roche cOmplete Protease Inhibitor, Benzonase; Sigma, 2.5 Units/ $\mu$ l) for 10 min on ice. 30  $\mu$ l 2x Laemmli Sample Buffer (Bio-Rad) with 5%  $\beta$ -mercaptoethanol was added to

the sample followed by incubation at 95°C for 5 min. Proteins were separated using SDS-polyacrylamide gel electrophoresis (Bio-Rad) and subsequently blotted (Power Blotter XL, Invitrogen) onto a PVDF membrane (Bio-Rad). The membrane was blocked with 5% milk in TBS-T (TBS with 1% Tween-20) and incubated overnight at 4°C with the primary anti-FLAG antibody (Sigma F1804-200UG, 1:1,000 in 2.5% milk in TBS-T). The membrane was washed three times with TBS-T, followed by 1 h incubation with the HRP-conjugated secondary antibody (Cell Signaling 7076 S, 1:10,000 in 2.5% milk in TBS-T). After three washes in TBS-T, the membrane was incubated with Clarity Western ECL Blotting Substrate (Bio-Rad) and imaged with a ChemiDoc MP imaging system (Bio-Rad). For a loading control, blots were probed with a primary anti-Tubulin antibody (Abcam, ab18251).

### Immunoprecipitation-mass spectrometry (IP-MS) experiments

RDs were cloned into the zfh1-DSCP-3xFLAG-Gal4-dpse-EBFP2 plasmid backbone as described under *RD candidate expression plasmids*. Plasmids encoding RDs with a specific peptide motif were mixed in an equal molar ratio to create RD plasmid pools (PxDLS: CG42741-RD, Tio-RD, Ham-RD, CG11122-RD1; AAXXL: CG11617-RD2, Cic-RD2, Glut4EF-RD, CG12605-RD; PLKKR: Ash1-RD, Kr-h1-RD2, Net-RD, Vri-RD; HKKF: Eip75B-RD, CHES-1-like-RD1, Kah-RD, Shn-RD1). As a control, we used a 3xFLAG-Gal4-DBD construct without an RD sequence. We prepared three independent biological replicates per condition. For each replicate of an IP-MS experiment,  $200 \times 10^6$  *Drosophila* S2 cells in 400  $\mu$ l MaxCyte Hyclone buffer mixed 1:1 with S2 culture medium without supplements were transfected with 30  $\mu$ g 3xFLAG-Gal4-DBD control plasmid or 30  $\mu$ g of an RD plasmid pool using OC-400 processing assemblies and the MaxCyte STX Scalable Transfection System on "Optimization 1." After electroporation, cells were resuspended in 40  $\mu$ l DNase I (2,000 U/ml) in a T175 cell culture flask, incubated for 30 min at 27°C, and resuspended in 30 ml complete S2 cell medium.

One day after transfection, cells were harvested, washed in PBS, and incubated in buffer A (10 mM Tris pH 7.5, 2 mM MgCl<sub>2</sub>, 3 mM CaCl<sub>2</sub>, Sigma cOmplete EDTA-free Protease Inhibitor Cocktail) for 15 min at 4 °C followed by centrifugation. The pellet was resuspended and incubated for 30 min at 4 °C in buffer B (10 mM Tris pH 7.5, 2 mM MgCl<sub>2</sub>, 3 mM CaCl<sub>2</sub>, 0.5% IGEPAL CA-630, 10% Glycerol, 1 mM DTT, Sigma cOmplete EDTA-free Protease Inhibitor Cocktail). After centrifugation, the nuclear pellet was resuspended in buffer C (40 mM HEPES pH 7.6, 4 mM MgCl<sub>2</sub>, 0.6% Triton X-100, 0.5% IGEPAL CA-630, 20% Glycerol, 1 mM DTT, Sigma cOmplete EDTA-free Protease Inhibitor Cocktail) with 100 mM NaCl and incubated for 30 min at 4 °C, followed by centrifugation. The supernatant containing the nucleoplasm was collected, and the remaining chromatin pellet was resuspended in buffer C with 300 mM NaCl and subjected to sonication with a Diagenode Bioruptor Sonicator for 10 min at low intensity. After centrifugation, the supernatant was transferred to the nucleoplasmic fraction. FLAG M2 Magnetic Beads (Sigma, M8823) were equilibrated in buffer C with 150 mM NaCl. Nuclear lysate was added to the beads for immunoprecipitation overnight at 4 °C. Afterward, the beads were washed three times in buffer C with 150 mM NaCl, followed by four washes in nondetergent buffer (20 mM Tris pH 7.5, 130 mM NaCl).

Beads were resuspended in 80  $\mu$ l of 100 mM ammonium bicarbonate (ABC), supplemented with 800 ng of lysyl endopeptidase

(Lys-C, Fujifilm Wako Pure Chemical Corporation), and incubated for 4 h on a Thermo-shaker with 1,200 rpm at 37°C. The supernatant was transferred to a fresh tube and reduced with 1 mM Tris 2-carboxyethyl phosphine hydrochloride (TCEP, Sigma) for 30 min at 60°C and alkylated in 4 mM methyl methanethiosulfonate (MMTS, Fluka) for 30 min at room temperature. Subsequently, the sample was digested with 800 ng trypsin (Trypsin Gold, Promega) at 37°C overnight. The digest was acidified by the addition of trifluoroacetic acid (TFA, Pierce) to 1%. A similar aliquot of each sample was analyzed by LC-MS/MS.

#### *nanoLC-MS/MS analysis*

The nano HPLC system (UltiMate 3000 RSLC nano system, Thermo Fisher Scientific) was coupled to an Exploris 480 mass spectrometer equipped with a FAIMS pro interfaces and a Nanospray Flex ion source (all parts Thermo Fisher Scientific). Peptides were loaded onto a trap column (PepMap Acclaim C18, 5 mm × 300 µm ID, 5 µm particles, 100 Å pore size, Thermo Fisher Scientific) at a flow rate of 25 µl/min using 0.1% TFA as mobile phase. After 10 min, the trap column was switched in line with the analytical column (PepMap Acclaim C18, 500 mm × 75 µm ID, 2 µm, 100 Å, Thermo Fisher Scientific) operated at 30°C. Peptides were eluted using a flow rate of 230 nl/min, starting with the mobile phases 98% A (0.1% formic acid in water) and 2% B (80% acetonitrile, 0.1% formic acid) and linearly increasing to 35% B over the next 120 min.

The Exploris mass spectrometer was operated in data-dependent mode, performing a full scan (*m/z* range 350–1,200, resolution 60,000, target value 1E6) at three different compensation voltages (CV-45, -60, -75), followed each by MS/MS scans of the most abundant ions for a cycle time of 0.9 (CV -45, -60) or 0.7 (CV -75) seconds per CV. MS/MS spectra were acquired using a collision energy of 30, isolation width of 1.0 *m/z*, resolution of 30,000, target value of 2E5 and intensity threshold of 2.5E4, and maximum injection time of 100 ms. Precursor ions selected for fragmentation (include charge state 2–6) were excluded for 45 s. The monoisotopic precursor selection filter and exclude isotopes feature were enabled.

#### *IP-MS data processing*

For peptide identification, the RAW files were loaded into Proteome Discoverer (version 2.5.0.400, Thermo Scientific). All MS/MS spectra were searched using MS Amanda v2.0.0.16129 (Dorfer *et al*, 2014). The peptide and fragment mass tolerance was set to ±10 ppm, and the maximal number of missed cleavages was set to 2, using tryptic enzymatic specificity without proline restriction. Peptide and protein identification was performed in two steps. For an initial search, the RAW files were searched against the database *dmel-all-translation-r6.43.fasta* (Flybase.org, 22232 sequences; 20,321,723 residues), supplemented with common contaminants and sequences of tagged proteins of interest, using the following search parameters: beta-methylthiolation of cysteine was set as a fixed modification, oxidation of methionine as variable modification. The result was filtered to 1% FDR on protein using the Percolator algorithm (Käll *et al*, 2007) integrated into Proteome Discoverer. A subdatabase of proteins identified in this search was generated for further processing. For the second search, the RAW files were searched against the created subdatabase using the same settings as above plus considering additional variable modifications: Phosphorylation on serine, threonine, and tyrosine, deamidation on

asparagine and glutamine, and glutamine to pyro-glutamate conversion at peptide N-terminal glutamine, and acetylation on protein N-terminus were set as variable modifications. The localization of the post-translational modification sites within the peptides was performed with the tool ptmRS, based on the tool phosphoRS (Taus *et al*, 2011). Identifications were filtered again to 1% FDR on protein and PSM level; additionally, an Amanda score cutoff of at least 150 was applied. Peptides were subjected to label-free quantification using IMP-apQuant (Doblmann *et al*, 2018). Proteins were quantified by summing unique and razor peptides or only unique peptides and applying intensity-based absolute quantification (iBAQ; Schwanhäusser *et al*, 2011). FLAG-Gal4-DBD-RD bait proteins were filtered to be identified by a minimum of 2 PSMs in at least one sample. All other proteins were filtered to be identified by a minimum of three quantified peptides in at least one sample. Protein-abundances-normalization was done using sum normalization. Differential abundance protein analysis between each RD group and Gal4-DBD constructs was performed using limma (Smyth, 2004), considering all replicates. The results of the differential abundance analysis can be found in Dataset EV9.

#### *RNAi-mediated depletion of co-repressors*

For RNAi-mediated depletion of CoRs, two distinct long dsRNAs targeting each CoR, without off-target effects, were selected from UP-TORR (Hu *et al*, 2013; <https://www.flyrnai.org/up-torr/>). As a negative control, we used a dsRNA targeting the Renilla Luciferase, which is not expressed in *Drosophila* S2 cells (sequences in Dataset EV15). Primers including the T7 promoter sequence (TAATACGACTCACTATAGGG) in their overhangs (Dataset EV15) were used to amplify these dsRNA-complementary sequences from *Drosophila* genomic DNA with the Q5® Hot Start High-Fidelity 2X Master Mix (NEB). The PCR product was precipitated in 1 volume isopropanol and 1/10 3 M sodium acetate for 5 min at room temperature, followed by centrifugation for 20 min at 18,000 *g* at 4°C, a wash with 70% ethanol and resuspension in nuclease-free water. Subsequently, the fragments were transcribed with the T7 RNA Polymerase (Promega) at 37°C overnight. After DNase digest (Turbo DNase I Ambion) at 37°C for 1 h, the RNA was purified in a phenol-chloroform extraction. Samples were treated with 1 volume of Acid-Phenol-Chloroform (Roti-Aqua-P/C/I) for 5 min at room temperature followed by centrifugation and recovery of the aqueous phase. The RNA was precipitated by adding 2.5 volumes 100% ethanol and 1/10 volume 3 M sodium acetate and incubation at -20°C for 30 min. After centrifugation and washing with 70% ethanol, the RNA was purified using the Invitrogen MEGAclear Transcription Clean-Up Kit.

*Drosophila* zfh1-DSCP reporter cells were transfected with the Gal4-DBD-RD plasmid or the Gal4-DBD control plasmid according to RD validations, using 5 µg instead of 2.5 µg plasmid for 25 × 10<sup>6</sup> cells. Sixteen hours after transfection, cells were harvested, washed twice in PBS, and resuspended in serum-free medium (ExpressFive SFM [Invitrogen], 16 mM Glutamine [Gibco]). For each condition, 0.75 × 10<sup>6</sup> cells in 500 µl serum-free medium were seeded into 12-well tissue culture plates; 20 µg dsRNA was added and incubated for 1 h at 27°C, before adding 1 ml full medium (ExpressFive SFM Invitrogen, 16 mM Glutamine, 10% FBS [Sigma-Aldrich], and 1% penicillin–streptomycin [Gibco]) to each well. Three days after dsRNA treatment, cells were submitted to flow cytometry analysis

as in *RD validations*. The fold change (FC) repression was determined as the ratio of the median GFP signal of transfected cells compared between cells expressing the Gal4-DBD control and cells expressing the Gal4-DBD-RD, both treated with the same dsRNA.

The log<sub>2</sub> FC repression values of the “noRNA” condition and the different dsRNA treatments were compared for three independent replicates with two-tailed, paired Student’s *t*-tests ( $P \leq 0.05$ ;  $FC > 1$  for validated). FC repression values and *P*-values can be found in Dataset EV15.

Reverse transcription quantitative PCR (RT-qPCR) was performed to assess the depletion of the endogenous CoRs. Three days after treatment of nontransfected reporter cells as described above, cells were harvested, followed by total RNA isolation with the Quia-gen RNeasy Mini Kit and DNA digest with Ambion Turbo DNaseI. The RNA was reverse transcribed using Oligo(dt)20 primer (Invitrogen, 18418020) and SuperScript III Reverse Transcriptase (Invitrogen). qPCR with three technical replicates per condition was performed with the Promega GoTaq qPCR Master Mix (qPCR primers in Dataset EV15). qPCR was analyzed using the Delta-Delta Ct Method (Livak & Schmittgen, 2001). Conditions with primers targeting the rps12 gene were used as a housekeeping gene control. In brief, the following equations were used:  $\Delta\Delta Ct = \text{mean Ct CoR primers} - \text{mean Ct rps12 primers}$ ;  $\Delta\Delta Ct = \Delta Ct - \text{Renilla-}\Delta Ct$ ;  $FC = 2^{-(\Delta\Delta Ct)}$ .

### Sequence alignments for RD-containing repressors

Orthologs of *Drosophila* proteins harboring RDs with specific repressive motifs were detected in the NCBI protein or UniProt reference database, based on NCBI blast searches applying significant *e*-values ( $<0.001$ ) and considering reciprocal best hits (Altschul, 1997; Agarwala et al, 2018; Bateman et al, 2021). In addition to fruit fly (*Drosophila melanogaster*), six other species were selected for a long evolutionary distance and presence in all four motifs, namely southern house mosquito (*Culex quinquefasciatus*), American lobster (*Homarus americanus*), a tardigrade (*Ramazzottius varieornatus*), a bivalve (*Mytilus coruscus*), zebrafish (*Danio rerio*), and human (*Homo sapiens*). Alignments were performed with mafft (-linsi, v7.427; Katoh & Toh, 2008) and visualization in Jalview (ClustalX coloring scheme; Waterhouse et al, 2009). Accessions and gene names are given in Dataset EV16. Gene names are according to UniProt or NCBI nomenclature.

### Analysis of motif conservation in fly and human proteins

To measure the conservation of each amino acid of *Drosophila melanogaster* and human transcription-related proteins, we first identified groups of orthologous proteins (= orthogroups) across a range of species from either the Panarthropoda clade for comparison with *Drosophila* or the vertebrate clade for comparison to human with Orthofinder (Emms & Kelly, 2019) and used these groups for multiple sequence alignments.

Sixty-four species of the Panarthropoda clade and 40 species from the vertebrate clade were selected from the UniProt reference proteomes (Bateman et al, 2021; Dataset EV17). Orthogroups were detected using OrthoFinder for the clades individually, with diamond ultrasensitive mode and an *e*-value threshold of 0.001, version 2.5.4 (Emms & Kelly, 2019).

In the Panarthropoda set, 590 orthogroups had all species present and were used to infer a rooted species tree with STAG and to build

hierarchical orthogroups (HOGs) in OrthoFinder (preprint: Emms & Kelly, 2018). We used the list of 1,133 transcription-related proteins from *Drosophila melanogaster* (Dataset EV1). We only processed orthogroups containing equal or less than 150 entries and 1,024 orthogroups of the root node (N0, Panarthropoda). 1,072 of the *Drosophila* transcription-related proteins fulfilled these criteria. Four more orthogroups (9 transcription factors) were derived from the N2 node (insects) and one more orthogroup from the N6 node (Endopterygota).

In the vertebrates set, 3,775 orthogroups contained all species and were used for the species tree. The human transcription factor list contained 2,754 IDs (Dataset EV10) that were mapped to 2,740 UniProt entries. 2,259 orthogroups (2,470 UniProt IDs) were retrieved from the root N0 (vertebrates) node, 29 orthogroups (116 IDs) with the N6 node (tetrapods), and 5 orthogroups (38 IDs) with the N14 node (mammals).

All orthogroup sequences were aligned with mafft (-linsi mode, v7.427; Katoh & Toh, 2008) and the sequence conservation score calculated with AAcn (KARLIN method, results normalized with values between 0 and 1; see Golicz et al, 2018).

We next mapped the positions of all instances of the five main SLiMs (EH1, PLKKR, HKKF, PxDSL, and AAXxL) within the protein sequence of *Drosophila* and human transcription-related factors using FIMO (as described in section *MEME and FIMO peptide motif searches among RD-seq hits*, FIMO  $P < 0.0001$ ). We quantified the conservation of each instance as the averaged conservation of its amino acids and compared it with the average conservation of the flanking amino acids (sequences with same total length as the motifs up- and downstream of motif instance; Fig 4C and D). We further analyzed the conservation of extended regions around the 5 motifs ( $\pm 100$  AA from the center of each motif) for all motif instances (from FIMO with  $P < 0.0001$ ) or only for high confidence hits (FIMO with  $P < 0.00005$ ) and show the median conservation per position across all instances, centered on the motifs (Fig EV4C and D). Each dot in the panels represents the median conservation for the particular position centered around the motif.

### FIMO searches among human transcription-related proteins

In order to predict RDs in human proteins, we used minimal MEME motifs of the PxDSL, PLKKR, EH1, HKKF, and AAXxL motifs found in fly as input for FIMO searches (v.5.4.1; Grant et al, 2011) among human transcription-related genes (Vaquerizas et al, 2009; Lambert et al, 2018; Dataset EV10). Some motifs were detected in multiple RD sets, for example, the EH1 motif was found in MEME searches with zfh1, global, and all RDs (see Fig 2C and Material and Methods *MEME and FIMO peptide motif searches among RD-seq hits*). For the FIMO searches among human proteins, we selected one motif per group: Motif 1 AAXxL—ent1, Motif 2 PxDSL—all, Motif 3 HKKF—global, Motif 4 PLKKR—global, and Motif 5 EH1—global (see Dataset EV6 for minimal MEME motifs). These are the same minimal MEME motifs that were used to determine motif instances among RDs found in fly. We used a stringent ( $P < 0.0001$ ) cutoff to determine the prevalence of these peptide motifs among human transcription-related genes (Vaquerizas et al, 2009; Lambert et al, 2018; Dataset EV10). The results of the FIMO searches among human transcription-related genes can be found in Dataset EV11.

## Data availability

Datasets produced in this study are available in the following databases:

RD-seq raw sequencing data: Gene Expression Omnibus (GEO) GSE207374 <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207374>

Mass spectrometry raw data, MobiDB-lite search data, FIMO motif instances for all tiles, sequences used to make the AA sequence logos, *Dmel* and human protein conservation scores: zenodo 6786955 <https://doi.org/10.5281/zenodo.6786955>

Tracks with read coverage and RD regions of RD-seq screens: UCSC Genome Browser [https://genome.ucsc.edu/s/bernardo.almeida/RDseq\\_manuscript](https://genome.ucsc.edu/s/bernardo.almeida/RDseq_manuscript)

**Expanded View** for this article is available [online](#).

## Acknowledgments

We thank Jelle Jacobs and other members of the Stark group for discussions, Lisa-Marie Pleyer (IMP) for help with GEO submission and Michaela Pagani (IMP) for support with experiments. Next-generation sequencing was done at the Vienna Biocenter Core Facilities GmbH (VBCF) Next-Generation Sequencing Unit (<http://vbcb.ac.at>); FACS and flow cytometry at the BioOptics facility of the IMP/IMBA/GMI. We thank Karl Mechtler and the mass spectrometry unit at IMP/IMBA/GMI and VBCF for their help with IP-MS experiments. We thank the Brennecke Lab (IMBA) for sharing materials and for discussions. Loni Klaus is a recipient of a DOC Fellowship of the Austrian Academy of Sciences at the Research Institute of Molecular Pathology. Filip Nemčko is supported by a Boehringer Ingelheim Fonds PhD fellowship. Research in the Stark group is supported by the Austrian Science Fund (FWF, P29613-B28). Basic research at the IMP is supported by Boehringer Ingelheim GmbH and the Austrian Research Promotion Agency (FFG). For the purpose of Open Access, the authors have applied a CC-BY-NC-ND 4.0 International license to any Author Accepted Manuscript (AAM) version arising from this submission.

## Author contributions

**Loni Klaus:** Conceptualization; formal analysis; funding acquisition; validation; investigation; visualization; methodology; writing—original draft; writing—review and editing. **Bernardo P de Almeida:** Software; formal analysis; visualization; writing—review and editing. **Anna Vlasova:** Data curation; software; formal analysis. **Filip Nemčko:** Methodology; writing—review and editing. **Alexander Schleiffer:** Formal analysis. **Katharina Bergauer:** Resources; investigation. **Lorena Hofbauer:** Investigation; writing—review and editing. **Martina Rath:** Investigation. **Alexander Stark:** Conceptualization; supervision; funding acquisition; methodology; writing—review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## References

How the deposited data were processed for this re-analysis (not part of the article)

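RD-seq measured which candidate fragments of Drosophila transcription-related proteins, tethered by the Gal4 DNA-binding domain to an integrated GFP reporter, are over-represented in GFP-negative S2 cells. There were 4 screens, 2 replicates for each of the reporters zfh1-DSCP and ent1-rps12, each with a GFP-negative and a GFP-positive library. Screens were grouped by reporter and replicate number as the sample labels and the paper give them, and every sample was mapped. The pairing of the 2 libraries of a screen comes from the same labels, which give both libraries the reporter and replicate number of one sort.

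The authors mapped the read pairs with Bowtie to the candidate library, allowing unique alignments, and collapsed fragments by UMI, and the deposited counts are the numbers of distinct fragments (UMI counts) per tile. The deposited RPM values are these counts divided by the library total and scaled to one common total. The deposited log2 values are the authors' log2 ratio of GFP-negative over GFP-positive RPM, with a constant equal to 1 GFP-positive fragment added on both sides. The deposited p-values come from the authors' hypergeometric test on each tile, without a term for the spread between replicates. The score column that the authors deposited beside these p-values was not used. The deposited region lists hold the authors' calls of each screen, made on position-wise coverage with at least 10 fragments, a fold of at least 1.5 and a hypergeometric p of at most 1e-05 over at least 60 nt, extended until p exceeded 0.001. The paper's own values come from its Datasets EV3 to EV6 and EV18.

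Tests were run on the UMI counts in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr filter, the screen as a block, Benjamini-Hochberg adjustment) and, as an alternative, DESeq2 1.42.0. TMM factors lay between 0.949 and 1.05. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plotted with matplotlib 3.10.9. The tile log2FC uses a pseudocount of 1 and library totals. A region log2FC is the mean over tiles that share at least 50% of the shorter of tile and region, in each screen, with the SD over the 2 replicate screens. The interaction test compares the ratio of the fractions between reporters on UMI counts summed over the tiles of each region. Permutation tests were two-sided with 100000 resamples. For the 5 RD regions with HKKF against the others, complete enumeration was too large, so the same number of resamples was drawn in place of the exact test planned for groups under 10. Comparisons of tiles within RD regions took all tiles that touch the region and used exact sign-flip tests for up to 10 RD regions. Positions were compared with 10000 random placements. The Wilson method gave the 95% intervals of shares, which cover counting error only.

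Tile proteins were obtained by translating the tile sequences, because in 9867 tiles the first residue of the deposited protein sequence is M where the translation gives L. Of 2710 deposited calls, 2658 have a protein sequence equal to the tiled sequence at their position. Calls on several isoforms were counted once per stretch of protein. The 193 RD regions of Dataset EV3 that were analysed are the basis of all values per RD. Motif instances in RDs are those of Dataset EV6, and tiles were scanned with the same matrices at a match p under 0.0001, which finds every stringent instance of the 5 motifs in Dataset EV6.

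The deepest library holds 8992771 UMI counts and the least deep 2241956. With a median of 5 and 6 UMI counts per tile, the GFP-negative libraries of ent1-rps12 cannot give a precise ratio for a single tile, and regions, which sum several tiles, carry the comparisons between reporters. The tools were tested on simulated data. In simulated counts for 163970 tiles with 199 changed tiles, edgeR recovered 24.6% of the changed tiles and made 2 false calls. Recovery was 15.0% for tiles with a mean count under 20 and 29.8% for those between 20 and 50 and 27.3% for tiles with a mean count over 50. The changed tiles had a median estimated log2FC of 1.96. The simulated depth was that of zfh1-DSCP and the spread was smaller than the main estimate for either reporter. These rates therefore do not describe the ent1-rps12 screens. Permutation tests on data without an effect gave p under 0.05 in 4% to 5.5% of runs. The motif scan found at least 99.95% of planted motifs and matches in at most 0.4% of random sequences. The calling rule found 99.5% of 197 planted stretches, with 0% of calls away from them when only counting error was simulated.

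The RD regions singled out are every RD region of a protein the paper names in its results or discussion as an RD-seq hit, the 26 individually tested RDs, the 5 highest in each reporter, the 5 with the largest difference between reporters in each direction among those with an adjusted p under 0.05, and the 5 regions most enriched in GFP-positive cells in each reporter. Other names are given where a group is small, and they were chosen after their values were seen. The alternatives covered the pseudocount, filters on low counts, the normalization, DESeq2, the replicate block, summed counts in place of mean log2FC, the overlap rule, the calling thresholds, the motif cutoff and leaving out each replicate. Flow cytometry, mutagenesis, immunoprecipitation and human protein results of the paper have no values computed here.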

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

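The tests of the library scaling, depth and single tiles for differences between the reporters, the comparisons of motifs between the reporters with their tests, and the comparison of the 2 correlations were chosen only after the results were seen, whereas the tests for regions enriched in GFP-positive cells were not.

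The enrichment of 75 of the 193 RD regions differed between the reporters in edgeR's quasi-likelihood interaction test (adjusted p under 0.05), 37 being higher with ent1-rps12 and 38 with zfh1-DSCP. The paper groups RDs by a fold difference and does not test it. With library totals alone, 74 of the 75 remained, but the TMM factors shift the difference between the reporters by only 0.04 log2, so this setting cannot decide about the scaling of the libraries. If one scaling error common to all regions were the cause, some rescaling of the ent1-rps12 GFP-negative libraries should leave few regions that differ, but between 2-fold down and 2-fold up the smallest number was 75. The division by direction does depend on the scaling, with 54 regions higher with ent1-rps12 and 24 with zfh1-DSCP at a log2 scaling of −0.2, and 19 and 61 at 0.2. If the greater depth of the zfh1-DSCP libraries were the cause, few should remain after thinning them to the ent1-rps12 depths, but 72 did. Without the tile with the most GFP-negative UMI counts in each region, 35 of the 75 remained. That tile also carries true signal, so this test cannot separate the explanations, and the pattern cannot be told apart from single tiles with very many counts. Of the regions called with both reporters, 17 of 83 passed (6 higher with ent1-rps12 and 11 with zfh1-DSCP). Of the regions called with zfh1-DSCP only, 27 of 47 passed, all higher with zfh1-DSCP, and of those called with ent1-rps12 only, 31 of 63, all higher with ent1-rps12. The calls and the test use the same UMI counts, so for regions called with one reporter only the difference cannot be told apart from the selection of regions for one reporter. Whether the difference lies in the regulatory elements of the reporters remains a hypothesis.

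Of the RD regions singled out by the rule for named genes, 23 passed this interaction test. The log2 interaction, positive where ent1-rps12 has the higher enrichment, was 1.85 for cic-RD2, 1.74 for YL-1, 1.67 for pho, 1.57 for shn-RD4, 1.35 for l(1)sc, 1.18 for PHDP, 1.12 for CHES-1-like-RD3, 1.12 for Parp, 1.01 for CG12605, 0.91 for Kr-h1-RD1, 0.86 for CHES-1-like-RD2 and 0.79 for Glut4EF. It was −2.50 for dmrt11E, −2.32 for hkb, −2.00 for NK7.1, −1.29 for CG11122-RD1, −0.94 for Eip93F, −0.81 for CG15269, −0.74 for sna, −0.56 for shn-RD3, −0.40 for brk, −0.33 for slou and −0.32 for en. The dmrt11E region rests on 3 tiles and its ent1-rps12 replicates lie far apart, at −2.11 and 0.05. For en, both reporters show strong enrichment, so the difference is small beside the log2FC of 3.59 and 3.27 over summed UMI counts. The explanations were tested on the 75 regions together and not on single RDs, and no biological explanation was tested for any one of them.

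RDs with 3 of the motifs differed from the other RDs in the difference of region log2FC between the reporters (ent1-rps12 minus zfh1-DSCP). The value was −0.74 for PxDLS (permutation test, p = 2e-05, adjusted p = 0.0001 over 5 motifs), with 17 of the 18 RDs higher with zfh1-DSCP. It was −0.92 with a pseudocount of 0.1, −0.76 with summed UMI counts (permutation p = 0.00013) and −0.73 without the top tile of each region. Within the RDs called with both reporters it was −0.45, where 6 of 6 RDs were higher with zfh1-DSCP. It shrank to −0.33 with the lenient motif cutoff (permutation p = 0.011), where 22 of 29 RDs were higher with zfh1-DSCP. The pseudocount and the top tile do not account for the difference by themselves, but its size depends on the motif cutoff. The selection of regions cannot be set aside for PxDLS, since 11 of the 18 RDs were called with zfh1-DSCP only. All 6 RDs with PxDLS called with both reporters also contain a match of another of the 5 motifs. The depth of the libraries was not tested for PxDLS by itself, so the difference cannot be told apart from it. A dependence of PxDLS-containing RDs on the enhancer or promoter of the reporter may be a candidate explanation. For EH1, the difference was −0.24 (permutation test, p = 0.0232, adjusted p = 0.0387; 39 of 48 RDs higher with zfh1-DSCP), and it grew to −0.36 with summed UMI counts (permutation p = 0.00562) but shrank to −0.15 with a pseudocount of 0.1, to −0.16 without the top tile, to −0.18 with the lenient motif cutoff and to −0.065 within RDs called with both reporters, so the difference depends on the setting and these technical explanations cannot be set aside. For AAxxL, the difference was 0.55 (permutation test, p = 0.00883, adjusted p = 0.0221), with 7 of 10 RDs higher with ent1-rps12. It was 0.76 at a pseudocount of 0.1 and 0.89 with summed UMI counts (permutation p = 0.0005). Without the top tile it was 0.52, and within RDs called with both reporters 0.74. With the lenient motif cutoff it was 0.096 (permutation p = 0.533). The paper derived the AAxxL matrix from RDs that prefer ent1-rps12, so these tests could hardly have come out the other way and the pattern cannot be told apart from that selection.

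The Pearson r between region log2FC and the paper's FC repression was higher with zfh1-DSCP than with ent1-rps12 by 0.545 (permutation test across 26 RDs, p = 0.00271). Summing UMI counts gave coefficients of 0.858 and 0.393, so the difference was also present under that setting, although its p-value was not computed. No technical or biological explanation was tested for this difference.

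Candidate fragments enriched in GFP-positive cells are not reported in the paper. With zfh1-DSCP, 35 tiles passed edgeR's test in this direction (unadjusted p under 0.05 for 4090), and with ent1-rps12 0 tiles did (unadjusted p under 0.05 for 2225). Exchanging the fractions in the calling rule of the methods gave 77 regions with zfh1-DSCP and 226 with ent1-rps12 in both replicates, 3 of them with both reporters. When replicate 1 calls were placed at random along their transcripts, 52 of 1000 placements shared as many calls with replicate 2 with zfh1-DSCP and 82 of 1000 with ent1-rps12, so chance overlap remains an explanation. Without the tile with the most GFP-positive UMI counts, 55.8% of the zfh1-DSCP regions and 61.1% of the ent1-rps12 regions were lost. Activating fragments would be rich in acidic residues. The share of acidic residues was 12.9% with zfh1-DSCP against a random mean of 12.0% (95% of draws between 10.8% and 13.3%). With ent1-rps12 it was 12.2% against 11.3% (95% of draws between 10.4% and 12.1%). Of 1000 random draws, 81 with zfh1-DSCP and 15 with ent1-rps12 were as high. The excess is alike in both reporters, and with 77 regions the zfh1-DSCP test does not exclude activating fragments. With either reporter, they cannot be told apart from chance overlap and single tiles. The 35 tiles were not tested against these explanations by themselves. The regions below are those with the largest log2 ratio of summed UMI counts toward GFP-positive cells, added over the 2 replicates. The mean region log2FC printed beside them is another measure and does not follow that order. They were those of Xrp1 (residues 261 to 340, region log2FC −1.01 ± 0.23, SD, n = 2 screens), CG12267 (61 to 115, −0.91), ham (101 to 155, −0.56), trx (821 to 860, −0.79) and crm (261 to 310, −0.85) with zfh1-DSCP. With ent1-rps12, they were those of Hcf (1426 to 1500, −1.17 ± 0.52), Su(var)2-10 (596 to 640, −0.67), Eip78C (6 to 60, −0.86), Top2 (1076 to 1170, −0.67) and Jarid2 (1496 to 1555, −1.44). Of the 5 zfh1-DSCP regions, those of Xrp1 (−1.22), crm (−0.99), ham (−0.91) and CG12267 (−0.72) were also below 0 in both ent1-rps12 replicates, and that of trx was not (0.14). Of the 5 ent1-rps12 regions, that of Su(var)2-10 (−0.34) was below 0 in both zfh1-DSCP replicates.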

How the results depend on the processing

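The alternatives were chosen before the data were examined, except the authors' tile log2FC, sums over every tile touching a region, matching of fragments by sequence, thinning, the tiles sharing a word of 10 residues with an RD region, one tile per instance at a match p under 1e-05, a match p under 1e-05 in the ent1-rps12 screens, and the alternatives for RD classes, for tiles within RD regions and for motifs between reporters, which were chosen after seeing the data. The tests of RD classes, of any motif and of motifs between reporters were themselves chosen after results were seen.

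The 57 results that answer a comparison were recomputed in 253 combinations with other settings. In 155 they kept their direction and their side of an unadjusted p of 0.05, or stayed within the spread, 18 became weaker, 6 stronger and 30 reversed, and 44 values without a test moved. Of 108 recomputations that left out a replicate, 85 gave the same result and 23 moved. Leaving out 1 of 2 replicates shifts a mean by less than the SD of the pair by construction, so the same result there shows no stability. The region log2FC of the named RDs (100 values, 896 recomputations) stayed within 1 SD in 365 and moved in 531, of which 320 rose and 211 fell, and 74 of the 896 changed sign. The cause of these changes was not tested.

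The median region log2FC over the 193 RD regions, 0.50 with zfh1-DSCP and 0.43 with ent1-rps12, became 0.40 and −0.13 with a pseudocount of 0.1, 0.62 and 0.83 with a pseudocount of 5, and 0.81 and 0.89 as the log2 ratio of summed UMI counts. With the median of tile log2FC it was 0.52 with zfh1-DSCP. Tiles with at least 10 GFP-positive UMI counts gave 0.42 and 0.12, tiles fully inside the region 1.63 and 1.30 (over the 169 regions that hold such a tile), regions without their top tile 0.40 and 0.27, the authors' tile log2FC 0.41 and −0.02, and sums over every tile touching the region 0.59 and 0.62. Leaving out a replicate gave 0.54 to 0.56 with zfh1-DSCP. The Pearson r with FC repression ranged from 0.762 to 0.780 with zfh1-DSCP and from 0.227 to 0.252 with ent1-rps12 when a replicate was left out, and the ent1-rps12 value became 0.393 with summed UMI counts, where its p fell below 0.05.

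The preference for ent1-rps12 (38 regions) became 71 with summed UMI counts, 19 with a pseudocount of 0.1, 67 with a pseudocount of 5, 7 with a difference of log2(2), 17 with the authors' tile log2FC and 61 with sums over every touching tile. The preference for zfh1-DSCP (76 regions) became 58 with summed UMI counts, 112 with a pseudocount of 0.1, 21 with a pseudocount of 5, 19 with a difference of log2(2), 108 with the authors' tile log2FC and 46 with sums over every touching tile, and 167 regions had neither preference with a difference of log2(2). The division toward ent1-rps12 and zfh1-DSCP therefore turns around with summed UMI counts, with sums over every touching tile and with a pseudocount of 5. The interaction test passed 75 regions, 76 with library totals, 74 after thinning, 53 with DESeq2 (20 higher with ent1-rps12 and 33 with zfh1-DSCP) and 36 without the top tile (7 and 29). With a replicate block, the replicate number by fraction term, it passed 56, all among the 75, and the replicate differences of the reporters were hardly related (r = 0.025). Counting regions with a difference above log2(1.3) in 1 pair of screens, without a test, gave 123 to 127.

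For single tiles, no replicate block gave 585 tiles enriched in GFP-negative cells with zfh1-DSCP (909 with the block) and 0 with ent1-rps12 (319 with the block; 3588 with an unadjusted p under 0.05), while the pairing of the 2 fractions by screen had r = −0.0012 and −0.0011. The filter of at least 10 counts in every library gave 978 tiles with ent1-rps12. For tiles enriched in GFP-positive cells with zfh1-DSCP (35), that filter gave 16, no replicate block 2 and DESeq2 5. With ent1-rps12 (0, unadjusted p under 0.05 for 2225), no filter gave 1 and the filter of at least 10 counts 7. With 1 screen and the hypergeometric p alone, 8886 to 10499 tiles with zfh1-DSCP and 13912 to 14407 with ent1-rps12 were enriched in GFP-negative cells, and 13772 to 18320 and 44595 to 44932 in GFP-positive cells. The simulated counts recovered 15.0% of changed tiles with a mean count under 20, 29.8% between 20 and 50 and 27.3% over 50, so most changed tiles were missed at every depth.

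The lenient thresholds gave 336 RD regions with zfh1-DSCP (130), 418 with ent1-rps12 (147) and 639 over both (195), and 590 and 700 regions enriched in GFP-positive cells (77 and 226). The stricter thresholds gave 83 with ent1-rps12 and 107 over both, and calling without the top tile gave 81 with ent1-rps12 and 114 over both. Single screens held 247 to 450 RD calls with zfh1-DSCP and 866 to 873 with ent1-rps12, and 541 to 908 and 1375 to 1414 GFP-positive calls. A minimal coverage of 20 left the RD counts where the recalculation from UMI counts put them. The share of RD regions in the first 20% of the protein, 30.1%, was 23.4% for those called with zfh1-DSCP only and 23.8% for those called with ent1-rps12 only, no longer past the threshold.

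Between RDs with and without a motif, PxDLS with zfh1-DSCP passed the threshold with the lenient motif cutoff (0.28) and with a pseudocount of 0.1 (0.36), PxDLS with ent1-rps12 no longer did with the lenient cutoff (−0.045), PLKKR with zfh1-DSCP no longer did with a pseudocount of 0.1 (0.46), and AAxxL with zfh1-DSCP reversed to 0.26 with the lenient cutoff. With summed UMI counts, the difference of IDR and unannotated RDs with zfh1-DSCP was 0.25 and no longer past the threshold, and known repressors differed by 0.40 with ent1-rps12 and passed it. Of the differences between reporters, EH1 became weaker with a pseudocount of 0.1 (−0.15), without the top tile (−0.16) and with the lenient motif cutoff (−0.18), AAxxL became weaker with the lenient cutoff (0.096), and HKKF reversed to 0.062 with summed UMI counts and 0.02 without the top tile.

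Tiles outside RD regions changed most. At a match p under 1e-05, EH1 reversed to 0.15, or 0.13 without the tiles that share a word with an RD region, PLKKR to 0.20 and HKKF to 0.14, and AAxxL reversed to −0.063 without the word-sharing tiles. With one tile per instance, EH1 reversed to 0.0053 and PxDLS became weaker at 0.016, and AAxxL reversed to −0.0071. At one tile per instance and a match p under 1e-05, EH1 was 0.23, PLKKR 0.13, HKKF 0.023 and AAxxL −0.025, and without word-sharing tiles EH1 was 0.17, HKKF −0.088 and AAxxL −0.071. Leaving out word-sharing tiles at the main match p gave 0.012 for PxDLS, and with one tile per instance −0.0058 for PxDLS and −0.018 for AAxxL. With the same settings, HKKF was at −0.069 (adjusted permutation p = 0.0019) and −0.079 (adjusted permutation p = 0.00175). HKKF was −0.096 at a match p under 1e-05 without word-sharing tiles. With a pseudocount of 0.1, PxDLS was 0.048 and no longer past the threshold, and PLKKR reversed to 0.0062. AAxxL passed the threshold at 0.047 with at least 10 GFP-positive UMI counts. In the ent1-rps12 screens, PxDLS was 0.0066, PLKKR 0.037 and HKKF 0.0071, and without word-sharing tiles PxDLS was −0.0029, PLKKR 0.026, HKKF −0.011 and AAxxL −0.0023. At a match p under 1e-05 in the ent1-rps12 screens, EH1 was 0.055, PxDLS 0.069, PLKKR 0.28, HKKF 0.25 and AAxxL 0.31, and without word-sharing tiles they were 0.019, 0.027, 0.028, 0.086 and 0.081. The cause was not tested for these reversals beyond the tests of isoforms and repeated tiles reported under the other observations.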

Differences from the paper's values

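No test was added for the pairs below, and settings chosen after seeing the values are named as such. A gap is called closed when the 2 values lie within 1.5 times of each other for counts, and within the SD of the replicates for correlations and medians, so a closed gap can still leave unequal values.

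For zfh1-DSCP, the Pearson r between region log2FC and FC repression was 0.797, and the paper's is 0.86. Among the alternatives set before the data were examined, the log2 ratio of summed UMI counts gave 0.858 and closed the gap. The others did not (pseudocount 0.1, 0.789; pseudocount 5, 0.802; at least 10 GFP-positive UMI counts, 0.759; log2 of FC repression, 0.80; without a replicate, 0.762 and 0.780). The sum over every touching tile, chosen after seeing the values, gave 0.842.

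For ent1-rps12, r was 0.252, and the paper's is 0.38. Summed UMI counts gave 0.393 and closed the gap, while the alternatives set before the data were examined that did not were pseudocount 0.1 (0.272), pseudocount 5 (0.250), at least 10 GFP-positive UMI counts (0.237), log2 of FC repression (0.246) and without a replicate (0.252 and 0.227). The sum over every touching tile, chosen after seeing the values, gave 0.364.

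RD regions that prefer zfh1-DSCP numbered 76, and the paper's number is 43. Of the alternatives set before the data were examined, summed UMI counts (58) closed the gap, and pseudocount 0.1 (112), pseudocount 5 (21), a difference of log2(2) (19) and leaving out a replicate (81 and 76) did not. Those that prefer ent1-rps12 numbered 38, and the paper's number is 63. Summed UMI counts (71), pseudocount 5 (67) and leaving out a replicate (42 and 51) closed this gap, and pseudocount 0.1 (19) and a difference of log2(2) (7) did not. The sum over every touching tile, chosen after seeing the values, gave 46 and 61. It put 188 of the 193 regions in their class of Dataset EV3, against 116 with the mean of tile log2FC. Most of these 2 gaps therefore goes with the region measure.

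The median region log2FC with zfh1-DSCP was 0.50, and that of the paper's values in Dataset EV3 is 0.55. Of the alternatives set before the data were examined, leaving out replicate 1 (0.54) closed the gap, and leaving out replicate 2 (0.56), pseudocount 0.1 (0.40), pseudocount 5 (0.62), summed UMI counts (0.81), the median of tile log2FC (0.52), at least 10 GFP-positive UMI counts (0.42), tiles fully inside (1.63) and no top tile (0.40) did not. With ent1-rps12 it was 0.43, and that of the paper's values is 0.61, and no alternative set before the data were examined closed the gap (−0.13, 0.83, 0.89, 0.49, 0.12, 1.30, 0.27, 0.35 and 0.49 with tiles fully inside over 169 of the 193 regions, in the order pseudocount 0.1, pseudocount 5, summed UMI counts, median of tile log2FC, at least 10 GFP-positive UMI counts, tiles fully inside, no top tile, without replicate 1, without replicate 2). The sum over every touching tile, chosen after seeing the values, gave 0.59 and 0.62. This sum lies close to the region values of Dataset EV3 in each screen (r from 0.996 to 0.9985, median absolute difference 0.02). The mean of tile log2FC used here had an r of 0.79 to 0.92 with them. The ent1-rps12 gap therefore goes with the region measure, while the zfh1-DSCP gap remained with this sum.

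Tiles outside RDs with EH1 numbered 2023, and the paper's number is 1124. At least 10 GFP-positive UMI counts (1513) closed the gap and a match p under 1e-05 (332) did not, both set before the data were examined. For PLKKR outside RDs, the numbers were 1752 and the paper's 1109, closed with at least 10 GFP-positive UMI counts (1393) and not with the stricter match p (202). For HKKF outside RDs, they were 1800 and the paper's 1173, closed with at least 10 GFP-positive UMI counts (1381) and not with the stricter match p (202). Inside RDs, PLKKR was in 143 tiles and in the paper's 50, closed with the stricter match p (71) and not with at least 10 GFP-positive UMI counts (110). PxDLS was in 209 tiles and in the paper's 136, closed with the stricter match p (186) and with at least 10 GFP-positive UMI counts (163). AAxxL was in 164 tiles and in the paper's 51, and HKKF in 73 and in the paper's 33. For these 2 motifs, neither the stricter match p (77 and 50) nor at least 10 GFP-positive UMI counts (137 and 50) closed the gap.

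The paper describes tiles outside RDs with motifs as having background signal. At a match p under 1e-05, set before the data were examined, such tiles were higher than tiles without the motif by 0.15 for EH1 and by 0.28 for PxDLS. At a match p under 0.0001, the differences were −0.01 (adjusted permutation p = 0.763) and 0.05 (adjusted permutation p = 0.0569). At the stricter match p with word-sharing tiles left out and one value per instance, chosen after seeing the values, PxDLS was at 0.15 with an adjusted permutation p of 0.0948.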

Other observations

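The simulation of overdispersed counts, the tests on tiles outside RDs and the comparison of signs were chosen only after the results were seen, whereas the other tests below were not.

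In 3 of the 4 screens, most regions that the authors called had no matching call in the other screen of the same reporter, and with zfh1-DSCP replicate 1 132 of 247 had one. Among calls recomputed from the UMI counts, 64.4% of those found in a single replicate were lost without their top tile, against 27.6% of those found in both replicates. Random placement gave at most 42 shared calls with zfh1-DSCP and 97 with ent1-rps12, fewer than the 130 and 148 found when matches are counted by position on the same transcript, so chance overlap does not account for the shared calls. The spread between screens exceeded counting error, with a biological coefficient of variation of 0.405 with zfh1-DSCP and 0.689 with ent1-rps12 (0.295 and 0.344 for tiles with at least 10 counts in every library). In counts simulated at the depth of zfh1-DSCP replicate 1, with a spread smaller than 0.405 and 0.689, 42.6% of calls fell away from the planted stretches. A spread that the hypergeometric test leaves out may therefore be the source of many calls found in 1 screen. Single tiles with very many counts remain possible, but the loss without the top tile cannot decide about them. In the authors' table, calls found in a single replicate had lower median summits (0.91 to 1.09, against 1.69 to 2.25), and weaker calls are lost more easily. No biological explanation was tested for this pattern.

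The ent1-rps12 screens had more calls than the zfh1-DSCP screens, and a smaller share of them was found in both replicates. If the lower depth of the ent1-rps12 GFP-negative libraries were the cause, thinning the zfh1-DSCP counts to that depth should lower the shared percentage, but 38.8% of the thinned calls were found in both replicates, against 35.0% at full depth and 18.1% with ent1-rps12. The common dispersion was 0.475 with ent1-rps12 and 0.164 with zfh1-DSCP. For tiles with at least 10 counts in every library, it was 0.118 and 0.0868, so most of the gap lies in tiles with few counts. A wider spread between the ent1-rps12 replicates may be a candidate explanation, but it cannot be told apart from the reporter itself.

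The log2FC of a tile was nearly unrelated to its GC content. The Spearman rho farthest from 0 over the 4 screens was 0.0317, across tiles, which are not independent replicates.

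Tiles outside RDs with a match p under 1e-05 had a higher zfh1-DSCP log2FC than tiles without the motif for EH1, PxDLS, PLKKR and HKKF. Without tiles that share a word of 10 residues with an RD region of the same gene, the difference was 0.13 for EH1 (permutation p = 0.00573) and 0.12 for PxDLS (permutation p = 0.0183), but −0.061 for PLKKR and −0.10 for HKKF. With one value per motif instance, it was 0.23 for EH1 (40 instances), 0.27 for PxDLS (20 instances), 0.13 for PLKKR (14 instances) and 0.023 for HKKF (22 instances). For PLKKR and HKKF, isoforms that hold part of an RD and repeated counting of 1 instance therefore remain as explanations. With word-sharing tiles left out and one value per instance together, EH1 was at 0.17 (38 instances, permutation p = 0.00098, adjusted p = 0.0049) and PxDLS at 0.15 (18 instances, permutation p = 0.0379, adjusted p = 0.0948). For PxDLS, the difference no longer passes 0.05 after adjustment, so it cannot be told apart from these explanations. For EH1, neither accounts for the difference, and weak repression by some tiles below the calling threshold may be a candidate explanation. In the ent1-rps12 screens at the same match p, a test chosen after the values were seen, EH1 was at 0.055 (permutation p = 0.394) and at 0.019 without word-sharing tiles (permutation p = 0.783), so the difference was not found with that reporter, whose tiles have fewer counts.

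The sign of the region log2FC was opposite between the reporters for some RDs. It was above 0 in both zfh1-DSCP replicates and below 0 in both ent1-rps12 replicates for 21 of the 193 RD regions, of which 13 passed the interaction test, and the reverse held for 14, of which 11 passed. With summed UMI counts, 7 of the 13 and 8 of the 11 still had opposite signs. Tiles outside RDs had a mean log2FC of −0.16 with zfh1-DSCP and −0.32 with ent1-rps12, and edgeR found 0 and 1 of the 193 regions lower in GFP-negative cells (adjusted p under 0.05), so a value below 0 is mostly no enrichment in GFP-positive cells. This comparison was chosen after the values were seen, and no explanation was tested for it.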
